# Short- and Long-Term Transcriptomic Responses of Escherichia coli to Biocides: a Systems Analysis

**DOI:** 10.1128/AEM.00708-20

**Published:** 2020-07-02

**Authors:** Beatriz Merchel Piovesan Pereira, Xiaokang Wang, Ilias Tagkopoulos

**Keywords:** antiseptics, biocides, disinfectants, microbial resistance, stress response, transcriptomics

## Abstract

The mechanisms of the bacterial response to biocides are poorly understood, despite their broad application. To identify the genetic basis and pathways implicated in the biocide stress response, we exposed Escherichia coli populations to 10 ubiquitous biocides. By comparing the transcriptional responses between a short-term exposure (30 min) and a long-term exposure (8 to 12 h) to biocide stress, we established the common gene and pathway clusters that are implicated in general and biocide-specific stress responses. Our analysis revealed a temporal choreography, starting from the upregulation of chaperones to the subsequent repression of motility and chemotaxis pathways and the induction of an anaerobic pool of enzymes and biofilm regulators. A systematic analysis of the transcriptional data identified a *zur*-regulated gene cluster to be highly active in the stress response against sodium hypochlorite and peracetic acid, presenting a link between the biocide stress response and zinc homeostasis. Susceptibility assays with knockout mutants further validated our findings and provide clear targets for downstream investigation of the implicated mechanisms of action.

**IMPORTANCE** Antiseptics and disinfectant products are of great importance to control and eliminate pathogens, especially in settings such as hospitals and the food industry. Such products are widely distributed and frequently poorly regulated. Occasional outbreaks have been associated with microbes resistant to such compounds, and researchers have indicated potential cross-resistance with antibiotics. Despite that, there are many gaps in knowledge about the bacterial stress response and the mechanisms of microbial resistance to antiseptics and disinfectants. We investigated the stress response of the bacterium Escherichia coli to 10 common disinfectant and antiseptic chemicals to shed light on the potential mechanisms of tolerance to such compounds.

## Abstract (precis)

Antiseptics and disinfectant products are of great importance to control and eliminate pathogens, especially in settings such as hospitals and the food industry. Such products are widely distributed and frequently poorly regulated. Occasional outbreaks have been associated with microbes resistant to such compounds, and researchers have indicated potential cross-resistance with antibiotics. Despite that, there are many gaps in knowledge about the bacterial stress response and the mechanisms of microbial resistance to antiseptics and disinfectants. We investigated the stress response of the bacterium Escherichia coli to 10 common disinfectant and antiseptic chemicals to shed light on the potential mechanisms of tolerance to such compounds.

## INTRODUCTION

Biocides, by the definition of the European Commission, include antiseptics, disinfectants, and preservatives. They are intended to control, eliminate, or reduce the number of undesired organisms, similar to antibiotics, which are used to eradicate infections in humans and animals (1). Several researchers have suggested the possibility of cross-resistance between biocides and antibiotics or other biocides (1–5). In contrast to the microbial mechanistic response to antibiotics, which has been extensively studied, there is a lack of understanding regarding the microbial response to biocides (6, 7), and the Food and Drug Administration (FDA) has recently expressed the need to collect more data related to biocide cross-resistance (8).

Research on biocide resistance is limited, partially due to a general belief that, unlike antibiotics, their multitarget action in the cell does not select for resistance to a specific target (9). In contrast, exposure to a subinhibitory concentration of triclosan, a broad-spectrum bisphenol biocide, was shown to select for Escherichia coli mutants with mutations in the *fabI* gene (10). *fabI* is homologous to genes found in other species, such as Staphylococcus aureus, and is also the target of therapeutic drugs against tuberculosis (11). Triclosan had been added to various household products for at least a decade, until very recently, when the FDA took action to remove this compound from most products since neither the safety nor the efficacy of triclosan has been shown (12). As the scientific community adds to our knowledge regarding the safety of biocide utilization, regulatory agencies become able to provide consumers and manufacturers with updated guidelines for the adequate use of these compounds.

Bacterial adaptation to biocides, which may include changes in gene expression as well as selection for mutants, may emerge for various reasons. Those include the irregular use of biocidal products, a gradient distribution around corners and difficult-to-reach areas, and improper disposal in the environment (7, 13). Aside from triclosan’s selection of *fabI* mutants (9, 10), multidrug efflux pumps have been one of the few well-studied mechanisms implicated in adaptation to biocides (14). Additional mechanisms of resistance and tolerance to biocides, such as changes in biofilm formation (15) and activation of *soxRS* and *oxyR* by oxidative agents, have also been proposed (16). Overall modification of the membrane composition has been reported and indirectly associated with resistant and cross-resistant phenotypes (17–19). Additionally, several *Pseudomonas* spp. are capable of degrading biocides such as quaternary ammonium compounds (7, 20). In contrast, the bacterial response to other biocides, such as povidone-iodine (POV) and glutaraldehyde (GLUTA), has not been studied, even though strains isolated from the environment were tolerant to such chemicals (21).

Transcriptomic data for microbes exposed to biocides can provide valuable information regarding the bacterial responses to subinhibitory concentrations of these compounds. Few studies have explored the genome-wide molecular responses of Escherichia coli and other bacteria to biocides. The E. coli expression profile following exposure to hydrogen peroxide has been studied by various groups, including ours (22, 23). A few researchers have explored the transcriptomics of different bacteria exposed to sodium hypochlorite (SOD) (24–26), ethanol (ETOH) (27, 28), povidone-iodine (25), benzalkonium chloride (BENZ) (24, 25), peracetic acid (PERA) (24, 29), and chlorhexidine (XID) (30, 31). Research on biocides has focused on a few compounds at a time under a range of experimental conditions with different protocols, strains, and media across research groups, making it difficult to compare data across these dimensions.

To bridge this gap, we first created a cohesive transcriptomics data set of E. coli MG1655 responses to subinhibitory concentrations of 10 commonly used biocides under otherwise identical conditions (Fig. 1A). We then identified both common and biocide-specific stress responses to each biocidal compound and performed differential expression and ontological analysis to elucidate the key players and their role in the bacterial response to specific biocides. We further validated the effects of those candidate genes by assessing the fitness effects of their knockouts through the use of survival assays and growth curves (Fig. 1B).

**FIG 1:**
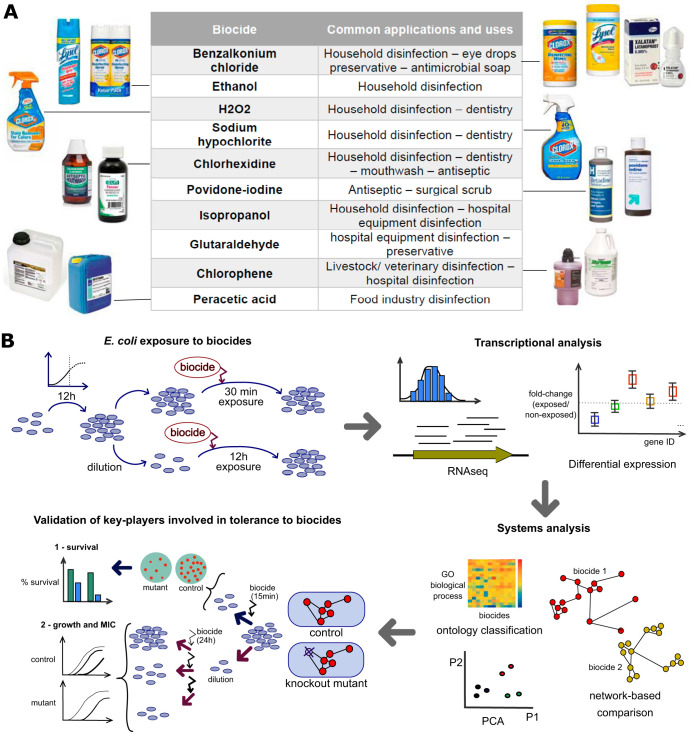
Systems analysis of E. coli response to biocide stress. (A) Ten biocides frequently used in residential and commercial applications were selected. (B) Overview of the experimental and computational setting. E. coli MG1655 cells were grown for 12 h in minimal medium (M9 medium) with 0.4% glucose and then exposed for either a short term (30 min) or a long term (8 to 12 h) to the biocides benzalkonium chloride, chlorophene, chlorhexidine, hydrogen peroxide, glutaraldehyde, ethanol, isopropanol, peracetic acid, sodium hypochlorite, or povidone-iodine. Samples were taken for genome-wide transcriptomics profiling, determination of differentially expressed genes (DEGs), and Gene Ontology (GO) analysis. Biocide susceptibility was assayed on selected knockout mutants through the use of growth curves and survival assays.

## RESULTS

### The general, biocide-agnostic, stress response dominated gene expression.

We evaluated the gene expression for Escherichia coli after continued short-term (30-min) and long-term (8-h to 12-h) exposure to 10 biocides (Fig. 1 and Table 1; see also Table S1 in the supplemental material and Materials and Methods for details). 

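RNA from E. coli MG1655 was sequenced in 45 libraries, 3 biological replicates for each of 15 conditions. For long-term exposure, a 12-h preinoculum culture was diluted into fresh M9 glucose medium with 1 of 10 biocides and grown for 8 to 12 h. The final concentrations were 3.63 mg/liter for BENZ, 2.8% (vol/vol) for ETOH, 29 µM for GLUTA, 272 µM for H2O2 and 2.7% (vol/vol) for ISOP. They were 9 µM for PERA, 12.5 µg/ml for POV, 3.64 µM for SOD and 1.48 µM for XID. PHE is given as 0.25 mM in Materials and Methods and in the sample labels, and as 0.25 µM in Table 1. For short-term exposure, the undiluted preinoculum received BENZ, PHE or POV at the same concentrations for 30 min. Chlorophene was dissolved in ethanol, so cultures with PHE also held ethanol, which the paper does not state for either control. Changes after PHE therefore cannot be assigned to chlorophene alone. The 12-h control, grown without biocide for 7 h after dilution, was the reference for the long-term samples. The preinoculum control, sampled without dilution or biocide, was the reference for BENZ30, PHE30 and POV30. The sample labels give 12 h for all long-term samples and their control, while the paper's text gives 8 to 12 h and 7 h. For the preinoculum control the labels give 30 min, and the paper's text states no further 30 min for it. Whether this control had the same added time as the exposed cells is therefore unclear.

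The libraries were stranded and depleted of rRNA. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 and counted them per gene with FeatureCounts, and the program versions and the use of strand are not stated in the paper's text. The authors deposited integer read counts and normalized values for 4452 genes per library. The normalized values equal the counts times 1 factor per library and still differ in their library totals, and the method behind the factor is not stated. Between 1491910 and 7060784 reads per library were counted on genes, with a median of 4143564 in the 33 long-term libraries and 2640352 in the 12 short-term libraries. The 22 rRNA genes held 1.87 to 4.17% of the counts in long-term libraries and 5.49 to 7.78% in the short-term ones, apart from PHE30 with 10.6 to 22.4%. Of the gene symbols, 4238 match RefSeq symbols of the MG1655 genome, 202 match synonyms and 12 match neither. The authors' genome build is not stated, so genes are named by the symbols of the deposited counts, without positions.

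Counts were filtered by edgeR's filterByExpr, scaled by the trimmed mean of M values (TMM) and compared between 3 exposed and 3 control libraries. Genes with an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment are called DEGs here. Expression is given as CPM, edgeR's library-size-scaled counts, as mean ± SD over 3 replicates, and SE is the standard error of the log2 FC. The paper instead kept the genes that edgeR and DESeq2 have in common, a rule that was run here as an alternative. Each comparison was also refitted with each of its 6 libraries left out in turn.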

Transcriptomic samples were collected at mid-exponential growth (Fig. 2; see Materials and Methods for more information). We observed variation in the number of differentially expressed genes (DEGs) across conditions (205 to 396 genes in the short-term exposure versus 14 to 672 genes in the long-term exposure; Table S2). 

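Across the 10 long-term exposures, the numbers of DEGs were 2 for H2O2, 14 for BENZ, 424 for GLUTA, 478 for POV, 693 for PERA, 1112 for PHE, 1325 for ETOH, 1372 for SOD, 1451 for XID and 1510 for ISOP. The 3 short-term exposures gave 576 DEGs for POV30, 876 for PHE30 and 978 for BENZ30. Each comparison tested 3544 to 4005 genes. An absolute log2 FC over 1 was reached by 2 of the DEGs for H2O2, 13 for BENZ, 83 for GLUTA and 91 for POV30. The other comparisons had between 214 such DEGs for BENZ30 and 438 for XID.

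The low counts for BENZ and H2O2 depended on the test. Before adjustment, 525 genes for BENZ and 572 for H2O2 had a p below 0.05 in the edgeR test. DESeq2 called 146 and 83 genes for BENZ and H2O2, and edgeR's exact test called 82 and 87. Limma on log2 of the authors' normalized values called 22 and 166, and with the replicate number as a block edgeR called 0 and 62.

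Single libraries decided several of these numbers. BENZ had 640 DEGs without BENZ replicate 2 and 0 without BENZ replicate 1 or 3 or without any 1 replicate of the 12-h control. H2O2 had 68 without H2O2 replicate 3, 4 without replicate 1 and 1 without replicate 2, and also 1 without replicate 2 or 3 of the 12-h control. GLUTA had 678 without replicate 3 of the 12-h control, 148 without replicate 1 and 94 without replicate 2, and 186 or 173 without GLUTA replicate 1 or 2. PERA had 373 without replicate 1 and 353 without replicate 2 of the 12-h control. POV had 1249 without POV replicate 2, 241 without replicate 1 and 131 without replicate 3, and 76, 81 and 172 without replicates 1, 2 and 3 of the 12-h control. PHE30 had 565 without replicate 3 of the preinoculum control and 542 without PHE30 replicate 3. POV30 had 343 without POV30 replicate 1 and 355 without replicate 3.

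With TMM scaling, upregulated genes made up 41.7 to 53.3% of the DEGs in every comparison but BENZ, where they were 2 of 14 or 14.3%. The authors' normalized values keep differences in library total, and on them the median log2 FC of all genes was 0.572 for BENZ, 0.545 for PERA, 0.387 for ISOP, 0.369 for ETOH, 0.367 for H2O2 and 0.291 for GLUTA. The median was 0.220 for SOD, 0.177 for POV, 0.170 for PHE, 0.127 for XID, 0.105 for BENZ30 and -0.546 for PHE30 on the same values. The upregulated share of the genes that limma called on them was 100% for BENZ, 94.6% for H2O2, 93.9% for PERA, 93.6% for GLUTA, 87.1% for ETOH, 84.0% for ISOP, 79.0% for POV, 72.6% for SOD, 69.1% for PHE, 67.0% for POV30, 62.5% for XID, 57.0% for BENZ30 and 3.86% for PHE30.

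**Figure D1:**
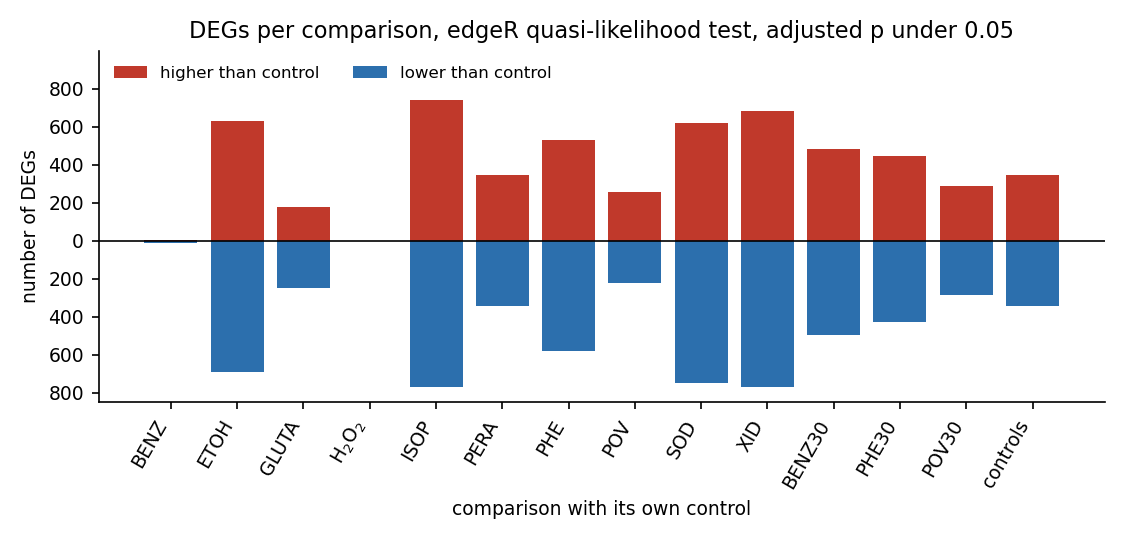
Number of DEGs with higher (red) and lower (blue) expression than the control in each comparison. ISOP had 740 higher and 770 lower.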

The short-term response to biocides was characterized by the upregulation of chaperones (14 DEGs; average log_2_ fold change [FC] in expression, 0.70) and response to drugs or antibiotics (22 DEGs; average log_2_ FC, 0.67). In comparison, the long-term response included the upregulation of biofilm formation (7 DEGs; average log_2_ FC, 1.13), the downregulation of chemotaxis (23 DEGs; average log_2_ FC, –1.27), and the downregulation of motility and flagellum assembly (45 DEGs; average log_2_ FC, –1.27) (Fig. 3A; Table 2; Fig. S1A).

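The GO categories of the supplemental table were not used here, and genes were grouped by the names the paper's text gives. The chaperone, antibiotic, biofilm, respiratory and acid genes were named there for changes in these same libraries, so their direction here is not independent evidence. The 8 chaperone genes dnaK, dnaJ, groL, groS, htpG, hscA, cpxP and clpB had a mean log2 FC of 1.57 in BENZ30, 1.02 in PHE30 and 0.99 in POV30, and all 8 were DEGs with higher expression in each. Of the 5 genes that the paper names for the response to antibiotic (acrA, ybjG, phoU, ybhG and sseA), 3 were upregulated DEGs in BENZ30, 2 in PHE30 and 1 in POV30, and 1 was a downregulated DEG in PHE30. Their mean log2 FC was 0.84 in BENZ30, 0.27 in PHE30 and 0.25 in POV30.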

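Motility and flagellum assembly were represented by 42 genes and chemotaxis by 11 genes, chosen by symbol. Biofilm formation was represented by the 3 regulators that the paper names, bssR, csgD and csrB. Their mean log2 FC was positive in all 10 long-term exposures, from 0.26 for BENZ and 0.28 for ETOH to 1.55 for XID, 1.63 for PERA and 1.75 for PHE. Single libraries moved the lower means. For BENZ the mean was -0.43 without BENZ replicate 2, 0.54 without replicate 1, 0.43 without replicate 3, and 0.09 or 0.58 without replicate 2 or 3 of the 12-h control. For ETOH it was 0.14 or 0.59 without replicate 2 or 3 of the 12-h control. For H2O2 (0.84) it was 0.38 without H2O2 replicate 3, and for ISOP (0.54) 0.85 without replicate 3 of the 12-h control. All 3 were upregulated DEGs for PHE and XID, 2 of them for ETOH, ISOP, PERA and SOD, 1 for GLUTA and POV, and 0 for BENZ and H2O2. In the short-term exposures the mean was -0.77 for BENZ30, -0.79 for PHE30 and -0.64 for POV30.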

**TABLE 1:** Biocides utilized in this work^*a*^

Biocide	Abbreviation	Concn (transcriptomics)	Neutralizer(s) (survival assay)	Group	Mode of action
Benzalkonium chloride	BENZ	3.63 mg/liter	Lecithin (0.5%) and Tween 80 (1%)	Cationic agent (QAC)	Membrane damage
Chlorhexidine	XID	1.48 μM	Lecithin (0.5%) and Tween 80 1%)	Cationic biguanide	Membrane damage
Chlorophene	PHE	0.25 μM	Lecithin (0.5%) and Tween 80 (1%)	Halogenated phenolic	Inhibits membrane-bound proteins
Glutaraldehyde	GLUTA	29 μM	Sodium bisulfite (1%)	Aldehyde	Protein denaturation and cross-linkage
Hydrogen peroxide	H_2_O_2_	272 μM	NA	Peroxygen	Oxidative
Ethanol	ETOH	2.8% (vol/vol)	Dilution only	Alcohol	Membrane damage and protein denaturation
Isopropanol	ISOP	2.7% (vol/vol)	Dilution only	Alcohol	Membrane damage and protein denaturation
Peracetic acid	PERA	9 μM	Sodium thiosulfate (1%) and Tween 80 (1%)	Peroxygen	Oxidative
Povidone-iodine	POV	12.5 μg/ml	Sodium thiosulfate (1%)	Halogen	Interacts with thiol groups on proteins
Sodium hypochlorite	SOD	3.64 μM	Sodium thiosulfate (1%)	Chlorine	Oxidative

a The concentrations to which E. coli cells were exposed before samples were taken for transcriptomic assays are shown. The concentrations of biocides used for transcriptomics were determined to give, on average, 50% growth inhibition (according to the OD_600_) at 12 h compared to the growth of a control not exposed to a biocide. NA, not applicable (the assay was not performed); QAC, quaternary ammonium compound.

**FIG 2:**
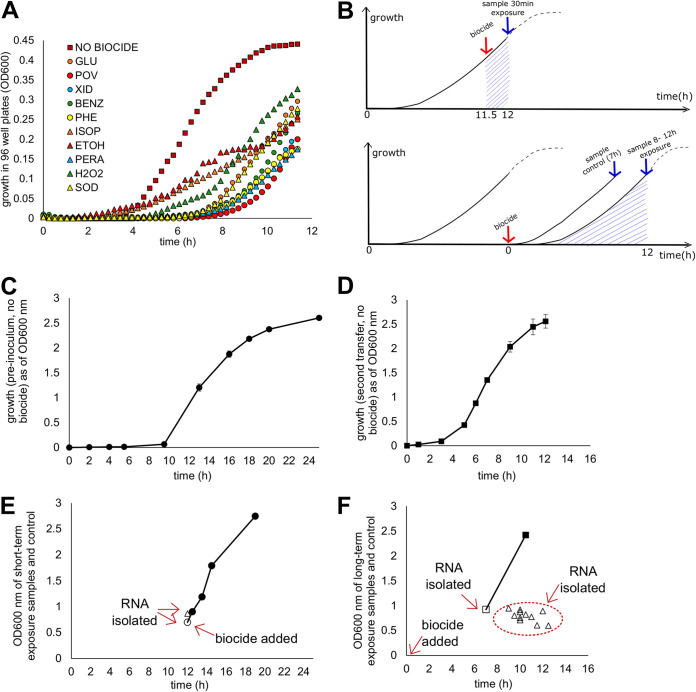
Growth and sample collection protocol. (A) The growth curves for E. coli MG1655 in 96-well plates with and without the presence of each biocide at the concentration picked for transcriptomics assays. (B) Growth and sample collection protocol for samples exposed to biocide for the short (top) and long (bottom) term. (C) Typical growth of E. coli MG1655 in assay tubes without biocide, starting from a frozen culture. (D) Typical growth of E. coli MG1655 in assay tubes without biocide, starting from dilution of the preinoculum depicted in panel C. (E) Actual OD_600_ values for samples with a short-term exposure and the control at the time of collection (open circle, control; open triangle, samples with biocide exposure). Closed circles represent the trajectory of growth of the control after sample collection. (F) Actual OD_600_ values for samples with long-term exposure and the control at the time of collection (open square, control; open triangles, samples with biocide exposure). The closed square represents the trajectory of growth of the control after sample collection.

**FIG 3:**
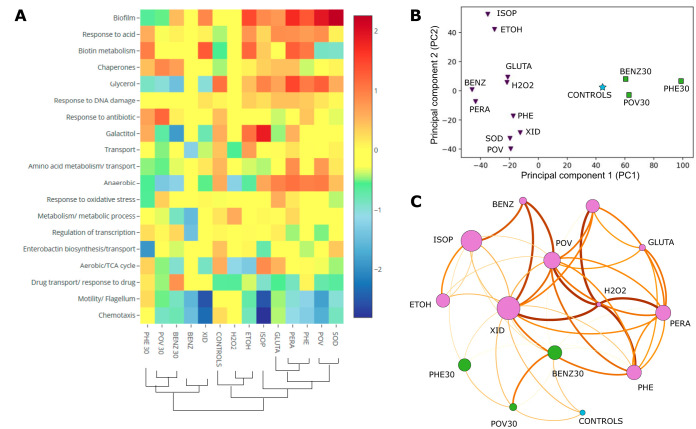
Transcriptomic response of E. coli to 10 commonly used biocides. (A) DEGs (*q* < 0.05) from RNA-seq were organized into clusters based on GO biological process terms. The average between the log_2_ fold change in expression of DEGs belonging to the same category was calculated, and the biological processes were organized in descending order of differential regulation. (B) Principal-component analysis (PCA) for the DEGs identified (triplicates). Squares and triangles correspond to the samples with short- and long-term exposures, respectively. The star represents the result for the comparison between the two sets of controls. (C) Network connections between the biocide conditions. The node size depends on the number of DEGs for the specified biocide condition, and the connections between nodes (edges) are based on shared DEGs. A higher edge thickness indicates a higher number of shared DEGs compared to the total number of DEGs for the condition. Only the top three connections per condition are shown. BENZ, benzalkonium chloride; BENZ30, benzalkonium chloride exposure for 30 min; ETOH, ethanol; GLUTA, glutaraldehyde; H_2_O_2_, hydrogen peroxide; ISOP, isopropanol; PERA, peracetic acid; PHE, chlorophene; PHE30, chlorophene exposure for 30 min; POV, povidone-iodine; POV30, povidone-iodine exposure for 30 min; SOD, sodium hypochlorite; XID, chlorhexidine.

**TABLE 2:** Biological processes that were the most affected for each condition^*a*^

Condition	Most affected biological process (score)	
	Upregulated	Downregulated
BENZ	NA	Motility/flagellum (−1.56)
XID	Biotin metabolism (1.31)	Motility/flagellum (−2.52)
PHE	Biofilm (1.33)	Chemotaxis (−1.28)
GLUTA	Anaerobic growth (0.95)	Drug transport/response (−0.57)
H_2_O_2_	Metabolism (0.62)	Aerobic growth (−1.15)
ETOH	Biofilm (1.46)	Aerobic growth (−1.33)
ISOP	Galactitol (1.86)	Chemotaxis (−2.80)
PERA	Biofilm (1.72)	Chemotaxis (−1.09)
POV	Biofilm (1.92)	Motility/flagellum (−1.81)
SOD	Biofilm (2.26)	Motility/flagellum (−0.98)
Long term	Biofilm (1.13)	Motility/flagellum (−1.27)
Long term	Glycerol (0.55)	Chemotaxis (−1.27)
BENZ30	Drug transport/response (0.82)	Glycerol (−1.44)
PHE30	Biotin metabolism (1.00)	Enterobactin (−1.92)
POV30	Response to antibiotic (1.19)	Anaerobic growth (−1.34)
Short term	Chaperones (0.70)	Glycerol (−1.11)
Short term	Response to antibiotic (0.67)	Anaerobic growth (−1.05)

a The score corresponds to the average of the log_2_ fold change in expression for all the DEGs belonging to the corresponding pathway/biological process. The top up- and downregulated processes were also calculated for the average of all the conditions belonging to either short- or long-term exposure. NA, not applicable.

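Expression was compared between libraries as log2 CPM minus the mean of the matching control, over the 2959 genes that were DEGs in at least 1 of 13 biocide comparisons. The first principal component (PC1) held 36.4% of the variance and the second (PC2) 14.5%. On PC1 the short-term libraries, the preinoculum control left aside, lay between 15.3 and 34.3, and the long-term libraries exposed to biocides lay between -36.8 and 13.9, with 0 long-term libraries inside the short-term range. With their own mean subtracted, the 12-h control lay at 14.9 ± 3.19 and the preinoculum control at 14.9 ± 5.23 on PC1 (SD, n = 3), the latter between 10.6 and 20.7. BENZ30 lay at 17.9 ± 0.663 and POV30 at 18.1 ± 2.41, which is within the range of the preinoculum control. The spread between replicates on PC1 was largest for BENZ, with an SD of 18.1 (n = 3). Taking all 4194 filtered genes lowered the share of PC1 to 31.0% and kept the exposure groups apart. Without subtraction of the control mean, the share was 30.9% and 8 long-term libraries lay inside the short-term range on PC1. Without it and over the same 2959 genes, the nearest library had the same exposure time for 45 of 45 libraries and the same condition for 40, against 39 and 34 with the subtraction, which by its design places both controls together.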

Principal-component analysis (PCA) of the DEG signatures revealed grouping of the samples into distinct groups that correlated with the time of exposure (short or long). While for the two alcohols, ethanol and isopropanol (ISOP), the various samples clustered together, as expected, the samples corresponding to short-term exposure formed a cluster separate from those exposed to the same biocide but for a longer duration (Fig. 3B; Fig. S1B). 

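On PC1, ETOH lay at 7.71 ± 0.949 and ISOP at 7.32 ± 0.446 (SD, n = 3), within the spread between replicates. On PC2, ISOP lay at 29.2 ± 1.86 and ETOH at 14.3 ± 1.57 (SD, n = 3). There the alcohols differed from each other by more than the spread between replicates. Their log2 FC values correlated with Pearson's r = 0.726 across 1877 genes that were DEGs in either, and genes are not independent replicates. Because both share the 12-h control, draws simulated without any biocide effect gave r of 0.525 on average. Their limits were 0.486 to 0.555, with the most extreme of 100 draws left out. ETOH and ISOP had 951 DEGs in common, 925 of them with the same sign. Of the 39 libraries exposed to biocides, the nearest library belonged to the same condition for 34 and to the same exposure time for 39. The 6 control libraries were left aside, since subtraction of their own mean centres both controls on the same point. Between long- and short-term exposure to the same biocide, which use different controls, r was 0.167 for BENZ over 984 genes, -0.148 for PHE over 1568 genes and -0.167 for POV over 917 genes. The limits of the draws for these pairs were -0.0480 to 0.0646 for BENZ, -0.0569 to 0.0490 for PHE and -0.0552 to 0.0843 for POV. A test of the difference between the short- and the long-term log2 FC, by edgeR with a term for exposure time, called 292 genes for BENZ, 1321 for PHE and 625 for POV. The BENZ number was 1033 without BENZ replicate 2, 186 without BENZ replicate 3, 185 or 181 without replicate 2 or 3 of the preinoculum control and 170 or 175 without BENZ30 replicate 1 or 2. The POV number was 1049 without POV replicate 2. DESeq2 moved the BENZ number most among the other settings, to 460.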

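A plain principal-component analysis was run, and the penalty of the sparse version is not given in the paper's text. The 10 largest weights on PC1 belonged to zinT (-0.158), ykgM (-0.143), ykgO (-0.126), znuA (-0.0996), grcA (-0.0985), bssR (-0.0966), ykgL (-0.0950), ydfZ (-0.0897), pliG (-0.0850) and yjiY (-0.0833). On PC2 they belonged to zinT (-0.155), ykgO (-0.154), ykgM (-0.149), znuA (-0.108), ykgL (-0.0973), malE (0.0905), yodB (-0.0857), asr (0.0836), malK (0.0836) and ymfE (0.0830). Among these, the paper's text assigns bssR to biofilm formation, asr to the acid stress response, yjiY to peptide transport and znuA to zinc transport. Without subtraction of the control mean, the motility genes fliC (-0.107), motA (-0.0994) and motB (-0.0985) were among the 10 largest on PC2. The zinc-related genes zinT, ykgM, ykgO and znuA had the largest spread between replicates of all genes, so their weights rest on single libraries in several conditions.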

Among the most informative genes determined by sparse PCA, there were genes related to motility, respiration, the acid stress response, biofilm formation, and transport (Fig. S1C and D), all of which are processes controlled by genes that were differentially expressed distinctly between samples with short-term exposure and samples with long-term exposure. 

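Shared DEGs and correlations were computed for each pair of conditions. PHE and POV shared 411 DEGs, 409 with the same sign, and their log2 FC values correlated with r = 0.914 across 1178 genes. Draws simulated without any effect, with the same shared control, had limits of 0.460 to 0.546. POV and SOD shared 421 DEGs, all 421 with the same sign (r = 0.903 across 1401 genes). PERA and POV shared 332 DEGs (r = 0.892 across 837 genes). BENZ30 and POV30 shared 353 DEGs, 342 with the same sign, with r = 0.709 across 1196 genes and limits of the draws of 0.454 to 0.567. For PHE30, r was 0.290 with BENZ30 (limits of 0.447 to 0.529) and 0.235 with POV30 (limits of 0.440 to 0.528). Both lay below the draws, but unrelated effects, which the draws lack, would also lower r. These values therefore cannot tell whether PHE30 differs more than unrelated responses would.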

The network analysis recapitulated the clustering results together with common DEG associations (Fig. 3C), and an overview of the temporal dynamics is provided in Fig. 4.

**FIG 4:**
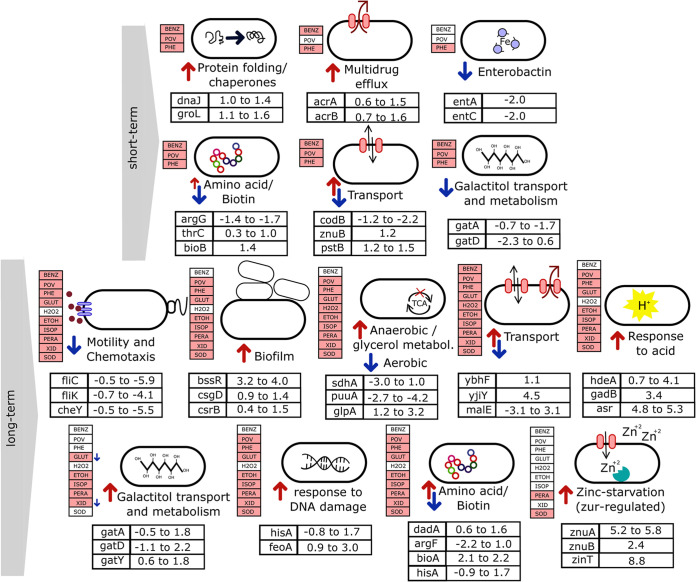
E. coli responses to short- and long-term biocide exposure. Upregulated processes (red arrows) and downregulated processes (blue arrows) after subinhibitory short-term (3 biocides) or long-term (10 biocides) biocide exposure. Biocides were colored when the biological process was affected (at least one DEG belonged to that category) after exposure to the biocide. Representative DEGs for each biological process are shown along with their log_2_ fold change in expression over all biocides. Detailed information with the complete list of DEGs can be found in Table S1 in the supplemental material. metabol., metabolism.

### Protein folding was an early response to biocide stress.

The short-term exposure (30 min) of E. coli to biocides (BENZ for 30 min [BENZ30], chlorophene [PHE] for 30 min [PHE30], and POV for 30 min [POV30]) resulted in high levels of overexpression of several chaperones and cochaperonins, such as *dnaK*, *dnaJ*, *groL*, *groS*, *htpG*, *hscA*, *cpxP*, and *clpB*. 

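In BENZ30, dnaK was expressed at 3072 ± 191 CPM (SD, n = 3), against 1147 ± 108 CPM in the preinoculum control, a log2 FC of 1.42 (SE 0.0907, adjusted p = 2.25e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In PHE30 and POV30 its log2 FC was 1.03 (SE 0.108, adjusted p = 8.33e-06) and 1.03 (SE 0.0860, adjusted p = 2.77e-06) by the same edgeR test. The log2 FC of groL rose from 1.08 in PHE30 to 1.2 in POV30 and 1.62 in BENZ30, with SE of at most 0.112. For groS it was 1.39, 0.94 and 1.13 in BENZ30, PHE30 and POV30, for dnaJ 1.44, 1.16 and 0.98, and for htpG 1.63, 1.11 and 1.1. The same order gives 1.33, 0.75 and 0.99 for clpB and 2.62, 1.35 and 1.03 for cpxP. The lowest value belonged to hscA, with 0.49 (SE 0.134, adjusted p = 0.0314) in POV30 by the same edgeR test, after 1.15 in BENZ30 and 0.73 in PHE30. All of these values came from DEGs, and all but 1 remained DEGs with each library left out in turn. The exception was hscA in POV30, which was not a DEG without replicate 1 (0.39) or 2 (0.54) of the preinoculum control or without replicate 1 (0.47) or 3 (0.38) of POV30. Of these 8 genes, cpxP rose most in BENZ30, from 28.8 ± 2.78 to 176 ± 9.81 CPM, a log2 FC of 2.62 (SE 0.112, adjusted p = 6.46e-10) by the same edgeR test.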

Interestingly, this was not observed for cells exposed to the same biocides for more extended periods (Fig. 3A; Table S1). 

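With long-term exposure, the same 8 genes had a mean log2 FC of -0.10 for BENZ, 0.11 for PHE and -0.02 for POV. With 1 library left out, the mean lay between -0.24 (without BENZ replicate 3) and 0.12 (without BENZ replicate 2) for BENZ, between 0.04 (without replicate 1 of the 12-h control) and 0.13 (without PHE replicate 2) for PHE, and between -0.08 (without POV replicate 3) and 0.01 (without POV replicate 1) for POV. Of the biocides without short-term libraries, ISOP had a mean of 0.80, between 0.77 and 0.84 with 1 library left out, and 7 of the 8 were upregulated DEGs with each library left out in turn. The other, hscA, had -0.02 and was lower (-0.21) without replicate 3 of the 12-h control. Upregulated in every such refit were also clpB, dnaJ, dnaK and groL for SOD (mean 0.18) and groL and groS for ETOH (mean 0.23). For BENZ, 0 of the 8 were DEGs. For PHE and POV, clpB was an upregulated DEG, with log2 FC of 0.63 (SE 0.0946, adjusted p = 0.000420) for PHE and 0.63 (SE 0.136, adjusted p = 0.0272) for POV by the same edgeR test, and for POV it was not a DEG without replicate 1 (0.58), 2 (0.60) or 3 (0.71) of the 12-h control or without replicate 1 (0.63) or 3 (0.53) of POV. The gene hscA was lower after long-term exposure to PHE, with a log2 FC of -0.69, and to POV, with -0.78. It was not a DEG for PHE without replicate 1 (-0.55) or 2 (-0.65) of the 12-h control or without replicate 1 (-0.62), 2 (-0.76) or 3 (-0.68) of PHE, and not for POV without replicate 1 (-0.60) or 2 (-0.73) of the 12-h control or without replicate 1 (-0.73) or 3 (-0.83) of POV. For dnaK the long-term log2 FC was -0.14 (SE 0.288, adjusted p = 0.864) for BENZ, 0.20 (SE 0.0905, adjusted p = 0.120) for PHE and 0.07 (SE 0.124, adjusted p = 0.736) for POV by the same edgeR test. For PHE, dnaK became a DEG when a control library was left out, at 0.28 (adjusted p = 0.0195) without replicate 3 of the 12-h control, and cpxP reached 0.63 (adjusted p = 0.0383) without replicate 2 of the 12-h control and 0.61 (adjusted p = 0.0210) without replicate 2 of PHE, both by the same edgeR test. The short-term log2 FC exceeded the long-term one by 1.58 for BENZ (SE 0.326, adjusted p = 0.0137), 0.86 for PHE (SE 0.141, adjusted p = 0.000175) and 1.01 for POV (SE 0.146, adjusted p = 0.000441) in the edgeR test of exposure time for dnaK. In that test all 8 genes differed for BENZ, 7 for PHE and 6 for POV. The difference for clpB was 0.14 for PHE (adjusted p = 0.557) and 0.41 for POV (adjusted p = 0.121) by the same edgeR test, so its short- and long-term values were not shown to differ. For POV the difference for cpxP was 0.96 (adjusted p = 0.0631) by the same edgeR test, which also did not pass.

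**Figure D2:**
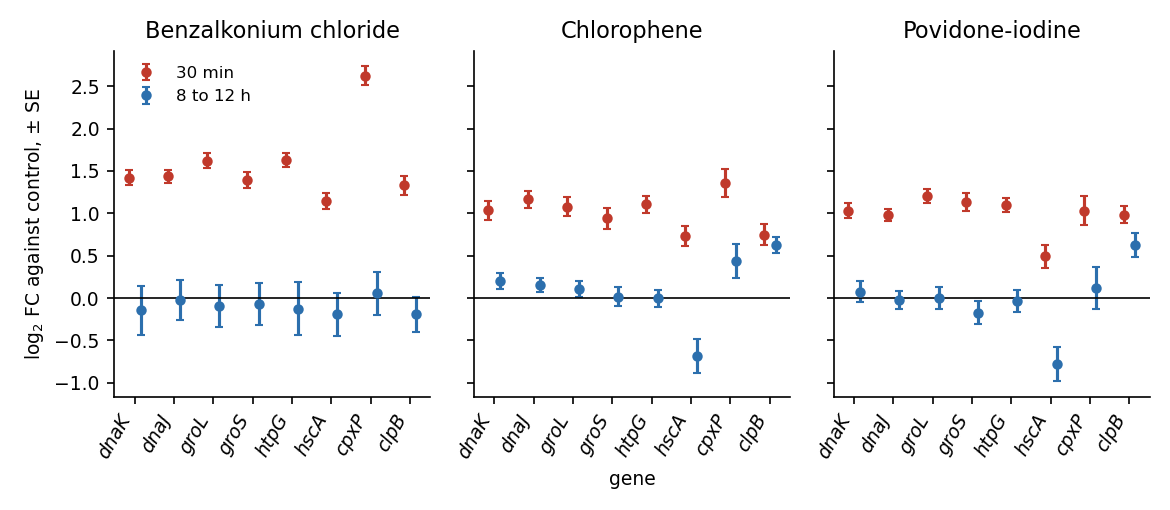
Log2 FC ± SE of the 8 chaperone genes after short-term (red) and long-term (blue) exposure to BENZ, PHE and POV. For dnaK it was 1.42 in BENZ30 and -0.14 for BENZ.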

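In POV30, ibpB was expressed at 218 ± 17.7 CPM (SD, n = 3), against 3.17 ± 0.551 CPM in the preinoculum control. Its log2 FC was 6.08 (SE 0.157, adjusted p = 4.09e-12) by the same edgeR test and stayed at 5.96 to 6.22 with each library left out in turn. It was the largest log2 FC of the 576 DEGs for POV30, ahead of ibpA with 3.30 (SE 0.122, adjusted p = 2.92e-10) by the same edgeR test. Across all 13 biocide comparisons, only zinT, ykgM and ykgO for SOD had a larger log2 FC among DEGs.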

Exposure to povidone-iodine for 30 min resulted in the overexpression of *ibpB* (a molecular chaperone), which was among the genes for which the highest log_2_ FC (>6.1) was observed for the entire transcriptome data set (Table S3). Hence, the stress response to misfolded proteins appears to be an early response of the cell to stress, replaced later by other types of protective adaptations, such as biofilm formation. 

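For the biofilm regulators the difference ran the other way. The short-term log2 FC of bssR was below the long-term one by -5.30 for PHE (SE 0.846, adjusted p = 0.00159) and -4.69 for POV (SE 0.708, adjusted p = 0.00204) in the edgeR test of exposure time. For csgD the difference was -1.89 for PHE (adjusted p = 7.78e-05), -0.85 for POV (adjusted p = 0.107) and -1.25 for BENZ (adjusted p = 0.348) by the same edgeR test, and only the first passed. For BENZ, bssR differed by -1.24 (adjusted p = 0.387) and csrB by -0.53 (adjusted p = 0.266) by the same edgeR test, and neither passed. From the chaperone genes that rise after 30 min and not after longer exposure, the paper proposes that the response to misfolded proteins is an early one, replaced later by protective adaptations such as biofilm formation.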

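For ISOP, spy was expressed at 152 ± 10.9 CPM (SD, n = 3), against 17.2 ± 1.28 CPM in the 12-h control, a log2 FC of 3.14 (SE 0.117, adjusted p = 2.06e-10) by the same edgeR test. It ranked 3 among the upregulated DEGs for ISOP, and its log2 FC lay at 3.10 to 3.21 with each library left out in turn.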

The exception was the chaperone gene *spy*, which was highly upregulated by long-term exposure to isopropanol. This chaperone has previously been shown to be highly upregulated in E. coli exposed to other alcohols (68).

### Long-term exposure to biocides induced biofilm formation and shut down motility.

Long-term exposure (8 to 12 h) of E. coli to biocide stress resulted in the downregulation of genes related to motility and chemotaxis (Fig. 3A). 

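With TMM scaling, the mean log2 FC of the 42 motility genes was negative after all 10 long-term exposures, from -0.31 for H2O2 to -2.91 for XID. On the authors' normalized values it was 0.07 for H2O2, and the chemotaxis mean was 0.22 for H2O2 and 0.24 for GLUTA. Both lists were tested as sets with limma's fry, 2-sided, in 13 comparisons each, and the 26 p values were adjusted together. For motility the adjusted p was 0.000325 for ISOP, 0.00369 for SOD, 0.00400 for XID, 0.00441 for PHE, 0.00725 for ETOH and 0.0471 for PERA. It did not pass for POV (mean -1.90, adjusted p = 0.0525 by limma's fry), GLUTA (0.0548), BENZ (mean -1.29, 0.0839) or H2O2 (0.112). For chemotaxis, 11 genes, the mean was -4.83 for ISOP (adjusted p = 4.81e-05 by limma's fry), -1.86 for XID (0.00400), -1.33 for BENZ (0.00924), -1.15 for ETOH (0.00441), -1.06 for PHE (0.00452) and -0.55 for SOD (0.00441). PERA (mean -0.90, adjusted p = 0.0219 by limma's fry) and POV (mean -1.39, 0.0490) also passed. Limma's camera, which presets the correlation between genes, sets a list against all other genes, while fry tests the list alone. Under camera, all sets that passed fry passed as well. Motility for BENZ, GLUTA, H2O2, POV and PHE30 passed under camera alone, which answers a different question from fry. Of the short-term exposures, BENZ30 passed for motility (mean -0.79, adjusted p = 0.00400 by limma's fry) and chemotaxis (mean -0.29, 0.00441), with 38 of 42 and 6 of 11 genes as downregulated DEGs. The sets did not pass for PHE30 (0.0548 and 0.0787) or POV30 (0.478 and 0.907) by limma's fry. For PHE30 both passed with all libraries in 1 fit (means 0.24 and -0.20). With the authors' normalized values chemotaxis passed for PHE30 (-0.74), while motility had the opposite sign (-0.30) and did not pass. On the authors' normalized values, motility (-0.69) and chemotaxis (-0.20) for BENZ30 did not pass. Of the alternatives that kept all libraries, the authors' normalized values moved the mean of a passing set most, from -0.90 to -0.37 for chemotaxis in PERA.

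Single genes behaved less evenly than the sets. Of the 42 motility genes, 40 were downregulated DEGs for ISOP, PHE, SOD and XID, 39 for ETOH, 15 for GLUTA, 10 for PERA, 2 for POV and 0 for BENZ and H2O2. When adjusted over the list alone, the downregulated genes numbered 41 for XID, 40 for ISOP, PHE and SOD, 39 for ETOH, 20 for GLUTA, 18 for PERA, 11 for H2O2, 3 for BENZ and 0 for POV. Of the 11 chemotaxis genes, all were downregulated DEGs for ETOH, ISOP, PHE, SOD and XID, 9 for PERA, 4 for BENZ, 1 for GLUTA and 0 for H2O2 and POV. When adjusted over the list alone, they numbered 11 for PERA, 10 for BENZ, 8 for POV and 1 for H2O2 and GLUTA. After long-term exposures, the upregulated DEGs among the motility genes were the flagellar regulator genes flhD and flhC, with log2 FC of 1.03 (SE 0.101, adjusted p = 3.08e-06) and 0.92 (SE 0.0829, adjusted p = 1.37e-06) for ISOP and 0.81 (SE 0.106, adjusted p = 5.24e-05) and 0.87 (SE 0.0920, adjusted p = 7.94e-06) for ETOH by the same edgeR test. For SOD flhD had 0.60 (SE 0.118, adjusted p = 0.00110) by the same edgeR test, and flhC (0.06) was not a DEG.

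The sets rested on single libraries in a few exposures. For PHE30, motility passed without replicate 2 of the preinoculum control (mean 0.31, adjusted p = 0.0278 by limma's fry) and chemotaxis without PHE30 replicate 2 (mean -0.28, 0.0205). The fry test of motility for BENZ passed without BENZ replicate 2 (mean -0.84, adjusted p = 0.00628 by limma's fry), and for POV without POV replicate 2 (mean -3.51, 0.00343), where the chemotaxis mean was -2.10. For H2O2 the motility mean was -0.20 without H2O2 replicate 3. For PERA, motility did not pass without replicate 1, 2 or 3 of the 12-h control (-1.35, -1.23 and -1.27) or without PERA replicate 2 (-1.37). Chemotaxis for PERA did not pass without these replicates of the 12-h control (-0.94, -0.90 and -0.83) or without PERA replicate 2 (-0.91). For POV, chemotaxis did not pass without replicate 1, 2 or 3 of the 12-h control (-1.43, -1.4 and -1.33) or without POV replicate 1 (-1.06) or 3 (-1.24).

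**Figure D3:**
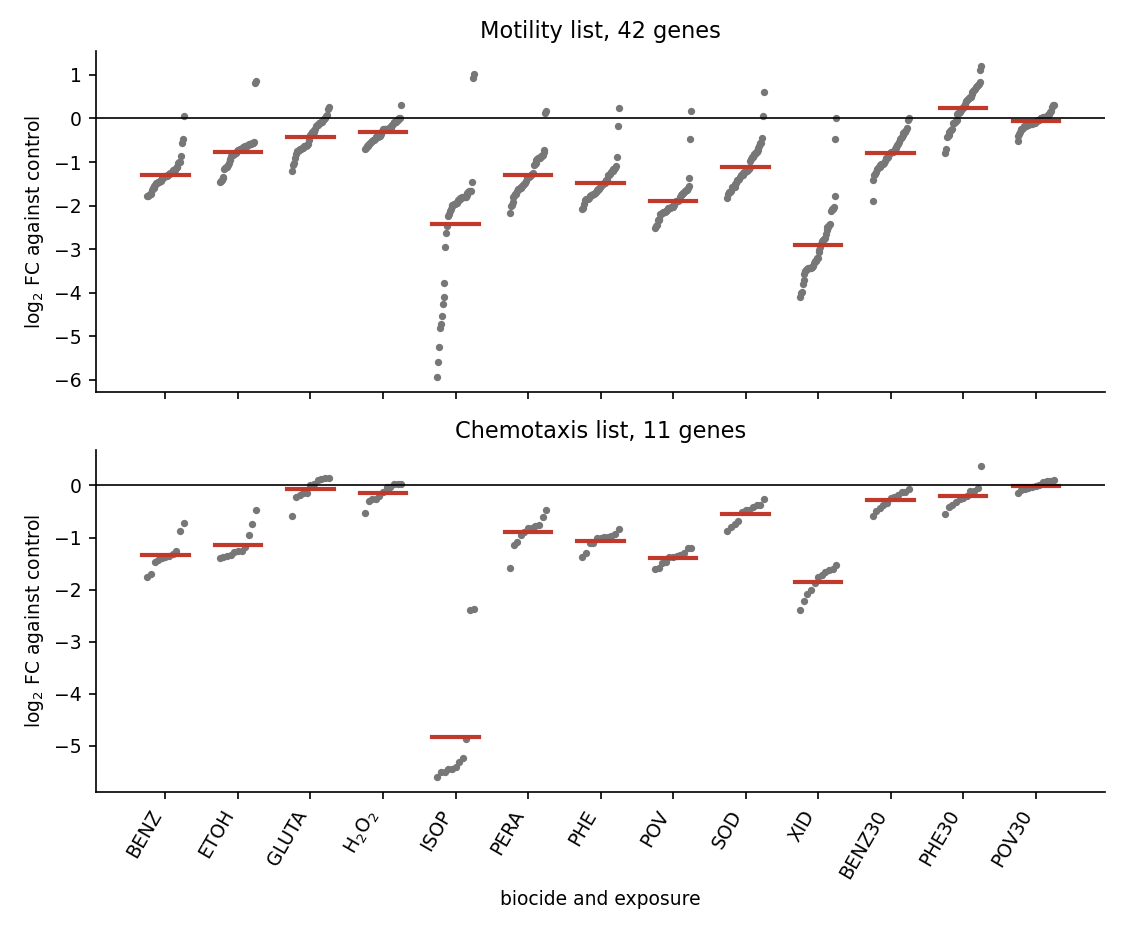
Log2 FC of each of the 42 motility and 11 chemotaxis genes (points) and their mean (red line) in each biocide comparison. The lowest means were -2.91 for motility after XID and -4.83 for chemotaxis after ISOP.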

Overall, this was a strong response for all biocides, except for glutaraldehyde (GLUTA) and H_2_O_2_ (Fig. 4). 

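For GLUTA the mean log2 FC was -0.42 for motility and -0.07 for chemotaxis, whose median was 0.01, and for H2O2 it was -0.31 and -0.15. With 1 library left out, the chemotaxis mean lay between -0.11 (without replicate 1 of the 12-h control) and -0.01 (without replicate 3) for GLUTA and between -0.26 (without H2O2 replicate 1) and -0.04 (without H2O2 replicate 3) for H2O2. By limma's fry the adjusted p for chemotaxis was 0.373 for GLUTA and 0.349 for H2O2. Motility for GLUTA passed without GLUTA replicate 1 (mean -0.51, adjusted p = 0.0460 by limma's fry). The next smallest means among the long-term exposures were -0.77 for ETOH in motility and -0.55 for SOD in chemotaxis. For cheY, cheZ, motA and motB, log2 FC values after BENZ were -1.44, -1.38, -1.23 and -1.64, and after POV -1.36, -1.21, -1.36 and -1.65. Of these 8 values, those of cheY (adjusted p = 0.0420) and cheZ (adjusted p = 0.0259) after BENZ passed the same edgeR test. For BENZ, cheY was not a DEG without replicate 1 (-1.47), 2 (-1.45) or 3 (-1.35) of the 12-h control or without replicate 1 (-1.45) or 3 (-1.59) of BENZ, and cheZ was not a DEG without replicate 1 (-1.41), 2 (-1.4) or 3 (-1.29) of the 12-h control or without replicate 1 (-1.39) or 3 (-1.47) of BENZ. The other values passed the same edgeR test with 1 library left out. Without BENZ replicate 2, motA reached -0.91 (adjusted p = 0.000116) and motB -1.41 (adjusted p = 2.12e-05) by the same edgeR test. Without POV replicate 2, cheY reached -1.90 (adjusted p = 0.000105), cheZ -1.75 (6.46e-05), motA -2.27 (0.000112) and motB -2.49 (8.15e-09) by the same edgeR test. For PERA, cheZ (-0.78 (SE 0.168, adjusted p = 0.0138) by the same edgeR test) was not a DEG without replicate 2 (-0.80) of the 12-h control or without replicate 2 (-0.76) of PERA, and motA (-1.08) was not a DEG without replicate 1 (-1.06) or 2 (-1.06) of the 12-h control.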

Downregulation was more expressive for cells exposed to chlorhexidine (XID) and isopropanol (ISOP) than for the cells exposed to the remaining conditions. 

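The motility mean was -2.91 for XID and -2.41 for ISOP, ahead of -1.90 for POV, -1.48 for PHE and -1.29 for PERA and BENZ. With each library left out in turn, it ranged from -3.55 to -2.63 for XID, from -2.47 to -2.32 for ISOP and from -3.51 to -1.46 for POV, so POV overlaps with both. The chemotaxis mean for ISOP, -4.83, stood apart from XID with -1.86 and from POV with -1.39, which ranged from -2.10 to -1.06. Differences between biocides were not tested against each other, and all share the 12-h control.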

For both biocides, the most downregulated gene was related to motility (Table S3). 

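For ISOP, fliC (flagellin) fell by 5.93 on the log2 scale, from 31740 ± 2830 CPM to 520 ± 96.8 CPM (SD, n = 3, SE 0.163, adjusted p = 6.22e-08 by the same edgeR test), followed by cheR with -5.59 and motB with -5.58. For XID, fliK (flagellar hook length control) was lowest among the DEGs, with 14.9 ± 8.84 CPM against 250 ± 47.6 CPM and a log2 FC of -4.11 (SE 0.401, adjusted p = 0.000943) by the same edgeR test. The prophage gene intG followed closely with -4.04 (SE 0.466, adjusted p = 0.000615) by the same edgeR test, less than 1 SE from fliK.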

The promotion of biofilm formation occurs through the inhibition of motility (32), which is consistent with our results. 

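The log2 FC of bssR was 3.90 (SE 0.528, adjusted p = 0.00862) for PERA, 3.99 (SE 0.601, adjusted p = 0.0110) for PHE, 3.58 (SE 0.516, adjusted p = 0.0151) for POV and 3.17 (SE 0.463, adjusted p = 0.00674) for SOD by the same edgeR test. In the 12-h control bssR was expressed at 21.0 ± 15.2 CPM (SD, n = 3), so its spread there was close to its mean, and after PERA it was expressed at 310 ± 50.9 CPM. It was not a DEG for PHE without replicate 1 (3.74) of the 12-h control, or for POV without replicate 1 (3.37) of the 12-h control or without replicate 3 (3.6) of POV. For csgD the log2 FC was 1.00 (SE 0.15, adjusted p = 0.00308) for GLUTA, 1.39 (SE 0.181, adjusted p = 0.000327) for XID, 0.85 for ISOP and 0.87 for PHE by the same edgeR test. The RNA csrB rose from 11560 ± 247 to 31300 ± 1690 CPM for ETOH, a log2 FC of 1.44 (SE 0.0727, adjusted p = 1.05e-08) by the same edgeR test. Its log2 FC was 1.45 for ISOP, 0.79 for XID, 0.57 for PERA and 0.40 for PHE, all DEGs. For ETOH and ISOP, bssR did not rise, with log2 FC of -1.06 (SE 0.567, adjusted p = 0.216) and -0.68 (SE 0.518, adjusted p = 0.358) by the same edgeR test. For SOD, csrB did not change, with -0.10 (SE 0.0635, adjusted p = 0.241) by the same edgeR test.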

Transcriptomic data revealed a strong indication of the induction of biofilm formation by long-term biocide exposure, even though different regulators were expressed in each group of biocides, such as *bssR*, *csgD*, and *csrB.* Our results indicate that although different biocide treatments may trigger the same outcome response (biofilm formation) by E. coli, diverse pathways and regulators are preferentially activated, depending on the agent utilized.

### Long-term exposure to biocides rewired respiration pathways, induced anaerobiosis, and shut down the TCA cycle.

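In the 12-h control, sdhB was expressed at 348 ± 30.8 CPM (SD, n = 3), sdhC at 173 ± 33.6 CPM and gltA at 2692 ± 143 CPM. After SOD these fell to 62.9 ± 8.88, 24.5 ± 1.31 and 947 ± 37.6 CPM, log2 FC of -2.47 (SE 0.112, adjusted p = 8.51e-10), -2.82 (SE 0.148, adjusted p = 5.90e-09) and -1.51 (SE 0.0711, adjusted p = 9.79e-10) by the same edgeR test. For sdhB the log2 FC was -3.40 for XID, -2.41 for PERA, -1.72 for PHE and -1.43 for ETOH, all DEGs. For sdhC it was -3.05, -2.43, -2.23 and -1.37 in the same order, also DEGs, though not for ETOH without replicate 1 (-1.30) or 2 (-1.26) of the 12-h control. For gltA it was -1.53 for XID, -1.35 for POV, -1.34 for PHE, -1.24 for PERA and -0.76 for ETOH, all DEGs in every refit with 1 library left out. After POV, sdhA, sdhB and sdhC had log2 FC of -1.67, -1.92 and -1.98 with adjusted p = 0.203, 0.146 and 0.147 by the same edgeR test. Without POV replicate 2 they were -2.85, -3.05 and -3.17 with adjusted p = 8.15e-11, 4.94e-11 and 2.04e-08 by the same edgeR test. After H2O2, the log2 FC of sdhA, sdhB and sdhC were -1.21, -1.26 and -1.35 with adjusted p = 0.258, 0.163 and 0.246 by the same edgeR test, and without H2O2 replicate 3 -0.88, -0.99 and -1.02 with 0.00101, 0.000303 and 0.00469. ISOP changed in the opposite direction, with 0.95 (SE 0.130, adjusted p = 0.000275) for sdhB and 0.50 (SE 0.0669, adjusted p = 5.59e-05) for gltA by the same edgeR test.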

A significant number of genes related to the tricarboxylic acid (TCA) cycle were downregulated after the long-term exposure of E. coli to biocides (Fig. 3A; Table 3; Table S1), such as *sdhBC* and *gltA*. Accordingly, several genes appeared to be differentially regulated in the direction of an anaerobic state of the cells: *cydAB*, *ompW*, *glpABC*, and *nrdD* were upregulated, while *katE*, *puuA*, and *acnA* were downregulated (Table 3). 

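Of the genes named here, cydA rose from 391 ± 160 to 2112 ± 294 CPM (SD, n = 3) after POV, a log2 FC of 2.43 (SE 0.293, adjusted p = 0.00615) by the same edgeR test. Its log2 FC was 2.32 for PERA, 2.27 for SOD, 2.27 for XID, 2.07 for PHE, 1.98 for ISOP and 1.71 for ETOH, and those of cydB were 2.23, 1.96, 1.98, 1.69, 1.82 and 1.55, all DEGs. For ETOH, cydA was not a DEG without replicate 3 (1.70) of ETOH, and cydB was not a DEG without replicate 2 (1.54) or 3 (1.54) of ETOH; for PHE, cydB was not a DEG without replicate 2 (1.65) of PHE. For GLUTA, cydA had 1.01 (SE 0.324, adjusted p = 0.120) and cydB 0.83 (SE 0.317, adjusted p = 0.175) by the same edgeR test, and these became 1.4 (adjusted p = 0.00215) without replicate 3 of the 12-h control for cydA and 1.24 (adjusted p = 0.000200) without replicate 3 of the 12-h control for cydB. For ompW the log2 FC was 3.65 (SE 0.616, adjusted p = 0.0137) for SOD, 3.01 (SE 0.648, adjusted p = 0.0329) for PHE, 2.95 (SE 0.627, adjusted p = 0.0361) for PERA and 2.85 (SE 0.765, adjusted p = 0.0777) for POV by the same edgeR test, and the last did not pass. It was not a DEG for SOD without replicate 1 (3.38) of the 12-h control or without replicate 1 (3.6) or 3 (3.51) of SOD, for PHE without replicate 1 (2.72) or 2 (2.64) of the 12-h control or without replicate 1 (3.07), 2 (2.76) or 3 (3.18) of PHE, or for PERA without replicate 1 (2.69) or 2 (2.60) of the 12-h control or without replicate 1 (2.76), 2 (2.92) or 3 (3.16) of PERA. For nrdD it was 1.61 for PERA, 1.46 for POV, 1.23 for SOD, 1.21 for PHE and 1.07 for GLUTA, all DEGs in every refit with 1 library left out.

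In the 12-h control, glpA was expressed at 141 ± 91.3 CPM (SD, n = 3), glpB at 99.7 ± 71.2 and glpC at 102 ± 81.2 CPM, so their spread was large beside their means. After PERA the log2 FC were 3.18 (SE 0.513, adjusted p = 0.0166), 3.34 (SE 0.559, adjusted p = 0.0183) and 3.23 (SE 0.622, adjusted p = 0.0280) by the same edgeR test. They were 2.68, 2.71 and 2.34 for PHE, 2.66, 2.77 and 2.68 for POV and 2.34, 2.44 and 2.25 for SOD. Of these, glpC did not pass the same edgeR test for PHE (adjusted p = 0.0613), POV (0.0575) or SOD (0.0560). For GLUTA, glpA, glpB and glpC had 1.23, 1.31 and 1.06, with adjusted p = 0.207, 0.225 and 0.339 by the same edgeR test. Replicate 3 of the 12-h control decided these calls. Without it the 3 genes had log2 FC of 1.90, 2.08 and 1.94 for GLUTA, with adjusted p = 3.59e-05, 0.000593 and 3.59e-05 by the same edgeR test, and glpC had 3.18 for PHE, 3.57 for POV and 3.13 for SOD, with 2.29e-07, 0.00630 and 2.84e-08. With it, other libraries also mattered, and glpA was not a DEG for PERA without replicate 2 (3.12) or 3 (3.33) of PERA, for PHE without replicate 1 (2.39) or 2 (2.41) of the 12-h control or without replicate 1 (2.60), 2 (2.68) or 3 (2.74) of PHE, for POV without replicate 1 (2.41) or 2 (2.41) of the 12-h control or without replicate 1 (2.85), 2 (2.21) or 3 (2.81) of POV, or for SOD without replicate 1 (2.08) or 2 (2.08) of the 12-h control or without replicate 1 (2.32), 2 (2.46) or 3 (2.24) of SOD. In the same way glpB was not a DEG for PERA without replicate 1 (3.08) of the 12-h control or without replicate 2 (3.32) or 3 (3.48) of PERA, for PHE without replicate 1 (2.41) or 2 (2.4) of the 12-h control or without replicate 1 (2.62), 2 (2.70) or 3 (2.80) of PHE, for POV without replicate 1 (2.5) or 2 (2.49) of the 12-h control or without replicate 1 (2.92), 2 (2.36) or 3 (2.94) of POV, or for SOD without replicate 1 (2.16) or 2 (2.14) of the 12-h control or without replicate 1 (2.4), 2 (2.55) or 3 (2.34) of SOD, and glpC was not a DEG for PERA without replicate 1 (2.94) or 2 (2.93) of the 12-h control or without replicate 1 (3.11), 2 (3.22) or 3 (3.37) of PERA.

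Among the downregulated genes, puuA fell by 4.18 on the log2 scale for ETOH (SE 0.161, adjusted p = 2.93e-09 by the same edgeR test). Its log2 FC was -3.62 for ISOP, -3.53 for SOD, -3.18 for XID, -3.12 for PERA and -3.05 for PHE, all DEGs. For POV it was -2.64 (SE 0.692, adjusted p = 0.0732) by the same edgeR test and -3.85 (adjusted p = 7.11e-11) without replicate 2 of POV. For acnA the log2 FC was -1.23 (SE 0.110, adjusted p = 2.4e-06) for ETOH and -1.18 (SE 0.0838, adjusted p = 8.10e-08) for SOD by the same edgeR test. For katE it was -1.36 (SE 0.119, adjusted p = 2.31e-06) for ETOH, and for GLUTA it was 0.61 (SE 0.131, adjusted p = 0.0187) by the same edgeR test, in the opposite direction. For GLUTA, katE was not a DEG without replicate 2 (0.49) or 3 (0.60) of the 12-h control or without replicate 1 (0.59) of GLUTA.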

Taken together, the evidence indicates that an anaerobic state of E. coli cells was induced by long-term biocide exposure.

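Over the 10 long-term exposures, the 7 genes cydA, cydB, ompW, glpA, glpB, glpC and nrdD had mean log2 FC of 2.69 for PERA, 2.44 for POV, 2.31 for SOD, 2.24 for PHE, 1.19 for GLUTA, 1.18 for H2O2, 1.16 for XID and 0.51 for ISOP. The H2O2 mean was 0.36 without H2O2 replicate 3, in which cydA stood at 1748 CPM, against 541 and 551 CPM in the other replicates. Without replicate 3 of the 12-h control the means were 1.80 for GLUTA, 1.80 for H2O2, 1.77 for XID and 1.12 for ISOP, and without replicate 1 or 2 that for ISOP was 0.31 or 0.28. For ETOH the mean was -0.10 and for BENZ -0.15. Without replicate 1, 2 or 3 of the 12-h control they were -0.31, -0.32 and 0.51 for ETOH and -0.35, -0.39 and 0.48 for BENZ, and -0.05 without ETOH replicate 1 and -0.09 without BENZ replicate 2. After 30 min it was negative, at -1.36 for BENZ30, -1.17 for POV30 and -0.58 for PHE30. From the lower expression of TCA cycle genes and the changes in these respiratory genes, the paper concludes that long-term exposure induces an anaerobic state.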

**TABLE 3:** Common genes involved in the biological processes affected by long-term biocide exposure^*a*^

Process	Gene(s)	Description (reference)	Regulation	Condition(s)
Motility	*fli* series	Related to flagellum	Down	BENZ, ETOH, GLUTA, ISOP, PERA, PHE, POV, SOD, XID
	*flg* series	Related to flagellum	Down	BENZ, ETOH, ISOP, PERA, PHE, POV, SOD, XID
	*cheY*, *cheZ*	Chemotaxis/motility	Down	BENZ, ETOH, ISOP, PERA, PHE, POV, SOD, XID
	*motA*, *motB*	Motility protein	Down	BENZ, ETOH, ISOP, PERA, PHE, POV, SOD, XID
Biofilm	*bssR*	Regulator of biofilm formation	Up	PERA, PHE, POV, SOD
	*csgD*	Transcriptional regulator	Up	GLUTA, ISOP, PHE, XID
	*csrB*	Regulatory RNA	Up	ETOH, ISOP, PERA, PHE, XID
Aerobic/anaerobic growth	*sdhB*, *sdhC*, *sdhA*	Succinate dehydrogenase; part of the TCA cycle	Down	ETOH, H_2_O_2_, PERA, PHE, POV, SOD, XID
	*gltA*	Citrate synthase; part of the TCA cycle	Down	ETOH, PERA, PHE, POV, SOD, XID
	*cyA*, *cyB*	Cytochrome components; induced under oxygen limitation conditions (58)	Up	POV, PERA, XID, SOD, PHE, ISOP, ETOH, GLUTA
	*ompW*	Outer membrane protein; upregulated during the transition from the aerobic to the anaerobic state (59)	Up	PERA, PHE, POV, SOD
	*glpABC*	Glycerol-3-phosphate dehydrogenase; functional under anaerobic conditions	Up	PERA, PHE, POV, SOD
	*nrdD*	DNA synthesis and repair; functional under anaerobic conditions (60)	Up	GLUTA, PHE, SOD, POV, PERA
	*katE*	Response to oxidative stress; upregulated in the aerobic state compared to its regulation during anaerobiosis (61)	Down	ETOH
	*puuA*	Putrescine utilization pathway; upregulated during the transition from the anaerobic to the aerobic state and downregulated in the absence of oxygen (62)	Down	ETOH, ISOP, SOD, XID PERA, PHE, POV
	*acnA*	Citric acid and glyoxylate cycles; repressed during anaerobiosis (63)	Down	ETOH, SOD
Acid stress	*hdeA*, *hdeB*	Chaperone	Up	POV, XID, PHE, PERA, SOD, GLUTA
	*gadB*, *gadC*	Glutamate decarboxylase	Up	XID, PHE, GLUTA
	*asr*	Acid shock protein	Up	ETOH, ISOP
DNA damage	*hisA*	Isomerase	Up	PERA, PHE, POV, SOD, XID
	*feoA*, *feoB*	Iron transport proteins	Up	ETOH, PERA, PHE, POV, SOD, XID
	*deoABC*	Thymidine phosphorylase	Up	ETOH, PERA, PHE, POV, SOD, XID
Stress response	*osmC*	Has peroxidase activity and accumulates under some other stress conditions, such as osmotic stress (64)	Up	XID
	*uspGF*	General stress factors with increased expression under several stress conditions (65)	Up	PERA, PHE
	*gpmM*	Role in oxidative stress response (66)	Up	PERA, POV
	*wrbA*	Unclear physiological functions in the cell	Up	PERA, PHE, POV, XID
	*zinT*	Protein that binds cadmium and zinc; was proposed to be a general stress factor with an unknown mechanism and a possible interaction role with ABC transporters (67)	Up	SOD
Response to antibiotics	*acrA*	Multidrug efflux protein	Up	PHE, PHE30, BENZ30
	*ybjG*	Phosphatase	Up	BENZ30
	*phoU*	Phosphate signaling protein	Up	BENZ30, POV30, ISOP, ETOH
	*ybhG*	Role in drug resistance (34)	Up	PHE, PHE30
	*sseA*	3-Mercaptopyruvate sulfurtransferase	Up	XID, ISOP

a A summary of the genes up- or downregulated after long-term exposure to biocides is shown. The complete list with the respective log_2_ fold change in expression and *P* values can be found in Table S1 in the supplemental material. When the reference is not explicit, the gene function was obtained from the EcoCyc database (55).

### The acid stress response was ubiquitously present after long-term exposure to biocides and varied in its regulation.

The strong upregulation of genes associated with the response to acid functional category was observed across biocides after long-term exposure (Fig. 3A; Table S1). 

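Over the 5 genes hdeA, hdeB, gadB, gadC and asr, the mean log2 FC was positive after all 10 long-term exposures, from 0.52 for H2O2, 0.67 for SOD and 0.68 for ISOP to 2.36 for XID and 3.42 for POV. The H2O2 mean was 0.28 without H2O2 replicate 3, and the BENZ mean (1.75) was 0.74 without BENZ replicate 2. Of the 5, 4 were upregulated DEGs for GLUTA, PERA, PHE, POV, SOD and XID, 3 for ETOH, 2 for ISOP and 0 for BENZ and H2O2. For ISOP gadB (-0.97) and gadC (-0.89) were downregulated DEGs, and for SOD asr (-1.36) was one, though not without replicate 2 (-0.82) of the 12-h control or without replicate 1 (-1.44), 2 (-1.14) or 3 (-1.52) of SOD. Reads of gadB may come from gadA, a nearly identical gene, so its values are uncertain.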

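For hdeA and hdeB, expression rose from 81.7 ± 10.8 and 76.8 ± 6.17 CPM in the 12-h control (SD, n = 3) to 745 ± 54.7 and 646 ± 49.5 CPM after XID, log2 FC of 3.19 (SE 0.122, adjusted p = 1.78e-08) and 3.07 (SE 0.108, adjusted p = 1.64e-08) by the same edgeR test. After PERA they had 2.63 and 3.02, after PHE 2.73 and 2.63, after SOD 1.33 and 1.25, and after GLUTA 0.95 and 1.13, all DEGs. For PERA, hdeA was not a DEG without replicate 1 (2.72) of the 12-h control, and hdeB was not a DEG without replicate 1 (3.02), 2 (2.97) or 3 (3.09) of the 12-h control. The log2 FC of gadB, whose reads cannot be told apart fully from those of the nearly identical gadA, was 3.39 (SE 0.131, adjusted p = 1.78e-08) for XID, 2.95 (SE 0.395, adjusted p = 0.00342) for PHE and 1.34 (SE 0.173, adjusted p = 0.00140) for GLUTA by the same edgeR test. For gadC it was 3.02 (SE 0.124, adjusted p = 2.62e-08), 2.55 (SE 0.384, adjusted p = 0.00784) and 1.00 (SE 0.135, adjusted p = 0.00184) by the same edgeR test, in the same order. For SOD the values were 1.12 (SE 0.181, adjusted p = 0.000242) for gadB and 1.01 (SE 0.147, adjusted p = 0.000136) for gadC by the same edgeR test. ETOH gave 0.69 (SE 0.116, adjusted p = 0.000390) for hdeA and 0.76 (SE 0.111, adjusted p = 0.000117) for hdeB by the same edgeR test, while gadB (0.23) and gadC (-0.03) were not DEGs.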

The genes *hdeA* and *hdeB* were upregulated upon exposure to some of the biocides, while *gadB* and *gadC* were upregulated upon exposure to others (Table 3). Additionally, *asr* was upregulated in both alcohols (Table 3). 

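For ETOH, asr rose from 12.2 ± 6.95 CPM in the 12-h control to 464 ± 59.9 CPM (SD, n = 3), a log2 FC of 5.22 (SE 0.325, adjusted p = 8.62e-05) by the same edgeR test. For ISOP it was expressed at 330 ± 43.3 CPM, a log2 FC of 4.72 (SE 0.332, adjusted p = 0.000110) by the same edgeR test. It was the largest increase among the DEGs in both exposures, and with each library left out it stayed at 4.94 to 5.8 for ETOH and at 4.44 to 5.29 for ISOP.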

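After POV, hdeA was expressed at 1273 ± 892 CPM (SD, n = 3), against 80.5 ± 10.3 CPM in the 12-h control, a log2 FC of 3.98 (SE 0.774, adjusted p = 0.0358) by the same edgeR test. It ranked 8 among the upregulated DEGs, and yjiY had the largest log2 FC, 5.97 (SE 1.23, adjusted p = 0.0414) by the same edgeR test, followed by gadB (4.36, reads shared with gadA) and hyaB (4.23). For hdeB it was 3.96 (SE 0.783, adjusted p = 0.0372) by the same edgeR test. POV replicates differed widely, and hdeA was not a DEG without replicate 1 (4.05), 2 (3.88) or 3 (4.01) of the 12-h control or without replicate 3 (3.85) of POV. It was not one for hdeB without replicate 1 (3.95), 2 (3.91) or 3 (4.02) of the 12-h control or without replicate 3 (3.87) of POV, for gadB without replicate 1 (4.38), 2 (4.23) or 3 (4.45) of the 12-h control or without replicate 1 (3.68) or 3 (4.28) of POV, or for yjiY without replicate 1 (6.19), 2 (5.70) or 3 (6.05) of the 12-h control or without replicate 1 (5.70) or 3 (5.47) of POV.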

For cells exposed to povidone-iodine, *hdeA* was the most upregulated gene (Table S3). Similar to what was observed for biofilm regulators, different genes associated with the response to acid were preferentially overexpressed after exposure to each biocide. Still, the common outcome (in which genes involved in the functional category response to acid were upregulated) was consistently observed across treatments. 

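After 30 min, hdeA, hdeB and gadB were upregulated DEGs in POV30, with log2 FC of 0.73 (SE 0.109, adjusted p = 0.000406), 0.85 (SE 0.119, adjusted p = 0.000217) and 0.83 (SE 0.188, adjusted p = 0.00749) by the same edgeR test, and gadB shares reads with the nearly identical gadA. Each was below 1, and each stayed a DEG with any 1 library left out. For gadC in POV30 the log2 FC was 0.67 (SE 0.237, adjusted p = 0.0984) by the same edgeR test, and it reached 0.38 (adjusted p = 0.0473) without replicate 2 of the preinoculum control. In BENZ30, asr rose from 5.57 ± 0.532 to 19.1 ± 0.750 CPM (SD, n = 3), a log2 FC of 1.77 (SE 0.223, adjusted p = 2.63e-05) by the same edgeR test. The other values in BENZ30 were -0.0031 for hdeA, 0.22 for hdeB, 0.16 for gadB and 0.11 for gadC, and none of these was a DEG. In PHE30 the same genes decreased, with log2 FC of -0.89 (SE 0.282, adjusted p = 0.0446) for hdeA, -0.65 (SE 0.171, adjusted p = 0.0121) for hdeB, -1.07 (SE 0.268, adjusted p = 0.00963) for gadB and -1.16 (SE 0.293, adjusted p = 0.0147) for gadC by the same edgeR test. Of these, hdeA was not a DEG without replicate 1 (-0.92), 2 (-0.90) or 3 (-0.83) of the preinoculum control or without replicate 1 (-0.66) or 3 (-0.69) of PHE30 and had -1.34 without PHE30 replicate 2, hdeB was not a DEG without replicate 1 (-0.57) or 3 (-0.61) of PHE30, gadB was not without replicate 3 (-0.96) of PHE30, and gadC was not without replicate 1 (-1.19) or 3 (-1.02) of PHE30. For asr in PHE30 it was -0.86 (SE 0.494, adjusted p = 0.231) by the same edgeR test and -1.58 (adjusted p = 0.0338) without replicate 2 of PHE30. The short-term log2 FC of hdeA was below the long-term one by -3.61 for PHE (adjusted p = 0.00108), -3.21 for POV (0.0244) and -2.13 for BENZ (0.0644) in the edgeR test of exposure time, and the last did not pass.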

None of the genes mentioned above was upregulated after short-term exposure to biocides (BENZ30, PHE30, and POV30), suggesting a role of the response to acid preferentially during the late stress response.

### Biocide exposure upregulated the response to stress, DNA damage, and antibiotic response.

Several genes associated with the cellular response to DNA damage (33) were differentially expressed after biocide exposure. 

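For hisA, expression rose from 176 ± 5.03 CPM in the 12-h control to 562 ± 97.1 CPM after POV (SD, n = 3), a log2 FC of 1.67 (SE 0.147, adjusted p = 0.00193) by the same edgeR test. Its log2 FC was 1.62 for PERA, 1.23 for XID, 1.01 for SOD and 0.50 for PHE, all DEGs in every refit with 1 library left out. After PERA feoA and feoB had 2.94 (SE 0.253, adjusted p = 0.000301) and 2.93 (SE 0.307, adjusted p = 0.00162) by the same edgeR test. In the order PHE, POV, SOD and XID, the log2 FC of feoA was 2.07, 1.95, 1.81 and 1.18, and that of feoB was 2.59, 2.60, 2.39 and 1.93, all DEGs. For ETOH feoA had 0.91 (SE 0.245, adjusted p = 0.0279) by the same edgeR test. The call of feoA was lost for ETOH without replicate 2 (0.96) of the 12-h control or without replicate 1 (0.95), 2 (0.86) or 3 (0.94) of ETOH, for POV without replicate 2 (1.97) of the 12-h control, and for XID without replicate 2 (1.2) of the 12-h control or without replicate 3 (1.15) of XID. For ETOH, deoA, deoB and deoC had log2 FC of 1.25 (SE 0.0932, adjusted p = 3.87e-07), 0.74 (SE 0.0759, adjusted p = 5.77e-06) and 1.22 (SE 0.0990, adjusted p = 7.69e-07), and for PHE 1.45 (SE 0.107, adjusted p = 2.38e-06), 1.02 (SE 0.0892, adjusted p = 9.21e-06) and 1.70 (SE 0.113, adjusted p = 1.2e-06), by the same edgeR test. Lower values were found for PERA (0.63, 0.64 and 0.66) and XID (0.54, 0.72 and 0.75), all DEGs. For PERA, deoA was not a DEG without replicate 2 (0.55) of the 12-h control, and deoC was not without replicate 2 (0.63) of the 12-h control. For SOD, deoB (0.40) and deoC (0.43) were DEGs, while deoA had 0.08 (SE 0.0996, adjusted p = 0.541) by the same edgeR test and did not pass. For POV, deoB had 0.72 (SE 0.159, adjusted p = 0.0287) by the same edgeR test and was not a DEG without replicate 1 (0.69), 2 (0.71) or 3 (0.75) of the 12-h control or without replicate 1 (0.65) or 3 (0.61) of POV. For deoA and deoC, POV gave 0.57 (SE 0.205, adjusted p = 0.120) and 0.63 (SE 0.177, adjusted p = 0.0610) by the same edgeR test, and these became 0.74 (adjusted p = 0.000292) without replicate 2 of POV for deoA and 0.76 (adjusted p = 0.000218) without replicate 2 of POV for deoC.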

Among those, some were highly upregulated (log_2_ FC, >1), such as *hisA*, the *feoAB* operon, and the *deoABC* operon (Table 3).

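After XID, osmC was expressed at 346 ± 50.5 CPM (SD, n = 3), against 163 ± 27.2 CPM in the 12-h control, a log2 FC of 1.09 (SE 0.142, adjusted p = 0.000206) by the same edgeR test. After PERA, uspF, uspG, gpmM and wrbA had 1.79 (SE 0.256, adjusted p = 0.00343), 1.21 (SE 0.201, adjusted p = 0.00435), 1.48 (SE 0.119, adjusted p = 6.46e-05) and 1.52 (SE 0.136, adjusted p = 9.82e-05) by the same edgeR test. For wrbA the log2 FC was 1.49 for POV, 1.38 for PHE and 1.11 for XID, all DEGs in every refit with 1 library left out. For gpmM it was 1.12 (SE 0.164, adjusted p = 0.00747) for POV by the same edgeR test, not a DEG without replicate 1 (1.12) or 2 (1.02) of the 12-h control. For PHE, uspF had 1.11 (SE 0.279, adjusted p = 0.0270) by the same edgeR test, not a DEG without replicate 1 (0.92) or 2 (0.97) of the 12-h control, and uspG had 0.72 (SE 0.254, adjusted p = 0.0804) by the same edgeR test, which reached 0.97 (adjusted p = 0.00468) without replicate 3 of the 12-h control. After ETOH and ISOP the direction was the opposite for gpmM (-0.83 and -0.86) and wrbA (-0.57 and -0.82), also DEGs.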

Genes associated with the response to stress were also highly upregulated (log_2_ FC, >1) after the long-term exposure of E. coli to biocides, such as *osmC*, *uspG*, *uspF*, *gpmM*, *wrbA*, and *zinT* (Table 3). In particular, the *zinT* gene was highly upregulated after treatment with sodium hypochlorite, exhibiting the highest log_2_ FC (8.7) of the entire data set.

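After SOD, zinT was expressed at 8180 ± 737 CPM (SD, n = 3), against 19.4 ± 2.92 CPM in the 12-h control, a log2 FC of 8.71 (SE 0.124, adjusted p = 4.62e-16) by the same edgeR test. It was the largest log2 FC of any DEG, and it stayed at 8.62 to 8.81 with each library left out in turn. Estimates of similar size were obtained for zinT after XID (8.79 (SE 2.57, adjusted p = 0.0625)) and POV (8.73 (SE 2.4, adjusted p = 0.0827)) by the same edgeR test and did not pass, and 1 of 3 replicates in each did not rise. Leaving that replicate out gave 9.36 (adjusted p = 2.36e-13) without replicate 1 of XID and 9.28 (adjusted p = 1.58e-17) without replicate 2 of POV by the same edgeR test. The largest estimate of all tested genes was 9.11 (SE 2.70, adjusted p = 0.0645) for ykgM after XID by the same edgeR test, which also did not pass, and it became 9.69 (adjusted p = 3.32e-13) without replicate 1 of XID.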

Cross-resistance between antimicrobials is a matter of increasing concern, and biocide exposure can potentially select for bacteria with increased tolerance to biocides and antibiotics (2–5). Among the genes that were differentially expressed after biocide exposure and that belong to the functional category response to antibiotic were *acrA*, encoding a multidrug efflux protein; *ybjG*, encoding a membrane protein; *phoU*, encoding a negative regulator; *ybhG*, encoding a putative membrane protein; and *sseA*, encoding the sulfurtransferase enzyme (Table 3).

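In BENZ30, acrA was expressed at 1099 ± 25.1 CPM (SD, n = 3), against 398 ± 14.6 CPM in the preinoculum control, a log2 FC of 1.46 (SE 0.0726, adjusted p = 2.46e-09) by the same edgeR test. BENZ30 also raised ybjG, with 1.47 (SE 0.148, adjusted p = 2.77e-06), and phoU, with 1.38 (SE 0.161, adjusted p = 5.49e-05), by the same edgeR test. For phoU the log2 FC was 1.17 in POV30, 0.74 for ISOP and 0.70 for ETOH, and phoU was a downregulated DEG for PERA (-0.64), SOD (-0.53), XID (-0.53) and POV (-0.62). For XID, phoU was not a DEG without replicate 3 (-0.44) of the 12-h control, and for POV it was not without replicate 1 (-0.67), 2 (-0.66) or 3 (-0.52) of the 12-h control or without replicate 1 (-0.59) or 3 (-0.61) of POV. For sseA it was 1.03 (SE 0.141, adjusted p = 0.000209) for XID and 1.01 (SE 0.125, adjusted p = 2.69e-05) for ISOP by the same edgeR test, and for PHE30 it was -0.63 (SE 0.153, adjusted p = 0.00783), in the opposite direction, though not a DEG without replicate 3 (-0.52) of the preinoculum control.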

### Multidrug efflux pumps were not a general biocide response mechanism but specific to chlorophene, benzalkonium chloride, and chlorhexidine.

Multidrug efflux has been one of the most discussed processes related to biocide tolerance, mainly due to its importance for cross-resistance to antibiotics. Contrary to expectations, we found that this mechanism was upregulated only in the case of benzalkonium chloride, chlorhexidine, and chlorophene. Both the *ybhF* gene, encoding the multidrug ABC transporter, and the *ybhG* gene, encoding a membrane protein, which are suggested to play a role in the efflux of antibiotics, such as cefoperazone and chloramphenicol (34), were upregulated after short- and long-term exposure to PHE. 

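Over the 5 efflux genes that the paper names (acrA, acrB, mdtK, ybhF and ybhG), the number of upregulated DEGs was 5 for PHE, 4 for PHE30, 2 for BENZ30, 2 for XID and 0 for BENZ. Outside benzalkonium chloride, chlorhexidine and chlorophene, mdtK was an upregulated DEG for ISOP (0.55), SOD (0.51), POV (0.51), GLUTA (0.47) and ETOH (0.34). The calls for ISOP and SOD held in every refit with 1 library left out. For GLUTA, mdtK was not a DEG without replicate 1 (0.53) or 2 (0.42) of the 12-h control or without replicate 1 (0.38) of GLUTA, for ETOH it was not without replicate 2 (0.30) of the 12-h control or without replicate 1 (0.32) or 3 (0.32) of ETOH, and for POV it was not without replicate 1 (0.56), 2 (0.45) or 3 (0.53) of the 12-h control or without replicate 1 (0.55) or 3 (0.51) of POV. After long-term BENZ, acrA and acrB had log2 FC of 0.69 (SE 0.148, adjusted p = 0.153) and 0.86 (SE 0.137, adjusted p = 0.0734) by the same edgeR test, which became 0.78 (adjusted p = 0.000455) without replicate 2 of BENZ for acrA and 0.95 (adjusted p = 6.68e-05) without replicate 2 of BENZ for acrB. From these genes, the paper states that multidrug efflux was upregulated only after benzalkonium chloride, chlorhexidine and chlorophene.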

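After PHE, ybhF was expressed at 165 ± 5.69 CPM (SD, n = 3), against 78.0 ± 8.56 CPM in the 12-h control, and ybhG at 134 ± 10.4 against 66.5 ± 12.9 CPM. The log2 FC was 1.08 (SE 0.105, adjusted p = 2.10e-05) for ybhF and 1.01 (SE 0.135, adjusted p = 0.000185) for ybhG by the same edgeR test. In PHE30 it was 1.26 (SE 0.120, adjusted p = 3.31e-06) and 1.1 (SE 0.137, adjusted p = 4.36e-05) by the same edgeR test. After ETOH and ISOP, ybhG was a downregulated DEG (-0.58 and -0.50), for ISOP not without replicate 2 (-0.40) of ISOP.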

The multidrug efflux protein gene *mdtK* was upregulated after exposure to both PHE and XID (Table S1).

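The log2 FC of mdtK was 0.64 (SE 0.120, adjusted p = 0.00173) for PHE and 0.66 (SE 0.121, adjusted p = 0.00153) for XID by the same edgeR test. Expression was 112 ± 14.7 CPM after PHE and 109 ± 13.9 CPM after XID (SD, n = 3), against 71.5 ± 5.18 and 69.4 ± 5.72 CPM in the 12-h control scaled with each. In PHE30 it did not change, with 0.07 (SE 0.140, adjusted p = 0.774) by the same edgeR test.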

Besides those, AcrAB is one of the best-described and best-characterized pumps. The proteins contribute to antimicrobial resistance by decreasing the internal cell concentration of a wide range of compounds, such as antibiotics, detergents, and dyes (14). Also, *acrB* has been shown to play a role in enterobactin export (35). 

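In BENZ30, acrB was expressed at 2408 ± 48.8 CPM (SD, n = 3), against 813 ± 7.94 CPM in the preinoculum control, a log2 FC of 1.57 (SE 0.0761, adjusted p = 2.37e-09) by the same edgeR test. In PHE30 the log2 FC was 0.62 (SE 0.0919, adjusted p = 0.000202) for acrA and 0.67 (SE 0.0917, adjusted p = 0.000111) for acrB by the same edgeR test. After long-term PHE it was 0.31 (SE 0.0872, adjusted p = 0.0174) and 0.46 (SE 0.0727, adjusted p = 0.000615) by the same edgeR test. The call of acrA for PHE was lost without replicate 1 (0.27) or 2 (0.23) of the 12-h control or without replicate 1 (0.32) or 3 (0.32) of PHE. The difference between PHE30 and PHE was 0.33 for acrA (SE 0.123, adjusted p = 0.0481) and 0.23 for acrB (SE 0.107, adjusted p = 0.109) in the edgeR test of exposure time. For XID, acrA and acrB did not change, with -0.04 and 0.15.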

The multidrug efflux genes *acrAB* were upregulated after exposure to BENZ for 30 min (BENZ30) and after both short- and long-term exposure to chlorophene (PHE30 and PHE, respectively). The upregulation of *acrAB* may protect cells against harmful concentrations of such biocides by decreasing their level inside the cell (Fig. 5A). We evaluated the effect of exposure to BENZ, PHE, and seven additional biocides for an *acrA* knockout mutant. We observed that the absence of the efflux pump affected E. coli survival, which was specifically found for BENZ and PHE (Fig. 5B). We confirmed the increased susceptibility of the *acrA* mutant to the biocides BENZ and PHE with 96-well plate growth assays (Fig. 5C and D).

**FIG 5:**
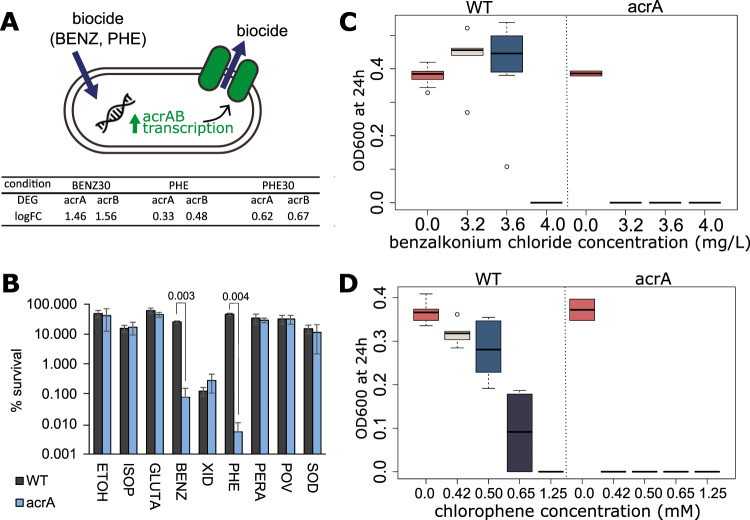
Biocide susceptibility for the E. coli mutant with a knockout of the multidrug efflux protein gene *acrA*. (A) The genes for the multidrug efflux system AcrAB were upregulated after exposure to benzalkonium chloride and chlorophene. (B) Percent survival of the mutant *acrA* and parental strain (WT) exposed to the indicated biocides for 15 min. The concentrations were as follows: ETOH, 15% (vol/vol); ISOP, 11% (vol/vol); GLUTA, 125 μM; BENZ, 12.8 mg/liter; XID, 42 μM; PHE, 0.5 mM; PERA, 18 μM; POV, 33 μg/ml; SOD, 80 μM. Error bars represent the standard errors for biological duplicates, and the *P* values for significance are indicated at the top of the bars. (C and D) Growth at 24 h in the presence of the indicated concentration of the biocide in 96-well plates. (C) Benzalkonium chloride; (D) chlorophene. The definitions of the abbreviations are as follows: BENZ, benzalkonium chloride; XID, chlorhexidine gluconate; PHE, chlorophene; ETOH, ethanol; ISOP, isopropanol; GLUTA, glutaraldehyde; SOD, sodium hypochlorite; POV, povidone-iodine; SOD, sodium hypochlorite; WT, wild-type E. coli BW25113.

### Zinc starvation genes played a role in E. coli survival after exposure to sodium hypochlorite and peracetic acid.

Zinc homeostasis in bacterial cells is maintained by uptake and export systems tightly regulated by their regulators, which include the Zur repressors and members of the Fur protein family of iron regulators. The metalloprotein Zur has a high affinity for zinc (36) and is proposed to regulate the zinc transporter genes *znuABC* (37), *zinT* (previously *yodA*) (38), *pliG* (39), and the putative ribosomal protein genes *ykgMO* (40) by binding to the DNA when zinc is abundant and repressing expression of the genes (Fig. 6A). We observed the overexpression of genes proposed to be regulated by *zur* after E. coli exposure to sodium hypochlorite (SOD), peracetic acid (PERA), and benzalkonium chloride (BENZ30) (Fig. 6B), even though no difference in expression of *zur* itself was detected. 

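The Zur-regulated genes were taken as the 8 genes zinT, znuA, znuB, znuC, ykgM, ykgO, mepM and pliG. After SOD all 8 were DEGs, and every replicate rose. Besides zinT, the log2 FC after SOD was 7.49 (SE 0.192, adjusted p = 2.42e-12) for ykgM, 7.06 (SE 0.254, adjusted p = 1.24e-08) for ykgO, 5.82 (SE 0.0929, adjusted p = 9.27e-16) for znuA, 4.27 (SE 0.0982, adjusted p = 1.19e-13) for mepM, 4.08 (SE 0.119, adjusted p = 2.42e-12) for pliG, 2.4 (SE 0.117, adjusted p = 1.2e-09) for znuB and 2.25 (SE 0.127, adjusted p = 6.81e-09) for znuC by the same edgeR test. For PERA and BENZ30, 0 of the 8 were DEGs. After PERA, znuA was expressed at 110, 3779 and 6178 CPM in replicates 1, 2 and 3, scaled over all 45 libraries, a log2 FC of 5.24 (SE 1.61, adjusted p = 0.109) by the same edgeR test. Without PERA replicate 1 its log2 FC was 5.81 with adjusted p = 3.62e-05 by the same edgeR test. In BENZ30, znuA was expressed at 4986, 4842 and 4922 CPM. In the preinoculum control it was expressed at 1373, 86.9 and 4557 CPM, and the highest of these lay close to the BENZ30 values. The log2 FC in BENZ30 was 2.22 (SE 1.17, adjusted p = 0.265) for ykgO, 1.42 (SE 0.932, adjusted p = 0.363) for mepM, 1.19 (SE 0.554, adjusted p = 0.216) for znuB and 1.08 (SE 0.584, adjusted p = 0.276) for znuC by the same edgeR test. Without replicate 3 of the preinoculum control, ykgO reached 5.24 (adjusted p = 8.49e-06) and znuB 1.82 (adjusted p = 0.0237) by the same edgeR test. Expression of zur itself had log2 FC of -0.25 (SE 0.176, adjusted p = 0.296) for SOD, 0.07 (SE 0.164, adjusted p = 0.824) for PERA and -0.19 (SE 0.142, adjusted p = 0.358) for BENZ30 by the same edgeR test.

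The same pattern of single libraries was found in other conditions. Expression of zinT was 6969, 8468 and 8110 CPM for SOD, 4008, 3495 and 3720 CPM for BENZ30, 1383, 1539 and 3524 CPM for POV30, and 19.1, 21.7 and 16.5 CPM for the 12-h control. It was 404, 19.3 and 3552 CPM for the preinoculum control, 17.0, 2405 and 13912 CPM for PERA, 12.8, 11264 and 28.3 CPM for BENZ and 25.6, 12743 and 12518 CPM for XID. It was 11826, 16.5 and 11918 CPM for POV, 15.3, 945 and 5506 CPM for PHE, 10.5, 7039 and 223 CPM for GLUTA and 3495, 774 and 10.5 CPM for H2O2. For ETOH it was 15.4, 19.8 and 11.4 CPM, for ISOP 13.7, 15.6 and 14.2 CPM and for PHE30 40.7, 67.2 and 49.7 CPM. The paper states that exposure to SOD, PERA and BENZ30 led to overexpression of genes proposed to be regulated by zur, without a change in zur.

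**Figure D4:**
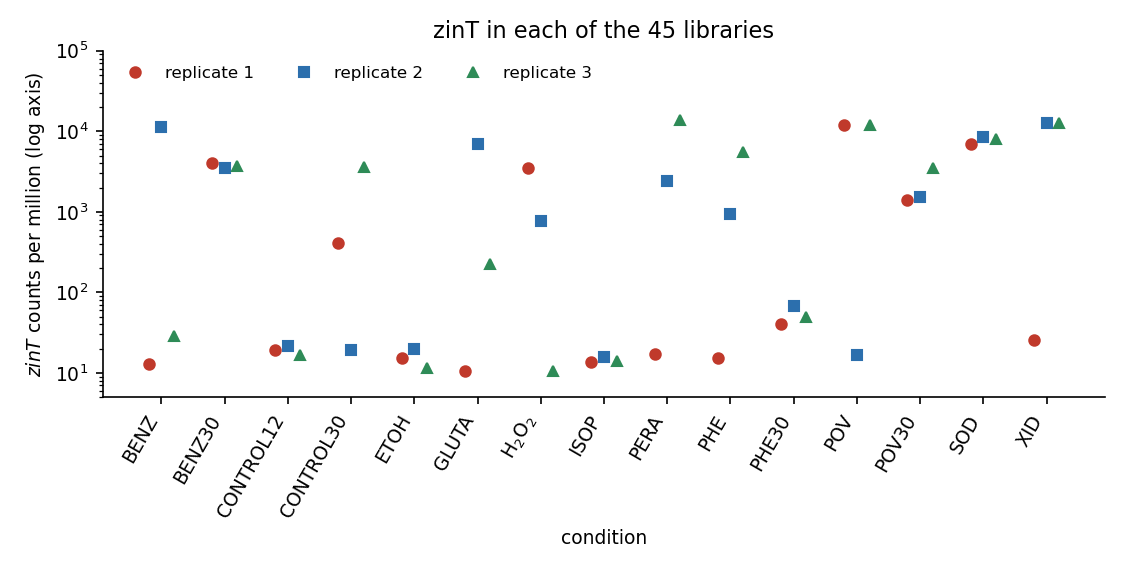
Expression of zinT in each of the 45 libraries on a log axis, by replicate number. The 3 PERA libraries had 17.0, 2405 and 13912 CPM.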

Expression levels were considerably higher for SOD and PERA, with log_2_ FC values being above 5 (Fig. 6B; Table S3).

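Mean log2 FC over the 8 genes was 5.26 for SOD, 4.75 for PERA and 1.4 for BENZ30. Means of similar size were obtained for XID (5.52), POV (5.45), BENZ (4.54), PHE (3.93), GLUTA (3.8) and H2O2 (3.42), with 0 DEGs in each. For PHE30 the mean was -2.61, also with 0 DEGs. Single libraries carried some of these means, which were 0.16 for BENZ without BENZ replicate 2, 1.39 for GLUTA without GLUTA replicate 2 and -0.96 for PHE30 without replicate 3 of the preinoculum control. For BENZ30 the mean was 0.88 or 3.02 without replicate 2 or 3 of the preinoculum control. After SOD, 5 DEGs had a log2 FC over 5. After PERA, zinT (8.14), ykgM (7.75), ykgO (6.42) and znuA (5.24) had values over 5, which edgeR's exact test and DESeq2 both called and edgeR's quasi-likelihood test did not.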

**FIG 6:**
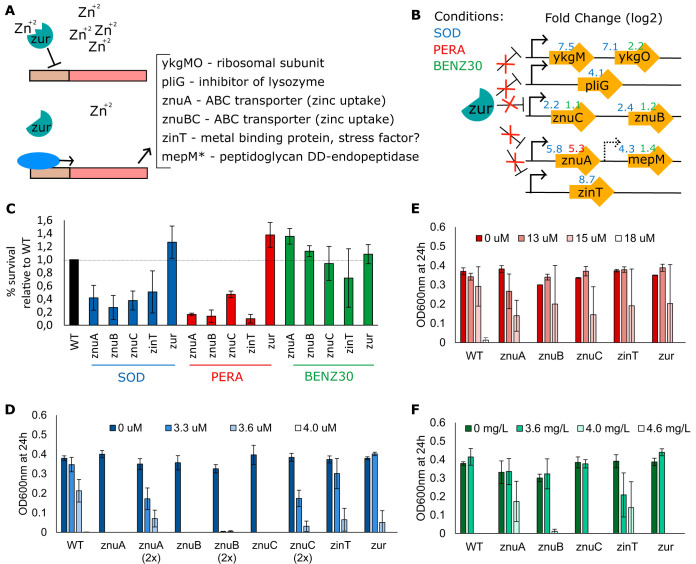
Exposure to biocides induces a zinc starvation response. (A) Zinc starvation disengages the transcriptional regulator *zur* from DNA binding (37), resulting in overexpression of *zur*-regulated genes (37–40). (B) Long-term exposure to sodium hypochlorite (SOD) and peracetic acid (PERA) and a short-term 30-min exposure to benzalkonium chloride (BENZ30) resulted in the overexpression of *zur*-regulated genes. (C) Percent survival relative to that of the wild type (E. coli BW25113) for the indicated mutants and E. coli MG1655 in SOD at 49 μM, PERA at 18 μM, and BENZ at 13 mg/liter. (D to F) Growth at 24 h in the presence of the indicated concentration of the biocide in 96-well plates. (D) Sodium hypochlorite; (E) peracetic acid; (F) benzalkonium chloride. Error bars represent standard errors for biological replicates.

We further investigated the survival of E. coli knockout mutants for *znuABC*, *zinT*, and *zur* after exposure to SOD, PERA, or BENZ for 15 min, followed by neutralization and plating into agar medium. The relative survival of the *znuA*, *znuB*, *znuC*, and *zinT* mutants was significantly lower than that of the wild-type strain after exposure to both SOD and PERA (Fig. 6C). On the other hand, a mutant for the repressor *zur* showed an increased ability to survive exposure to the biocides, which could have been a direct result of the derepression of the genes controlled by *zur*. Interestingly, we did not observe such an effect for mutants exposed to BENZ: no significant difference was observed between the mutants and the parent strain, except for the *znuAB* mutants, which were less sensitive to the biocide than the parent strain (Fig. 6C). We also assessed the growth of the mutants for 24 h in a plate reader in the presence of a range of concentrations of each biocide (Fig. 6D to F). Unlike the survival assay, this evaluation of growth did not include neutralization of the biocide and was an indication of growth inhibition (and not necessarily killing) by the biocides. All mutants showed increased sensitivity to SOD compared to the parent strain. However, the sensitivity of the *znuABC* mutant was considerably higher (Fig. 6D). Since the growth of the *znuA*, *znuB*, and *znuC* mutants was slower than that of the wild-type strain in minimal medium without biocide, we further assessed growth with an initial concentration of cells twice as high as that for the parent strain to minimize the effect of growth defects for evaluation of biocide susceptibility. The strains were still more susceptible to the biocide than the parent strain, even with a higher initial cell concentration (Fig. 6D). Differences between the mutants and the parent strain were not noticeable after exposure to PERA (Fig. 6E), and higher fluctuations between replicates indicated that the concentration of 15 μM was close to the limit for total growth inhibition for the cell concentration utilized in the assay. Growth in the presence of BENZ was similar to that of the wild type for most mutant strains except the *znuA* and *zinT* mutants (Fig. 6F).

## DISCUSSION

Genome-wide transcriptional profiling of the biocide response usually entails experiments in single biocides, at single time points, and under different conditions, factors which complicate comparisons and the delineation of general versus specific responses to biocide exposure (22–31).

Even though it is widely known that stress conditions generate a temporally structured gene expression response in bacterial cells (41), most studies related to biocides are limited to observations at a single time point, limiting our understanding of the bacterial response to such chemicals. Here, our inclusion of samples at early and late exposure times allowed us to observe a temporal choreography of responses and differences between short- and long-term exposure to biocides. One of these was the upregulation of chaperones during the short-term exposure to biocides, indicating that the response to misfolded proteins is exclusively an early stress response. Accordingly, the expression of amino acid-related genes was markedly distinct between cells exposed short and long term to the same biocide, which emphasizes distinct protein production requirements with treatment for each length of time.

Concomitantly, the long-term bacterial response was directed toward an anaerobic state of the cell, the downregulation of motility and chemotaxis, and the overexpression of biofilm regulators. Recently, it was demonstrated that E. coli cells growing in an anaerobic state have a higher mutation rate (42), which, combined with the selective pressure of an environment with subinhibitory concentrations of biocides, may aid with the emergence and maintenance of antimicrobial-resistant strains.

The late response of the downregulation of motility could be a strategy to save energy, as the production of flagellum requires a considerable expenditure of energy that can be invested in other strategies for protection against stress, such as biofilm formation (32). It is important to highlight that cells grouped in biofilm structures have increased tolerance to biocides (43), and the consistent induction of a biofilm-forming state by bacteria exposed to subinhibitory concentrations of biocides represents a concern for the elimination of pathogens in hospitals and food production settings.

The induction of both biofilm regulators and acid stress-related genes occurred across most biocides after long-term exposure. However, in both cases, the pathway of choice was distinct between groups of biocides. Such an observation indicates that even though the long-term exposure to biocides may result in a similar output phenotype, E. coli utilizes various mechanisms of stress response at the gene expression level tailored to each compound encountered. Whether this mechanistic radiation is because of physical and chemical cross dependencies that internalize the correlation structure of the environmental setting that E. coli has evolved in remains to be determined.

The possibility of selection of bacterial strains cross-resistant to antibiotics once they have been exposed to subinhibitory concentrations of biocides and the occurrence of cross-resistance between biocides have been studied before (2–5, 44). Several genes implicated in increased tolerance to antibiotics were differentially expressed after exposure to biocides, including the genes for multidrug efflux pumps, such as the pump encoded by *acrB*, which we also correlated to decreased susceptibility to the biocides benzalkonium chloride and chlorophene.

The transcriptomics for E. coli exposed to specific biocides also allowed us to identify a group of DEGs regulated by *zur*, the negative regulator of the zinc starvation response, which was associated with biocide susceptibility. Bacterial mutants for the zinc transport systems encoded by *znuABC* and *zupT* were previously shown to be more sensitive to hydrogen peroxide than the wild type and attenuated during infection of mouse models, indicating a competitive advantage of zinc transport systems for infection (45). The expression of *zur*-regulated genes was also simultaneous with the overexpression of biofilm regulators and the downregulation of motility. Knockout mutants for *znuABC* have impaired motility (45), and mutants for *zinT* and *ykgM* have reduced biofilm formation (46). Overexpression of zinc transporters by prolonged exposure to a subinhibitory concentration of biocides may also contribute to biofilm formation and increased fitness in subsequent host infection.

Finally, aside from its intellectual merit on bacterial physiology, dissecting the bacterial response to biocide stress and understanding the potential mechanisms of tolerance and resistance are crucial when it comes to informing future policy and guidelines on biocide use.

## MATERIALS AND METHODS

### Biocides.

Benzalkonium chloride (MP Biomedicals), hydrogen peroxide (Macron), peracetic acid (Sigma-Aldrich), sodium hypochlorite (Sigma-Aldrich), glutaraldehyde (Amresco), chlorhexidine (Aldrich), chlorhexidine gluconate (Spectrum), and povidone-iodine (Sigma) stock solutions were prepared by dilution in sterile, demineralized water. Chlorophene (Aldrich) stock solution was prepared by dilution in ethanol (Sigma-Aldrich). To refer to each biocide, we use the abbreviations provided in Table 1. All solutions, as well as ethanol (Sigma-Aldrich) and isopropanol (Spectrum), were sterilized with 0.22-μm-pore-size filters and kept in the dark at 8°C. Working solutions were prepared daily by further dilutions in sterile, demineralized water.

### Strain and culture conditions.

All bacterial samples used in this work were collected for RNA isolation at mid-exponential growth (Fig. 2). Escherichia coli MG1655 was obtained from frozen (−80°C) stock tubes and grown in minimal medium (M9 medium with 0.4% [wt/vol] glucose) for 12 h (mid-exponential growth) at 37°C (preinoculum). Next, the cells were diluted 1:100 into fresh M9 medium with 0.4% glucose containing 1 of the 10 biocides (Fig. 1 and 2). The biocides tested were benzalkonium chloride, isopropanol, ethanol, hydrogen peroxide, peracetic acid, sodium hypochlorite, glutaraldehyde, chlorophene, chlorhexidine, or povidone-iodine (Table 1). The subinhibitory concentrations utilized for each biocide were determined previously to provide, on average, 50% growth inhibition (according to the optical density at 600 nm [OD_600_]) after 12 h of exposure compared to the growth of a control without biocide when grown in a plate reader (Fig. 2A). Groth rates were not affected by most biocides except for ethanol and isopropanol. Instead, the cells showed an extended lag phase when growing in the presence of the biocides (Fig. 2A).The final biocide concentrations were as follows: benzalkonium chloride, 3.63 mg/liter; isopropanol, 2.7% (vol/vol); ethanol, 2.8% (vol/vol); hydrogen peroxide, 272 μM; peracetic acid, 9 μM; sodium hypochlorite, 3.64 μM; glutaraldehyde, 29 μM; chlorophene, 0.25 mM; chlorhexidine, 1.48 μM; and povidone-iodine, 12.5 μg/ml. The final concentration of ethanol for the experiments with chlorophene exposure was 0.5% (vol/vol). For sample collection, growth was stopped after 8 to 12 h, which corresponded to mid-exponential growth, when the OD_600_ reached values ranging from 0.6 to 0.95 (Fig. 2F). Tubes without biocide served as a control. For the control, growth was also stopped at the mid-exponential stage, at 7 h of growth. Cold 5% (vol/vol) phenol-ethanol was added (1.5 ml per 3 ml of sample) to each tube. The cells were pelleted by centrifugation at 4,000 rpm at 4°C for 10 min and stored at −80°C for up to 2 weeks. The preinoculum cells were also prepared as described above and stored for further analysis.

Additionally, preinoculum cells were also exposed to benzalkonium chloride, chlorophene, or povidone-iodine at the concentrations mentioned above, without further cell dilution, for 30 min (Fig. 1B and 2E) and stored as described above. Chlorophene was selected for the short-term-exposure evaluation due to the lack of information in the scientific literature regarding the microbial response to this biocide. Povidone-iodine and benzalkonium chloride were included for the short-term-exposure evaluation given the opposite claims regarding the development of bacterial resistance to these compounds. Adaptation to increasing concentrations of benzalkonium chloride as well as acquired cross-resistance to additional antimicrobials after prolonged exposure to the biocide has been reported (3, 44). Povidone-iodine, on the other hand, was claimed to have superior antimicrobial activity and has repeatedly been reported to be an antiseptic that does not select for resistance in bacterial strains (47, 48). All experiments were performed in triplicate.

### RNA extraction and transcriptomics.

Total RNA was recovered from pelleted cells with an RNeasy minikit (Qiagen) and on-column DNase digestion (Qiagen). rRNA was removed with a capture oligonucleotide mix (MICROBExpress; Ambion). The total RNA concentration (3 μg) was previously optimized by our group to increase the ribosomal depletion yield for the kit (average amount of rRNA removed, above 99%). RNA cleanup was performed with a NucleoSpin RNA cleanup kit (Macherey-Nagel). For library preparation, a Kapa Stranded transcriptome sequencing (RNA-seq) library preparation kit for Illumina platforms (Kapa Biosystems) was used according to the manufacturer’s instructions. An extra step of size selection was performed using Agencourt AMPure XP magnetic beads (Beckman Coulter). The DNA concentration for each sample library was determined with a Qbit (v.2.0) fluorometer (Invitrogen). The DNA concentration of the final pooled library was determined with a Bioanalyzer DNA high-sensitivity assay (Agilent; DNA Technologies Core, University of California at Davis [UCDavis]). Sequencing was performed with a HiSeq 3000/4000 SR50 sequencer (DNA Technologies Core, UCDavis).

### Transcriptomics data analysis.

Adapters and low-quality reads were removed from the raw reads by use of the Trimmomatic trimmer (49), followed by alignment to the reference files for E. coli MG1655 (50) by use of the Bowtie2 program (51). Then, the bam files generated by Bowtie2 were fed into the FeatureCounts program (52), yielding the counts for each gene in each replicate. We examined the proximity between replicates for different biocides by constructing a multidimensional plot over the counts for all the genes (53). Finally, differentially expressed genes (DEGs) were identified using the edgeR (53) and Deseq-2 (54) programs, with a false discovery rate of 0.05 being used as the threshold for calling differential expression. The common DEGs across these two approaches were reported as final DEGs. For gene expression analysis, the averages of the log_2_ fold change (log_2_ FC) in expression obtained by the two methods were used.

The expression data generated from RNA-seq were comprehensively analyzed for gene functionality, location in the cell, pathways, relationships between genes, and additional information with the EcoCyc (55) and STRING databases. The Cytoscape (v.3.4.0) program (56) with the STRING application (default settings of a confidence score cutoff of 0.4 and a maximum number of interactors of 0 were used) was used to build and analyze the gene networks for DEGs with absolute log_2_ FC values greater than 1. Each gene cluster generated by the program was manually screened for the processes or pathways present. Gene Ontology (GO) terms (biological process, molecular function, and cellular component) were captured from the EcoCyc database for all DEGs. The complete list of DEGs (*q* < 0.05) was used to build a heatmap with the biological processes affected by each biocide. All information was combined to express the processes most significantly affected by biocide exposure. Differentially expressed genes (DEGs) were classified and ranked according to the log_2_ FC. The DEGs that appeared under multiple conditions (equal to or more than three), as well as the DEGs with the highest absolute log_2_ FC values, were evaluated for the GO term biological process and included in the list of the most significant processes affected by biocide exposure.

### Biocide exposure assays.

Mutants with knockouts of selected genes (*acrA*, *znuABC*, *zinT*, *zur*) were obtained from the Keio Collection (57). All strains were verified regarding the correct position of the kanamycin insert by PCR and sequencing. The primers used are listed in Table 4. The effects of biocide exposure on the knockout mutants were tested with growth curves and survival assays. For growth curve experiments, the mutants were grown overnight in minimal medium (M9 medium) with 0.4% (wt/vol) glucose. The OD_600_ was measured and adjusted to 0.1 ± 0.05. Two microliters of the cell cultures was transferred to each well of 96-well plates containing biocides at a range of concentrations diluted in M9 medium with glucose to a total of 200 μl/well. Both the Keio Collection parent strain E. coli BW25113 and strain MG1655 were used as controls and exposed to the same concentrations of the biocides for comparison. The plates were incubated for 24 h at 37°C with agitation in a plate reader (Synergy HT; BioTek). For survival assays, overnight cultures were diluted in M9 medium-glucose and grown to exponential phase (OD_600_, 0.5 ± 0.3). The OD_600_ was adjusted to 0.19 for a constant cell concentration across experiments. Cells were challenged with the biocides for 15 min at 37°C with agitation. After the addition of the appropriate neutralizer (Table 1), cells were diluted in 0.9% saline and plated on LB agar. Percent survival was calculated for each mutant by comparison to the survival of a control not exposed to the biocide. Results were normalized by considering the survival for the parent strain E. coli BW25113 (wild type [WT]) to be 100%.

**TABLE 4:** Primers used in this work^*a*^

Primer no.	Primer name	Primer sequence
1	kan_check_knockout	CCGTGATATTGCTGAAGAGC
2	kan_check_knockout_2	GTTTCTGCGGACTGGCTTTC
3	check_acrA_knockout_fw	GTATGTACCATAGCACGACG
4	check_acrA_knockout_rv	CATGATGATAATGGCGATCAC
5	check_zur_knockout_fw	CATTACGGCAACAATAAGGG
6	check_zur_knockout_rv	AACCCGCAATGAATATCGC
7	check_zinT_knockout_fw	CTGAGAAAGCCATGCTCTCG
8	check_zinT_knockout_rv	TAGCTTGCGTTCAGTGGC
9	check_znuA_knockout_fw	CGGGCTATCTGTTGCACG
10	check_znuA_knockout_rv	CCAGCGACACATCAGAGA
11	check_znuB_knockout_fw	GGTGCTGAACAACTGGGT
12	check_znuB_knockout_rv	AGGTCGGATAAGGCGCTC
13	check_znuC_knockout_fw	TTGCACCTCCCCAGAGAG
14	check_znuC_knockout_rv	CAAACGAACCCAGCGGAC
		
15	ydcI fw	TTCTTGACGCCATCAACACTGCCG
16	ydcI rv	GCAAGGTCGTCTCTTTTTGTTGCTG
17	yccJ fw	GCTCATCACGTCGGTGAATGGG
18	yccJ rv	CCTTCTTCCCAAATCTTTTCCGCC
19	yjcZ fw	GGCACTGACGCAGATCGC
20	yjcZ rv	ACCTGCCTGCACCAGTAGG
21	znuA fw	GCGGACTTAGTCGTTTGGGTTGG
22	znuA rv	GCGTGGTCGTGATCATCATCATCG

a Primers 1 to 14 were used to check the correctness of the knockout strains from the Keio Collection (57) utilized in this work. Primers 3 to 14 were used to amplify the region expected to have the deletion according to the scheme shown in Fig. S2 in the supplemental material (primer PCR). Primers 1 and 2 (primer sequences) were used independently to verify the correct insertion of the kanamycin resistance gene and the deletion of the gene *acrA*, *zur*, *zinT*, *znuA*, *znuB*, or *znuC* in the strains. Primers 15 to 22 were used for quantitative PCR validation of the DNA sequencing data. See also Fig S3 in the supplemental material. fw, forward; rv, reverse.

### Availability of data.

The data generated or analyzed during this study are included in this published article (and in the supplemental material. RNA-seq data are deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE124673.

## Supplementary Material

Supplemental file 1

Supplemental file 2

# Supplementary material for: Short- and Long-Term Transcriptomic Responses of Escherichia coli to Biocides: a Systems Analysis
**Source:** Appl Environ Microbiol. 2020 Jul 2;86(14):e00708-20. doi: 10.1128/AEM.00708-20

# **A systems analysis of *E. coli* short and long-term response to biocides**

Beatriz Merchel Piovesan Pereira<sup>1,2</sup>, Xiaokang Wang<sup>2,3</sup>, Ilias Tagkopoulos<sup>\*2,4</sup>

## **SUPPLEMENTARY ONLINE MATERIAL**

## SUPPLEMENTARY METHODS

### qPCR

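For ydcI the log2 FC was -2.12 (SE 0.114, adjusted p = 3.66e-09) for SOD, -1.70 for XID, -1.65 for POV, -1.6 for PHE, -1.6 for PERA and -1.17 for ETOH, all DEGs by the same edgeR test. For yccJ it was 1.42 (SE 0.136, adjusted p = 0.000131) for PERA by the same edgeR test, 1.30 for POV and 1.1 for PHE, and it fell in PHE30 (-1.15) and ISOP (-0.83), also DEGs. For POV, ydcI was not a DEG without replicate 1 (-1.61) or 2 (-1.62) of the 12-h control, and yccJ was not without replicate 1 (1.36) or 2 (1.16) of the 12-h control. For yjcZ the log2 FC was -3.69 (SE 0.119, adjusted p = 4.65e-11) for ISOP, -1.93 (SE 0.345, adjusted p = 0.0102) for XID and -1.17 (SE 0.112, adjusted p = 4.76e-06) for ETOH by the same edgeR test. Among all comparisons, znuA was an upregulated DEG for SOD alone and a downregulated DEG for ISOP (-0.39 (SE 0.106, adjusted p = 0.0102) by the same edgeR test, not a DEG without replicate 2 (-0.35) of ISOP). The qPCR values were not used here.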

Differential expression of selected genes detected by RNAseq (*ydcl*, *yccJ*, *yjcZ*, and *znuA*) was validated with qPCR (**Fig. S3**). For cDNA synthesis, the RevertAid (Thermo Scientific) kit was used, according to the manufacturer's manual. The qPCR mix (USB VeriQuest SYBR Green qPCR Master Mix 2X, Affymetrix, and primers, according to **Table 4** and **Fig. S3**) was run for 40 cycles in the QuantStudio qPCR machine (Thermo Fisher Scientific) and analyzed with the correspondent software. Differential expression between biocide exposed and control cells was calculated as  $\log_2FC$  of the relative expression to the *ihfB* gene.

### P-value calculation

The p-values, when mentioned, were calculated using t-test (one-tailed) for two independent means.

### Comparison between the two sets of controls

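The preinoculum control was compared with the 12-h control, 3 libraries each, as the biocide comparisons were. Of 690 DEGs, 348 were higher and 342 lower in the preinoculum control. DESeq2 called 583 genes, edgeR's exact test 714 and both together 536. With the authors' normalized values the median log2 FC of all genes was -0.361, and the upregulated share of the genes called by limma was 6.2%, against 50.4% with TMM scaling.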

To evaluate the quality of the transcriptomic data, we analyzed the differential expression between the pre-inoculum control (cells grown for 12h in M9 glucose without biocide) and the 12h control (cells grown for 12h in M9 glucose without biocide and, after 1:100 dilution in the same media, for additional 7 hours) and compared to the DEGs obtained for biocide exposure. Both sets of controls represented the transcriptomic response of *E.coli* to the media alone (without biocides). The high number of DEGs between the two control groups (235 genes, with 39 of those having absolute  $\log_2FC > 1$ ) indicated the occurrence of medium adaptation. 

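An absolute log2 FC over 1 was reached by 118 of the 690 DEGs between the controls. The number of DEGs was 452 without replicate 1 of the 12-h control and 362 without replicate 3 of the preinoculum control. From the number of DEGs between the controls, the paper concludes that adaptation to the medium took place.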

Only a few of these DEGs were also present in the biocide's lists of DEGs except for POV30 (44% overlap) and H<sub>2</sub>O<sub>2</sub> (43% overlap). 

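Of the 576 DEGs for POV30, 251 or 43.6% were also DEGs between the controls. Of these, 242 changed in opposite directions. Every biocide comparison shares 3 control libraries with the comparison of controls, so some overlap would arise from chance values of these libraries. For POV30, draws simulated without any effect gave r of -0.505 on average. For H2O2 the overlap was 0 of 2 DEGs, and with genes called by both edgeR's exact test and DESeq2 it was 36 of 64 or 56.2%. The overlap for BENZ was 50.0% (7 of 14 DEGs), and 28.2% (22 of 78) with genes called by both tools. Among DEGs it was 35.1% for POV, 33.5% for GLUTA, 31.4% for BENZ30, 31.2% for PERA, 30.7% for PHE30 and 29.7% for PHE. It was 29.4% for SOD, 28.0% for XID, 27.7% for ETOH and 25.0% for ISOP.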

As expected, the medium adaptation genes were found to be related to metabolism.

### Antibiotic resistance

The MIC (minimal inhibitory concentration) of *E. coli* was determined for four antibiotics (vancomycin, chloramphenicol, ampicillin, and novobiocin). For that, cells were grown for 12h in M9 glucose, and 30  $\mu$ L were added to 3mL tubes containing the biocides specified above, or no biocide (control). After 7 to 12h growth, the OD600 nm was adjusted to approximately 0.05 and 2 $\mu$ L were added to a 96 well plate containing 100  $\mu$ L of M9 glucose per well, and various concentrations of the antibiotics. Cell concentration at time zero was between  $2 \times 10^5$  and  $8 \times 10^5$ , as defined by the Clinical and Laboratory Standards Institute (1) and determined by plating samples on LB agar and counting the colonies. The 96 well plates were incubated in the microplate plate reader (Synergy, Biotek) for 24h at 37°C.

## SUPPLEMENTARY RESULTS

### Differential Expression Analysis of Short and Long-term Response

We evaluated the gene expression for *Escherichia coli* after continued “short-term” (30 min) and “long-term” (8h-12h) exposure to ten biocides. 

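The median absolute log2 FC of the 424 DEGs for GLUTA was 0.618, so most changed less than 2-fold. It was 0.566 for ETOH, 0.610 for ISOP and 0.685 for XID. After ISOP, XID and SOD, ETOH had the fourth highest number of DEGs.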

ETOH, ISOP, and XID treatments resulted in a higher number of DEGs, while exposure to GLUTA resulted in differential expression of 170 genes, most of them with a fold-change lower than two. Both H<sub>2</sub>O<sub>2</sub> and BENZ exposure resulted in fewer DEGs compared to other conditions. 

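The biological coefficient of variation (BCV) estimated by edgeR was 0.265 for BENZ and 0.162 for H2O2, against 0.0979 for ETOH and 0.101 for ISOP. For POV it was 0.242 and for PERA 0.162, with more DEGs than for BENZ and H2O2. Over all tested genes, the median absolute log2 FC was 0.215 for BENZ and 0.169 for H2O2, against 0.301 for ISOP and 0.328 for XID.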

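Averaged over the comparisons in which a gene was a DEG, the log2 FC exceeded 3 for 10 genes and was below -3 for 1 gene, of 2959. Counted in at least 1 comparison, 49 genes exceeded 3 and 65 were below -3. With genes called by both edgeR's exact test and DESeq2, 52 exceeded 3 and 68 were below -3 in at least 1 comparison, and the averages exceeded 3 for 12 genes and were below -3 for 1.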

More than 50 genes had an average log<sub>2</sub>FC lower than -3 across biocides, while more than 40 were overexpressed with a log<sub>2</sub>FC average above 3 (**Table S1**). 

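By number of DEGs with an absolute log2 FC over 1, XID came first with 438, followed by ISOP with 368, SOD with 356 and PHE with 323. The median absolute log2 FC of all tested genes was 0.293 for SOD, 0.288 for POV and 0.275 for ETOH.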

Treatments with SOD and ISOP had the most considerable effect on gene expression. For SOD, several DEGs had values of log<sub>2</sub>FC higher than 5, while the top ten genes mostly downregulated (log<sub>2</sub>FC <5) were observed for ISOP treatment.

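For SOD, 5 DEGs had a log2 FC over 5, zinT, ykgM, ykgO, znuA and ykgL, the last with 5.22 (SE 0.303, adjusted p = 6.59e-08) by the same edgeR test. ETOH, POV and POV30 had 1 each. For ISOP, 12 DEGs had a log2 FC below -5, and the other comparisons had 0. Among them were cheY (-5.51) and tap (-5.50).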

The gene networks for the high-level regulated genes (those with absolute log<sub>2</sub>FC>1) were represented using Cytoscope. Their clustering demonstrated the enrichment for specific biological processes such as respiration, motility, chemotaxis, protein folding and response to acid (**Fig. S4**).

### Differential expression of amino acid biosynthesis and transport and biotin metabolism genes suggested a variation in amino acid requirement after exposure to each biocide.

The levels of expression of amino acid biosynthesis and transport genes were variable depending on the biocide and exposure time. 

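After ETOH the mean log2 FC was -0.99 over 8 histidine genes, -0.76 over 5 tryptophan genes, -0.75 over 4 leucine genes and -0.42 over 9 arginine genes. Of these, 8, 5, 4 and 1 were downregulated DEGs. The arginine mean was -0.23 without ETOH replicate 3 and -0.26 without replicate 1 of the 12-h control. Isoleucine and valine genes had a mean of 0.15, with 3 upregulated and 2 downregulated DEGs of 10, and the mean was 0.10 without replicate 1 of the 12-h control. Phenylalanine and lysine genes were not analysed here as lists.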

ETOH exposure resulted mainly in the downregulation of genes related to biosynthesis and transport of many amino acids such as arginine, histidine, leucine, valine/ phenylalanine, lysine, and tryptophan. Similarly, exposure to the other alcohol tested, ISOP, resulted in downregulation of comparable groups of genes, as well as additional ones, related to the metabolism of aromatic amino acids. 

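After ISOP the mean log2 FC was -1.1 for tryptophan, -0.83 for histidine, -0.74 for arginine and -0.44 for leucine, with 5, 8, 2 and 2 downregulated DEGs.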

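For ETOH the log2 FC was 0.87 (SE 0.110, adjusted p = 6.51e-05) for ilvB and 1.04 (SE 0.116, adjusted p = 1.35e-05) for ilvN by the same edgeR test. For ISOP it was 1.23 (SE 0.100, adjusted p = 7.69e-07) and 1.21 (SE 0.103, adjusted p = 7.64e-07) by the same edgeR test. Both were also upregulated DEGs for XID, with 0.50 and 0.89.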

The genes *ilvBN* were upregulated in both alcohols. The two alcohols clustered together regarding their amino acid gene expression (**Fig. S5**). Exposure to PERA, contrastingly, resulted mainly in the overexpression of amino acid related genes. Both arginine and histidine biosynthesis-related genes were upregulated, as well as methionine transport and biosynthesis and isoleucine/valine, after exposure to PERA. 

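After PERA the mean log2 FC was 1.65 for histidine, 0.75 for arginine, 0.59 over 9 methionine genes and 0.25 over 10 isoleucine and valine genes. Upregulated DEGs numbered 8, 5, 5 and 4, and downregulated ones 0, 0, 0 and 0.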

Exposure to XID resulted in the higher distance from any other biocide regarding amino acid related gene expression (**Fig. S5**). 

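After GLUTA the mean log2 FC was 0.52 for leucine, -0.58 for arginine and -0.46 for tryptophan. Of these genes, 4 leucine genes were upregulated DEGs, and 2 arginine and 3 tryptophan genes were downregulated ones.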

Exposure to GLUTA resulted in differential expression of several amino acid-related genes, however, in lower levels (lower absolute log<sub>2</sub>FC). 

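The histidine genes had a mean log2 FC of 0.45 for PHE and -0.37 for PHE30, with 7 upregulated and 7 downregulated DEGs. For POV the mean was 1.47, with 8 upregulated DEGs. The arginine genes had means of -1.2, -1.4 and -1.36 in BENZ30, PHE30 and POV30, with 4 downregulated DEGs in each.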

The expression of amino-acid related genes was distinct between short and long-term exposure to the same biocide, for the biocides tested in both conditions (PHE, POV, and BENZ). The variation of amino acid biosynthesis and transport regulation across different biocides and exposure times could indicate a variable cell necessity for each amino acid (and protein synthesis) for each stress situation. Despite the differences observed across treatments, a few genes related to amino acid biosynthesis were consistently differentially expressed in the same direction. The amino acid dehydrogenase *dadA*, for example, an enzyme in the alanine degradation pathway, was upregulated in ETOH, ISOP, XID (log<sub>2</sub>FC >1), GLUTA, PERA, PHE, POV and SOD (log<sub>2</sub>FC between 0.6 and 1). Such observation is troublesome since alanine catabolism through *dadAX* has been demonstrated to be a preferential route for *Pseudomonas aeruginosa* carbon utilization during host infection. 

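Expression of dadA rose from 81.9 ± 7.83 CPM in the 12-h control to 246 ± 60.6 CPM after XID (SD, n = 3), a log2 FC of 1.58 (SE 0.168, adjusted p = 0.000102) by the same edgeR test. It was 1.51 (SE 0.0932, adjusted p = 3.08e-08) for ISOP, 1.24 (SE 0.0917, adjusted p = 3.83e-07) for ETOH and 0.63 (SE 0.108, adjusted p = 0.00623) for GLUTA by the same edgeR test. For POV it was 0.97, for PHE 0.92, for SOD 0.78 and for PERA 0.72, all DEGs. For POV, dadA was not a DEG without replicate 1 (0.94), 2 (0.92) or 3 (1.05) of the 12-h control or without replicate 1 (0.81) or 3 (0.87) of POV, and for PERA it was not a DEG without replicate 1 (0.71) or 2 (0.68) of the 12-h control. In BENZ30 it was a downregulated DEG (-0.68).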

The ability to utilize DL-alanine gave the bacteria a competitive advantage during infection, compared to the *dadAX* knockout mutant (2).

If consistent across genera, the upregulation of such genes after biocide exposure could potentially render bacteria more prepared for subsequent host infection. 

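For ETOH the log2 FC was 2.14 (SE 0.303, adjusted p = 0.00364) for bioA, 1.73 (SE 0.189, adjusted p = 0.000257) for bioB and 1.65 (SE 0.201, adjusted p = 0.000377) for bioF by the same edgeR test. For XID it was 2.08, 1.72 and 1.87 in the same order. For bioB it was 1.02 (SE 0.115, adjusted p = 1.12e-05) for ISOP and 1.42 (SE 0.15, adjusted p = 9.05e-06) for PHE30 by the same edgeR test. For ynfK it was 3.04 (SE 0.385, adjusted p = 0.00366) for PERA and 2.74 (SE 0.337, adjusted p = 0.00179) for PHE by the same edgeR test. After GLUTA bioF was a downregulated DEG (-0.80).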

Genes related to biotin (an essential cofactor for several enzymes biosynthesis) were also upregulated after exposure to several biocides: *bioA* (ETOH, XID), *bioB* (ETOH, ISOP, PHE30, XID), *bioF* (ETOH, XID), *ynfK* (PERA, PHE).

### **Galactitol metabolism and transport was affected by biocide stress.**

Galactitol metabolism and transport were differentially regulated in several conditions (high level: ETOH, ISOP, and XID; low-level: GLUTA and PERA) after long-term exposure of *E. coli* to these biocides. The genes *gatABC*, encoding for the galactitol permease, as well as *gatYZ* (galactitol degradation enzyme) and *gatD* (galactitol dehydrogenase), were upregulated in ETOH, ISOP, and PERA. In contrast, *gatA* and *gatD* were moderately downregulated in XID, and *gatD* was moderately downregulated in GLUTA. 

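After ISOP the log2 FC was 1.78 (SE 0.0827, adjusted p = 1.78e-09) for gatA, 1.74 (SE 0.0859, adjusted p = 3.33e-09) for gatB and 1.84 (SE 0.0921, adjusted p = 4.60e-09) for gatC by the same edgeR test, and 2.18 for gatD, 1.79 for gatY and 1.74 for gatZ. After ETOH it was 1.19, 1.07, 1.08, 0.91, 1.14 and 1.14 in the same order, all DEGs. After PERA it was 0.49, 0.56, 0.47, 0.72, 0.55 and 0.57, also DEGs. For PERA, gatA was not a DEG without replicate 1 (0.42) of the 12-h control or without replicate 1 (0.42) of PERA, gatB was not without replicate 1 (0.49) or 2 (0.57) of the 12-h control, and gatC was not without replicate 1 (0.37) or 2 (0.53) of the 12-h control or without replicate 1 (0.39) of PERA.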

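After XID the log2 FC was -0.50 (SE 0.163, adjusted p = 0.0373) for gatA and -1.07 (SE 0.250, adjusted p = 0.0143) for gatD by the same edgeR test, and gatA was not a DEG without replicate 2 (-0.45) or 3 (-0.48) of the 12-h control or without replicate 2 (-0.38) or 3 (-0.40) of XID, and gatD was not without replicate 2 (-1.09) or 3 (-0.98) of the 12-h control or without replicate 3 (-0.91) of XID. After GLUTA it was -0.46 (SE 0.125, adjusted p = 0.0370) for gatD by the same edgeR test, which was not a DEG without replicate 1 (-0.52), 2 (-0.47) or 3 (-0.38) of the 12-h control or without replicate 2 (-0.43) or 3 (-0.38) of GLUTA.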

The short-term response, contrastingly, tended towards downregulation of this pathway: genes encoding for galactitol metabolism (*gatABCD*, *gatYZ*) were highly downregulated after exposure to BENZ30, and moderately to POV30 (**Table S1**). 

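In BENZ30 the log2 FC was -2.07 (SE 0.109, adjusted p = 9.79e-09) for gatC and -2.26 (SE 0.161, adjusted p = 3.42e-07) for gatD by the same edgeR test, with -1.67 for gatA, -1.99 for gatB, -1.52 for gatY and -1.6 for gatZ. In POV30 the values were -0.70, -0.83, -0.70, -0.68, -0.67 and -0.62 for gatA, gatB, gatC, gatD, gatY and gatZ, all DEGs. In PHE30, gatD was an upregulated DEG (0.61).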

*GatY* showed increased levels in low pH (3) and a mutation in this gene of *E. coli*, combined with additional mutations was associated to increased tolerance to isobutanol (4). Mutations in the *gat* operon were selected for during host infection in the gut by *E. coli* (5), suggesting an importance of such pathway's regulation for bacterial infection.

### **Glycerol metabolism was altered after exposure to most biocides.**

The *glpABC* operon, involved in anaerobic glycerol utilization as a carbon source, was upregulated in PERA, PHE, POV, SOD, and GLUTA treatments. The *glpABC* operon is actively transcribed in anaerobic conditions (6) and has been suggested to play a role in the establishment of persister cells (7). Contrastingly, the *glpABC* operon was downregulated after short-term exposure to biocides (PHE30, BENZ30, POV30), highlighting the difference between the short and long-term response to biocide stress, and the switch into anaerobiosis at a late stage after exposure. 

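In the short-term exposures glpA had a log2 FC of -2.28 (SE 0.176, adjusted p = 2.92e-05) in BENZ30, -1.38 (SE 0.119, adjusted p = 1.42e-06) in PHE30 and -1.66 (SE 0.229, adjusted p = 0.00517) in POV30 by the same edgeR test. For glpB it was -1.85, -1.09 and -1.56, and for glpC -1.81, -1.48 and -1.65, all DEGs in every refit with 1 library left out. The short-term log2 FC of glpA was below the long-term one by -4.04 for PHE (adjusted p = 0.000465) and -4.27 for POV (0.00270) in the edgeR test of exposure time. From these directions the paper concludes that the switch to anaerobiosis comes late after exposure.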

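Expression of glpF fell from 286 ± 18.9 CPM in the 12-h control to 90.4 ± 6.98 CPM after XID (SD, n = 3), a log2 FC of -1.66 (SE 0.0980, adjusted p = 7.78e-07) by the same edgeR test. It was -1.22 for PHE, -1.19 for SOD, -1.42 for POV, -0.97 for PERA, -1.21 in BENZ30 and -0.67 in POV30, all DEGs. For POV it was not a DEG without replicate 1 (-1.48), 2 (-1.39) or 3 (-1.4) of the 12-h control or without replicate 3 (-1.34) of POV.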

The glycerol channel *glpF*, which allows glycerol and additional molecules to cross the membrane towards inside of the cell, was downregulated in most biocides: PERA, SOD, PHE, POV, and XID, as well as short-term exposed POV30 and BENZ30. However, such glycerol transporter was upregulated in ISOP (and to a lesser extent, in ETOH), two alcohols that share a similar structure to glycerol. 

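After ISOP glpF had a log2 FC of 1.67 (SE 0.0838, adjusted p = 3.63e-09) and after ETOH 0.44 (SE 0.0935, adjusted p = 0.00231) by the same edgeR test.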

Knockout mutants for *glpF* were shown to be more resistant to ethanol, tetracycline, DMSO, and stress caused by low osmolarity (8). We observed the same pattern for the glycerol kinase *glpK*, which is part of the same operon and interacts directly with *glpF*. The gene was upregulated in both alcohols: ISOP (and to a lesser extent, in ETOH) but downregulated in XID, POV, and BENZ30 (and to a lesser extent, in PERA, PHE, and SOD). Similarly, the glycerol-3-phosphate transporter *glpT* was upregulated in ISOP and downregulated in GLUTA, PHE, SOD, XID, BENZ30, and POV30. It is possible that ethanol and isopropanol could be inducing the expression of glycerol-related genes due to the molecules' structure similarity to glycerol, which actively binds *glpR*, the repressor of such operons, and further study is required to validate such link.

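For glpK the log2 FC was 1.56 (SE 0.0715, adjusted p = 1.68e-09) for ISOP and 0.58 (SE 0.0818, adjusted p = 9.64e-05) for ETOH by the same edgeR test. It was -1.21 for XID, -1.12 for POV, -1.04 in BENZ30, -0.92 for PERA, -0.83 for PHE and -0.70 for SOD, all DEGs. For POV, glpK was not a DEG without replicate 1 (-1.18), 2 (-1.1) or 3 (-1.08) of the 12-h control or without replicate 1 (-0.94) or 3 (-1.04) of POV.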

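The log2 FC of glpT was 1.33 (SE 0.0926, adjusted p = 1.04e-07) for ISOP, -2.29 (SE 0.225, adjusted p = 0.000221) in BENZ30 and -1.55 (SE 0.127, adjusted p = 5.08e-06) for XID by the same edgeR test. For PHE it was -0.62, for SOD -0.48, for GLUTA -0.52 and in POV30 -1.34, all DEGs. For GLUTA, glpT was not a DEG without replicate 1 (-0.56) or 2 (-0.42) of the 12-h control or without replicate 1 (-0.52) or 2 (-0.41) of GLUTA.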

### **Exposure to biocides altered gene expression of genes related to transport.**

Transport of carbohydrates, peptides and other compounds across the *E. coli* membranes was a functional class differentially regulated in all treatments (**Fig. 3A, Table S1**), even though the genes differentially expressed varied across biocides and the direction of regulation (up or down) was not the same for all genes. Zinc transport trough *znuABC* was highly upregulated for SOD treatment. The genes *znuA* and *znuB* have been shown to be overexpressed in *E. coli* exposed to several different acids (9). Both *znuA* and *znuC* were suggested to participate in a network of genes responsible for DNA repair (10). 

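After PERA feoC had a log2 FC of 2.30 (SE 0.224, adjusted p = 0.000358) by the same edgeR test. It was 1.92 for POV, 1.78 for PHE, 1.69 for SOD, 1.23 for XID and 0.91 for ETOH, all DEGs in every refit with 1 library left out. For ETOH, feoB had 1.12 (SE 0.321, adjusted p = 0.0526) by the same edgeR test, which did not pass and became 1.54 (adjusted p = 7.47e-09) without replicate 3 of the 12-h control. For GLUTA, feoA had 1.15 (SE 0.368, adjusted p = 0.116), feoB 1.21 (SE 0.375, adjusted p = 0.119) and feoC 0.65 (SE 0.254, adjusted p = 0.155) by the same edgeR test, and these became 1.39 (adjusted p = 0.0411) without replicate 3 of GLUTA for feoA, 1.63 (adjusted p = 0.00583) without replicate 3 of the 12-h control for feoB and 0.96 (adjusted p = 0.00709) without replicate 3 of the 12-h control for feoC.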

The ferrous iron transporters *feoAB*, as well as the other member of the operon (*feoC*), were upregulated in multiple conditions: PERA, PHE, POV, SOD, XID, GLUTA, and ETOH. It has been suggested that such iron transporters are important during low oxygen conditions for bacterial iron homeostasis (11). Differential expression of the amino acid transporters and dipeptide transporters was also observed. 

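Expression of yjiY rose from 13.8 ± 4.97 CPM in the 12-h control to 308 ± 118 CPM after XID (SD, n = 3), a log2 FC of 4.49 (SE 0.489, adjusted p = 0.00226) by the same edgeR test. For PHE it was 4.07 (SE 0.926, adjusted p = 0.0392) by the same edgeR test, and it was not a DEG without replicate 1 (4.27), 2 (3.77) or 3 (4.12) of the 12-h control or without replicate 1 (3.56) or 3 (3.96) of PHE.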

XID exposure resulted in upregulation of the peptide transporter *yjiY*. This gene was recently shown to be involved in infection and pathogenesis of *Salmonella* (12). Phosphate ABC transporters *pstA*, *pstC*, and *pstS* were upregulated in both ETOH and ISOP. 

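After ETOH the log2 FC was 1.23 (SE 0.0983, adjusted p = 7.20e-07) for pstA, 1.22 (SE 0.137, adjusted p = 2.70e-05) for pstC and 1.26 (SE 0.207, adjusted p = 0.00340) for pstS by the same edgeR test. After ISOP it was 0.92, 1.04 and 1.32 in the same order, all DEGs in every refit with 1 library left out. They were also upregulated DEGs in BENZ30, with 1.74, 1.6 and 1.26.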

The *pstS* transporter has been linked to antibiotic resistance for *Streptococcus pneumoniae*, in which higher levels of mRNA for this gene correlated to higher resistance to penicillin in clinical isolates (13).

### **Enterobactin biosynthesis was downregulated after short-term exposure to chlorophene.**

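In PHE30 the log2 FC was -1.99 (SE 0.336, adjusted p = 0.0115) for entC, -1.91 (SE 0.216, adjusted p = 0.000538) for entE, -2.02 (SE 0.241, adjusted p = 0.000977) for entB, -1.95 (SE 0.186, adjusted p = 6.39e-05) for entA and -2.01 (SE 0.176, adjusted p = 2.78e-05) for entF by the same edgeR test. The call of entC was lost without replicate 1 (-2.06) of PHE30. After long-term PHE the values were -0.08 for entC, 0.10 for entE, 0.09 for entB and -0.02 for entF, none of them DEGs, and entA had 0.29 (SE 0.0884, adjusted p = 0.0256) by the same edgeR test. For PHE, entA was not a DEG without replicate 1 (0.24) or 3 (0.24) of the 12-h control or without replicate 1 (0.26) or 3 (0.25) of PHE. The short-term log2 FC of entA was below the long-term one by -2.22 (SE 0.219, adjusted p = 5.32e-06) in the edgeR test of exposure time.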

Genes encoding for the iron-chelating enterobactin biosynthesis pathway, *entCEBA*, and *entF*, were downregulated in cells exposed to PHE for 30 minutes ( $\log_2FC < 1$ ), which was not observed for long-term exposure to the same biocide (**Table S1**). Lower levels of differential expression of a few enterobactin biosynthesis genes were also observed for cells exposed to other biocides, such as ISOP. 

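After ISOP the log2 FC was -0.62 for entC, -0.68 for entE, -0.73 for entB, -0.73 for entA and -0.91 for entF, with adjusted p = 0.113, 0.126, 0.112, 0.0638 and 0.0692 by the same edgeR test, and none passed. With 1 library left out, entA reached -0.94 (adjusted p = 0.00453) without replicate 1 of ISOP and -0.50 (adjusted p = 0.00151) without replicate 3 of ISOP, entB -0.99 (adjusted p = 0.00383) without replicate 1 of ISOP and -0.49 (adjusted p = 0.00681) without replicate 3 of ISOP, entC -0.82 (adjusted p = 0.0173) without replicate 1 of ISOP and -0.38 (adjusted p = 0.00430) without replicate 3 of ISOP, entE -0.92 (adjusted p = 0.0104) without replicate 1 of ISOP and -0.43 (adjusted p = 0.00546) without replicate 3 of ISOP and entF -1.16 (adjusted p = 0.00706) without replicate 1 of ISOP and -0.66 (adjusted p = 0.000326) without replicate 3 of ISOP by the same edgeR test. Smaller changes passed elsewhere, such as 0.44 (SE 0.0894, adjusted p = 0.00275) for entF after XID by the same edgeR test.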

Recently, enterobactin was shown to have fundamental importance in protection against oxidative stress (14, 15), besides its well-known role as an iron acquirer (siderophore). While upregulation of enterobactin-related genes could be explained by the oxidative stress response caused by a biocide, it is unclear for us what could be the downstream result of downregulation after exposure to PHE30.

## SUPPLEMENTARY REFERENCES

1. Clinical and Laboratory Standards Institute CLSI. 2012. Methods for Dilution Antimicrobial Susceptibility Tests for Bacteria That Grow Aerobically; Approved Standard. 9 32.
2. Boulette ML, Baynham PJ, Jorth PA, Kukavica-Ibrulj I, Longoria A, Barrera K, Levesque RC, Whiteley M. 2009. Characterization of alanine catabolism in *Pseudomonas aeruginosa* and its importance for proliferation in vivo. *J Bacteriol* 191:6329–6334.
3. Yohannes E, Barnhart DM, Slonczewski JL. 2004. pH-dependent catabolic protein expression during anaerobic growth of *Escherichia coli* K-12. *J Bacteriol* 186:192–199.
4. Atsumi S, Wu T-Y, Machado IM, Huang W-C, Chen P-Y, Pellegrini M, Liao JC. 2010. Evolution, genomic analysis, and reconstruction of isobutanol tolerance in *Escherichia coli*. *Mol Syst Biol* 6.
5. Barroso-Batista J, Sousa A, Lourenço M, Bergman M-L, Sobral D, Demengeot J, Xavier KB, Gordo I. 2014. The first steps of adaptation of *Escherichia coli* to the gut are dominated by soft sweeps. *PLoS Genet* 10.
6. Cole S, Eiglmeier K, Ahmed S, Honore N, Elmes L, Anderson W, Weiner J. 1988. Nucleotide sequence and gene-polypeptide relationships of the *glpABC* operon encoding the anaerobic sn-glycerol-3-phosphate dehydrogenase of *Escherichia coli* K-12. *J Bacteriol* 170:2448–2456.
7. Spoering AL, Vulić M, Lewis K. 2006. *GlpD* and *PlsB* participate in persister cell formation in *Escherichia coli*. *J Bacteriol* 188:5136–5144.

8. Truniger V, Boos W. 1993. Glycerol uptake in *Escherichia coli* is sensitive to membrane lipid composition. *Res Microbiol* 144:565–574.
9. King T, Lucchini S, Hinton JC, Gobius K. 2010. Transcriptomic analysis of *Escherichia coli* O157: H7 and K-12 cultures exposed to inorganic and organic acids in stationary phase reveals acidulant-and strain-specific acid tolerance responses. *Appl Env Microbiol* 76:6514–6528.
10. Al Mamun AAM, Lombardo M-J, Shee C, Lisewski AM, Gonzalez C, Lin D, Nehring RB, Saint-Ruf C, Gibson JL, Frisch RL, others. 2012. Identity and function of a large gene network underlying mutagenic repair of DNA breaks. *Science* 338:1344–1348.
11. Andrews SC, Robinson AK, Rodríguez-Quñones F. 2003. Bacterial iron homeostasis. *FEMS Microbiol Rev* 27:215–237.
12. Garai P, Chandra K, Chakravorty D. 2017. Bacterial peptide transporters: Messengers of nutrition to virulence. *Virulence* 8:297–309.
13. Soualhine H, Brochu V, Ménard F, Papadopoulou B, Weiss K, Bergeron MG, Légaré D, Drummelsmith J, Ouellette M. 2005. A proteomic analysis of penicillin resistance in *Streptococcus pneumoniae* reveals a novel role for PstS, a subunit of the phosphate ABC transporter. *Mol Microbiol* 58:1430–1440.
14. Adler C, Corbalan NS, Peralta DR, Pomares MF, de Cristóbal RE, Vincent PA. 2014. The alternative role of enterobactin as an oxidative stress protector allows *Escherichia coli* colony development. *PloS One* 9.

15. Peralta DR, Adler C, Corbalán NS, García ECP, Pomares MF, Vincent PA. 2016.

Enterobactin as part of the oxidative stress response repertoire. PloS One 11.

16. Baba T, Ara T, Hasegawa M, Takai Y, Okumura Y, Baba M, Datsenko KA, Tomita M,

Wanner BL, Mori H. 2006. Construction of Escherichia coli K-12 in-frame, single-gene

knockout mutants: the Keio collection. Mol Syst Biol 2.

## SUPPLEMENTARY TABLES

**Table S1. (Excel file).** Complete list of DEGs (differentially expressed genes) and GO (gene ontology) terms for the DEGs that are both in Deseq and EdgeR methods.

**Table S2**

| Condition       | Total number of DEGs |       |                                 |                               |
|-----------------|----------------------|-------|---------------------------------|-------------------------------|
|                 | Dseq                 | EdgeR | Shared (in both Dseq and EdgeR) | with $\log_2FC < -1$ or $> 1$ |
| BENZ            | 57                   | 39    | 35                              | 35                            |
| ETOH            | 980                  | 780   | 598                             | 101                           |
| GLUTA           | 323                  | 280   | 170                             | 26                            |
| H2O2            | 25                   | 65    | 14                              | 6                             |
| ISOP            | 1174                 | 823   | 672                             | 179                           |
| PERA            | 589                  | 384   | 296                             | 129                           |
| PHE             | 840                  | 545   | 421                             | 113                           |
| POV             | 397                  | 242   | 204                             | 134                           |
| SOD             | 1055                 | 610   | 488                             | 98                            |
| XID             | 1143                 | 681   | 585                             | 201                           |
| BENZ30          | 669                  | 530   | 396                             | 106                           |
| PHE30           | 596                  | 484   | 341                             | 91                            |
| POV30           | 368                  | 301   | 205                             | 35                            |
| CONTROL_control | 425                  | 391   | 235                             | 39                            |
| average         | 632                  | 443   | 340                             | 96                            |

**Table S2.** Total number of differentially expressed genes (DEGs) according to Dseq and EdgeR (DEGs were defined as those with  $qvalue \leq 0.05$ ), DEGs shared among both methods and with  $\log_2FoldChange < -1$  or  $> 1$ .

**Table S3**

| Condition                     | Top upregulated |                     |                                                  | Top downregulated |                     |                                       |
|-------------------------------|-----------------|---------------------|--------------------------------------------------|-------------------|---------------------|---------------------------------------|
|                               | Gene            | log <sub>2</sub> FC | Biological process                               | Gene              | log <sub>2</sub> FC | Biological process                    |
| BENZ                          | N/A             | N/A                 | N/A                                              | <i>crfC</i>       | -1.90               | DNA replication                       |
| ETOH                          | <i>asr</i>      | 5.26                | response to acid                                 | <i>puuA</i>       | -4.18               | putrescine catabolic process          |
| GLUTA                         | <i>cueO</i>     | 2.02                | oxidation-reduction; response to copper          | <i>dinQ</i>       | -1.64               | response to DNA damage                |
| H <sub>2</sub> O <sub>2</sub> | <i>mntH</i>     | 0.74                | ion transport                                    | <i>sdhC</i>       | -1.38               | TCA cycle                             |
| ISOP                          | <i>asr</i>      | 4.76                | response to acid                                 | <i>fliC</i>       | -5.92               | flagellum-dependent cell motility     |
| PERA                          | <i>znuA</i>     | 5.26                | zinc and ion transport                           | <i>puuA</i>       | -3.14               | putrescine catabolic process          |
| PHE                           | <i>bssR</i>     | 4.00                | biofilm regulation                               | <i>puuA</i>       | -3.04               | putrescine catabolic process          |
| POV                           | <i>hdeA</i>     | 3.99                | response to acid; response to stress             | <i>puuA</i>       | -2.68               | putrescine catabolic process          |
| SOD                           | <i>zinT</i>     | 8.74                | response to cadmium; response to zinc starvation | <i>puuA</i>       | -3.52               | putrescine catabolic process          |
| XID                           | <i>yjiY</i>     | 4.51                | transport; response to starvation                | <i>fliK</i>       | -4.07               | flagellum-dependent cell motility     |
| BENZ30                        | <i>cpxP</i>     | 2.61                | response to stress; regulation of proteolysis    | <i>glpT</i>       | -2.30               | transport; glycerol metabolic process |
| PHE30                         | <i>sodB</i>     | 3.27                | response to superoxide                           | <i>yjjZ</i>       | -3.75               | putative protein                      |
| POV30                         | <i>ibpB</i>     | 6.11                | response to heat; response to copper             | <i>uraA</i>       | -2.41               | uracil transmembrane transport        |
| Controls                      | <i>uraA</i>     | 1.80                | uracil transmembrane transport                   | <i>stpA</i>       | -1.73               | regulation of transcription           |

**Table S3.** Top up and down-regulated genes (with highest absolute log<sub>2</sub> Fold Change) for each condition, with corresponding log<sub>2</sub>FC and biological process. N/A: not applicable

## SUPPLEMENTARY FIGURES LEGENDS

**Fig. S1. A.** The average between the absolute  $\log_2FC$  of DEGs belonging to the same category was calculated, and the biological processes were organized from the most differentially regulated to the least differentially regulated, for the majority of the biocides. A darker color represents a process that was more affected by the indicated biocide. **B.** PCA (principal component analysis) for DEGs using EdgeR. **C.** Weights for the 10 DEGs with the highest weights for PCA1 and PCA2 of Fig. 3B. **D.** Weights for the 10 DEGs with the highest weights for PCA1 and PCA2 of Fig. S1B.

**Fig S2.** Representation of genomic areas amplified from Keio knockout strains for sequence check and validation of the correct insertion of kanamycin cassette as described in (16). The sequencing primers were design to align within the kanamycin gene, as indicated.

**Fig. S3.** Comparison between qPCR and RNAseq data for selected genes.  $\log_2FC$  average of at least two biological replicates. Error bars represent standard error for qPCR and qvalues for RNAseq.

**Fig. S4.** Gene network for *E. coli* exposed to biocides. DEGs with absolute  $\log_2FC$  higher than one were organized into networks with Cytoscape and STRING (default settings). Thicker lines between nodes indicate higher confidence for the gene interaction. Arrows indicate clusters which contain DEGs that had high levels of regulation after biocide exposure: green- chaperones, pink- enterobactin, black- motility, and chemotaxis, blue- respiration, red- amino acids, orange- response to acid.

**Fig. S5.** Dendrogram for amino acid related genes. All DEGs related to amino acid transport or biosynthesis (based on GO terms) for each biocide were included. Euclidean distance and Ward clustering were used.

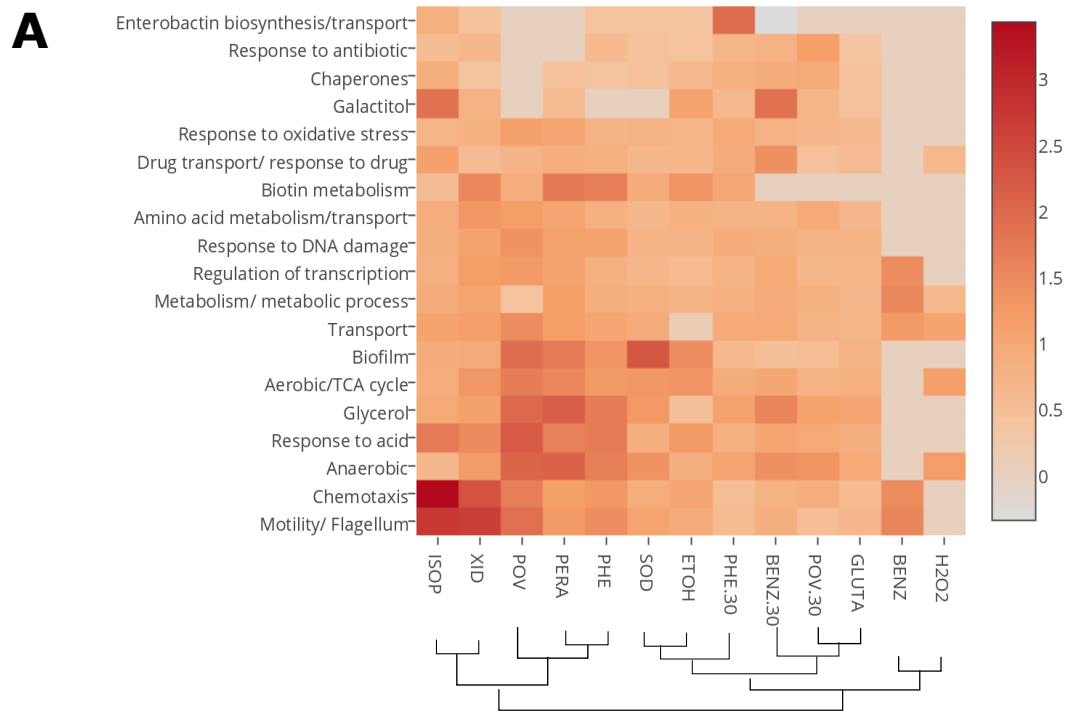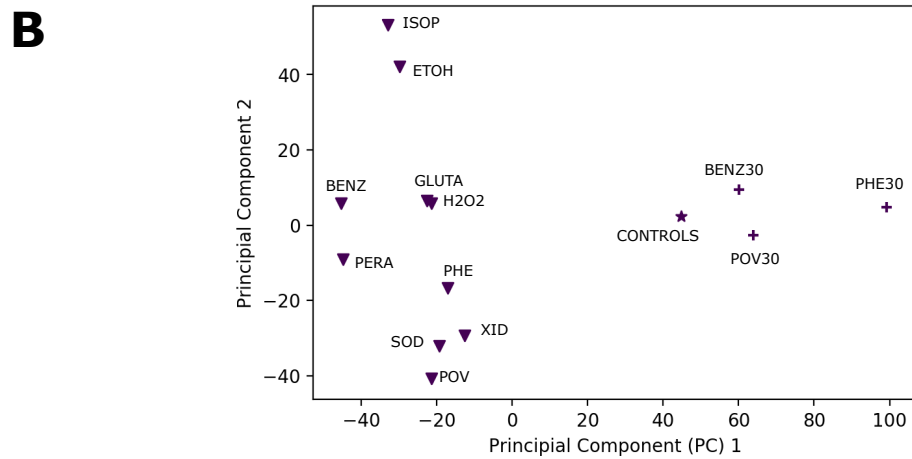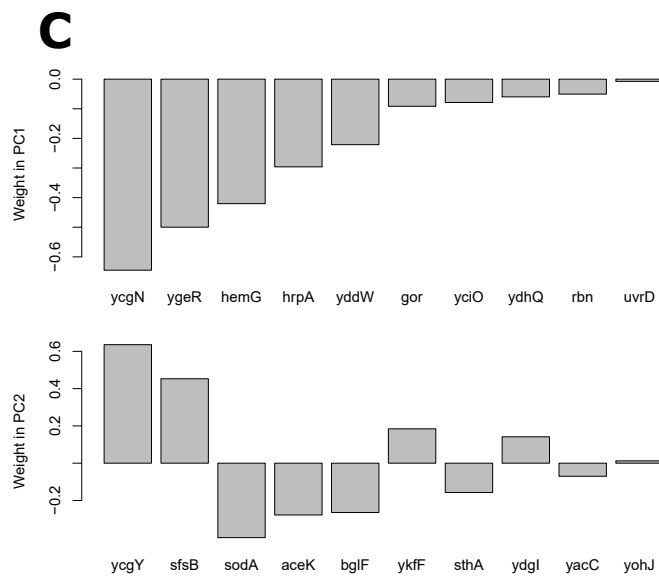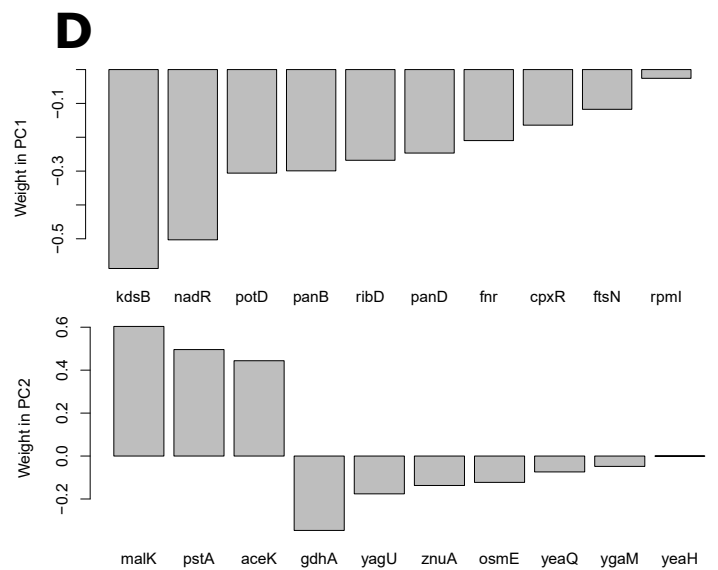

**Fig. S2**

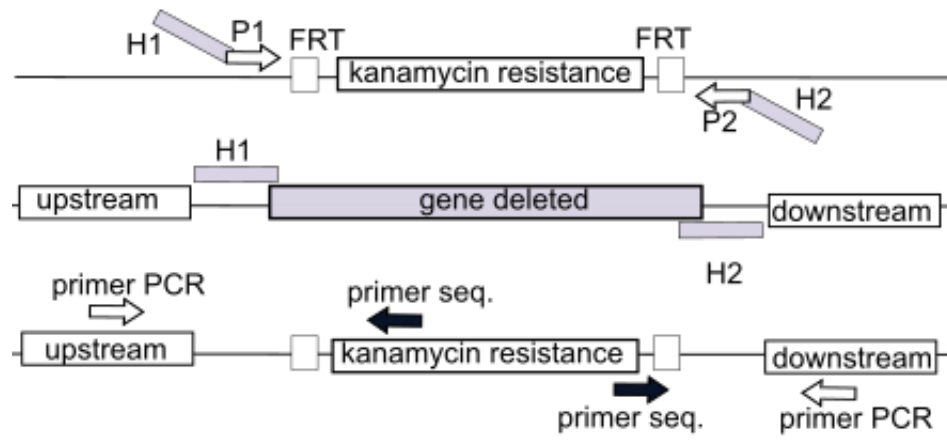

Fig S3

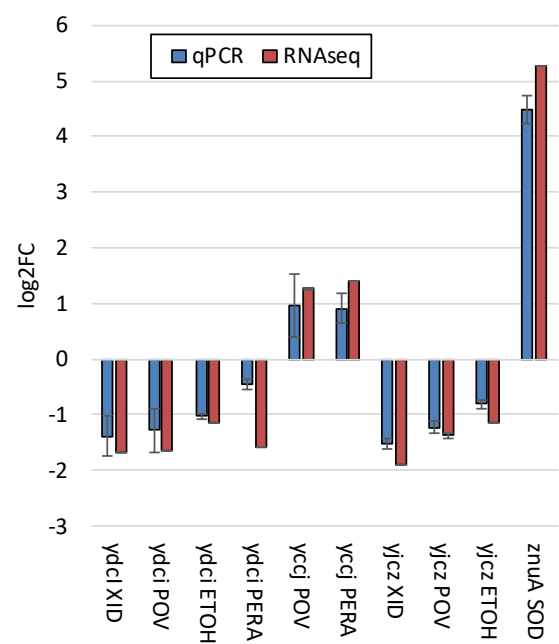

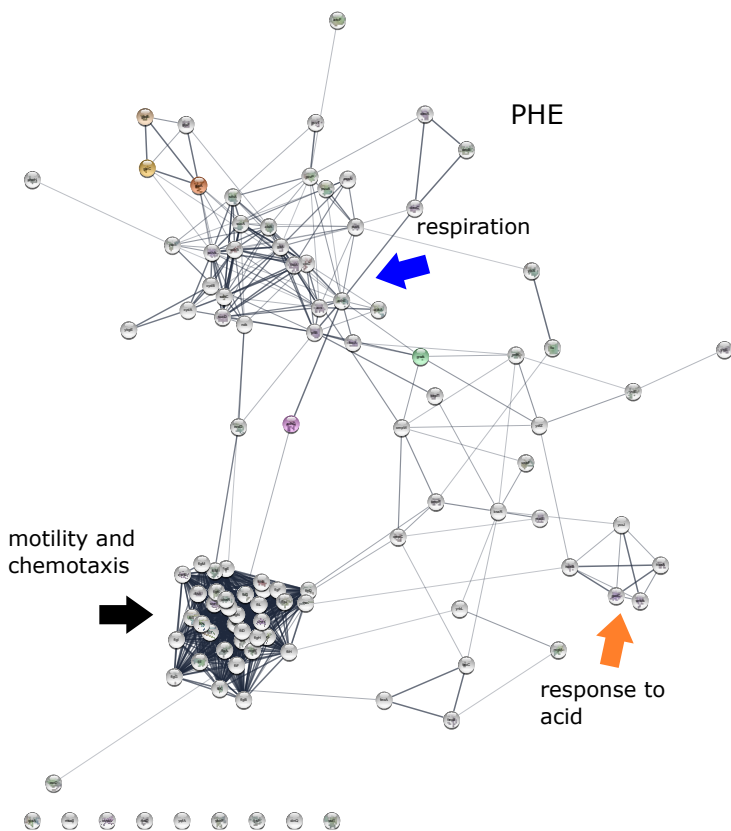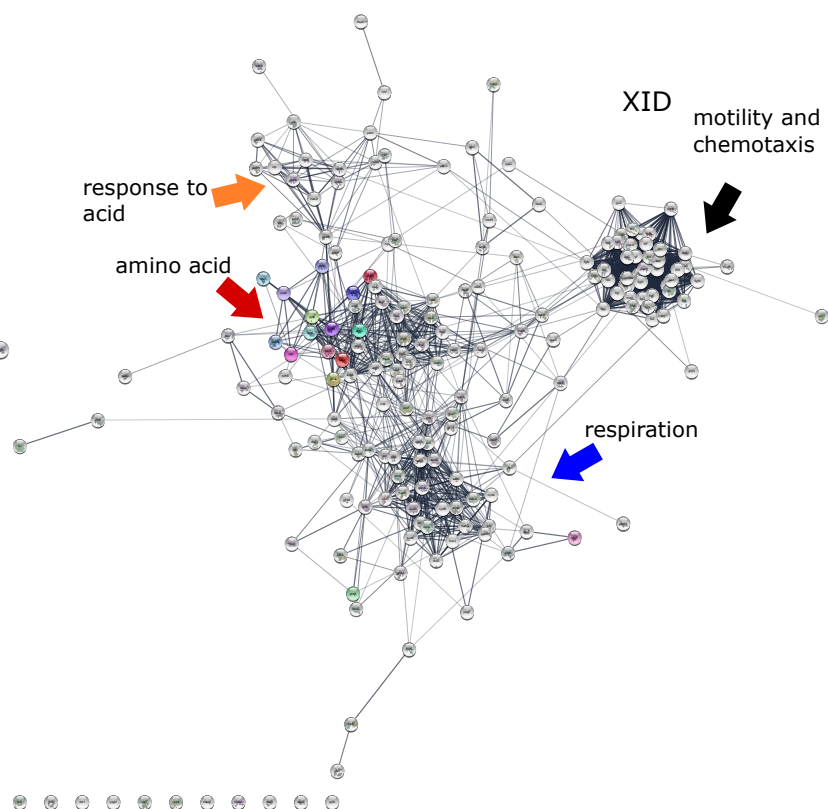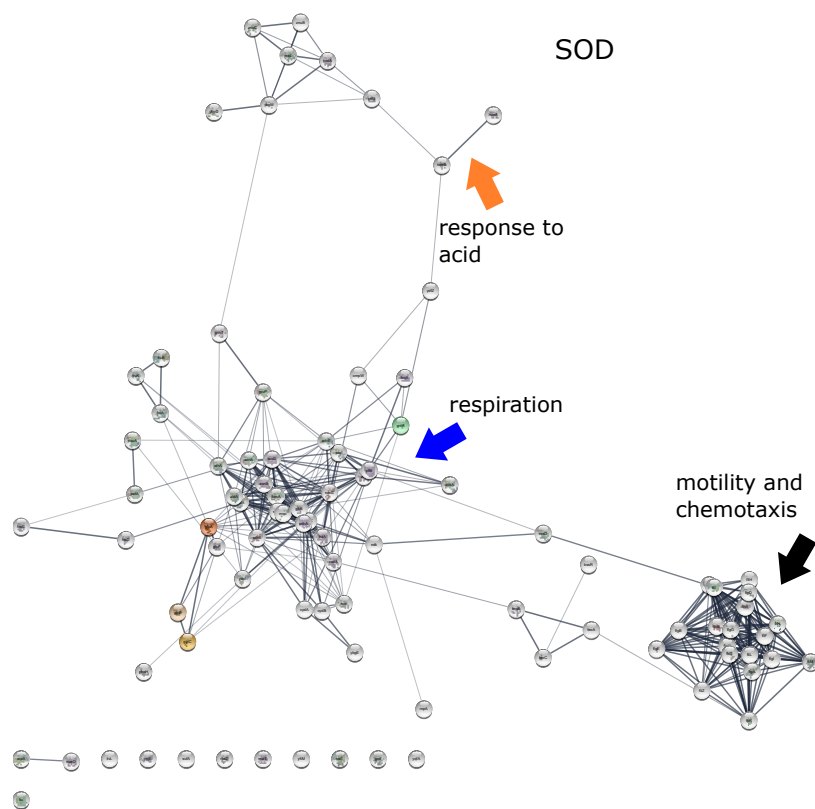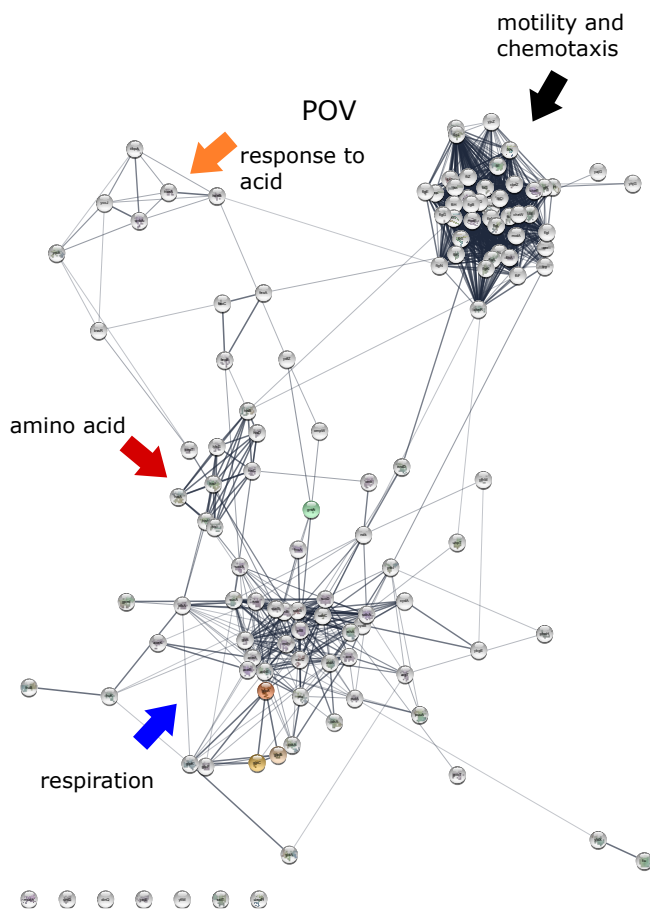

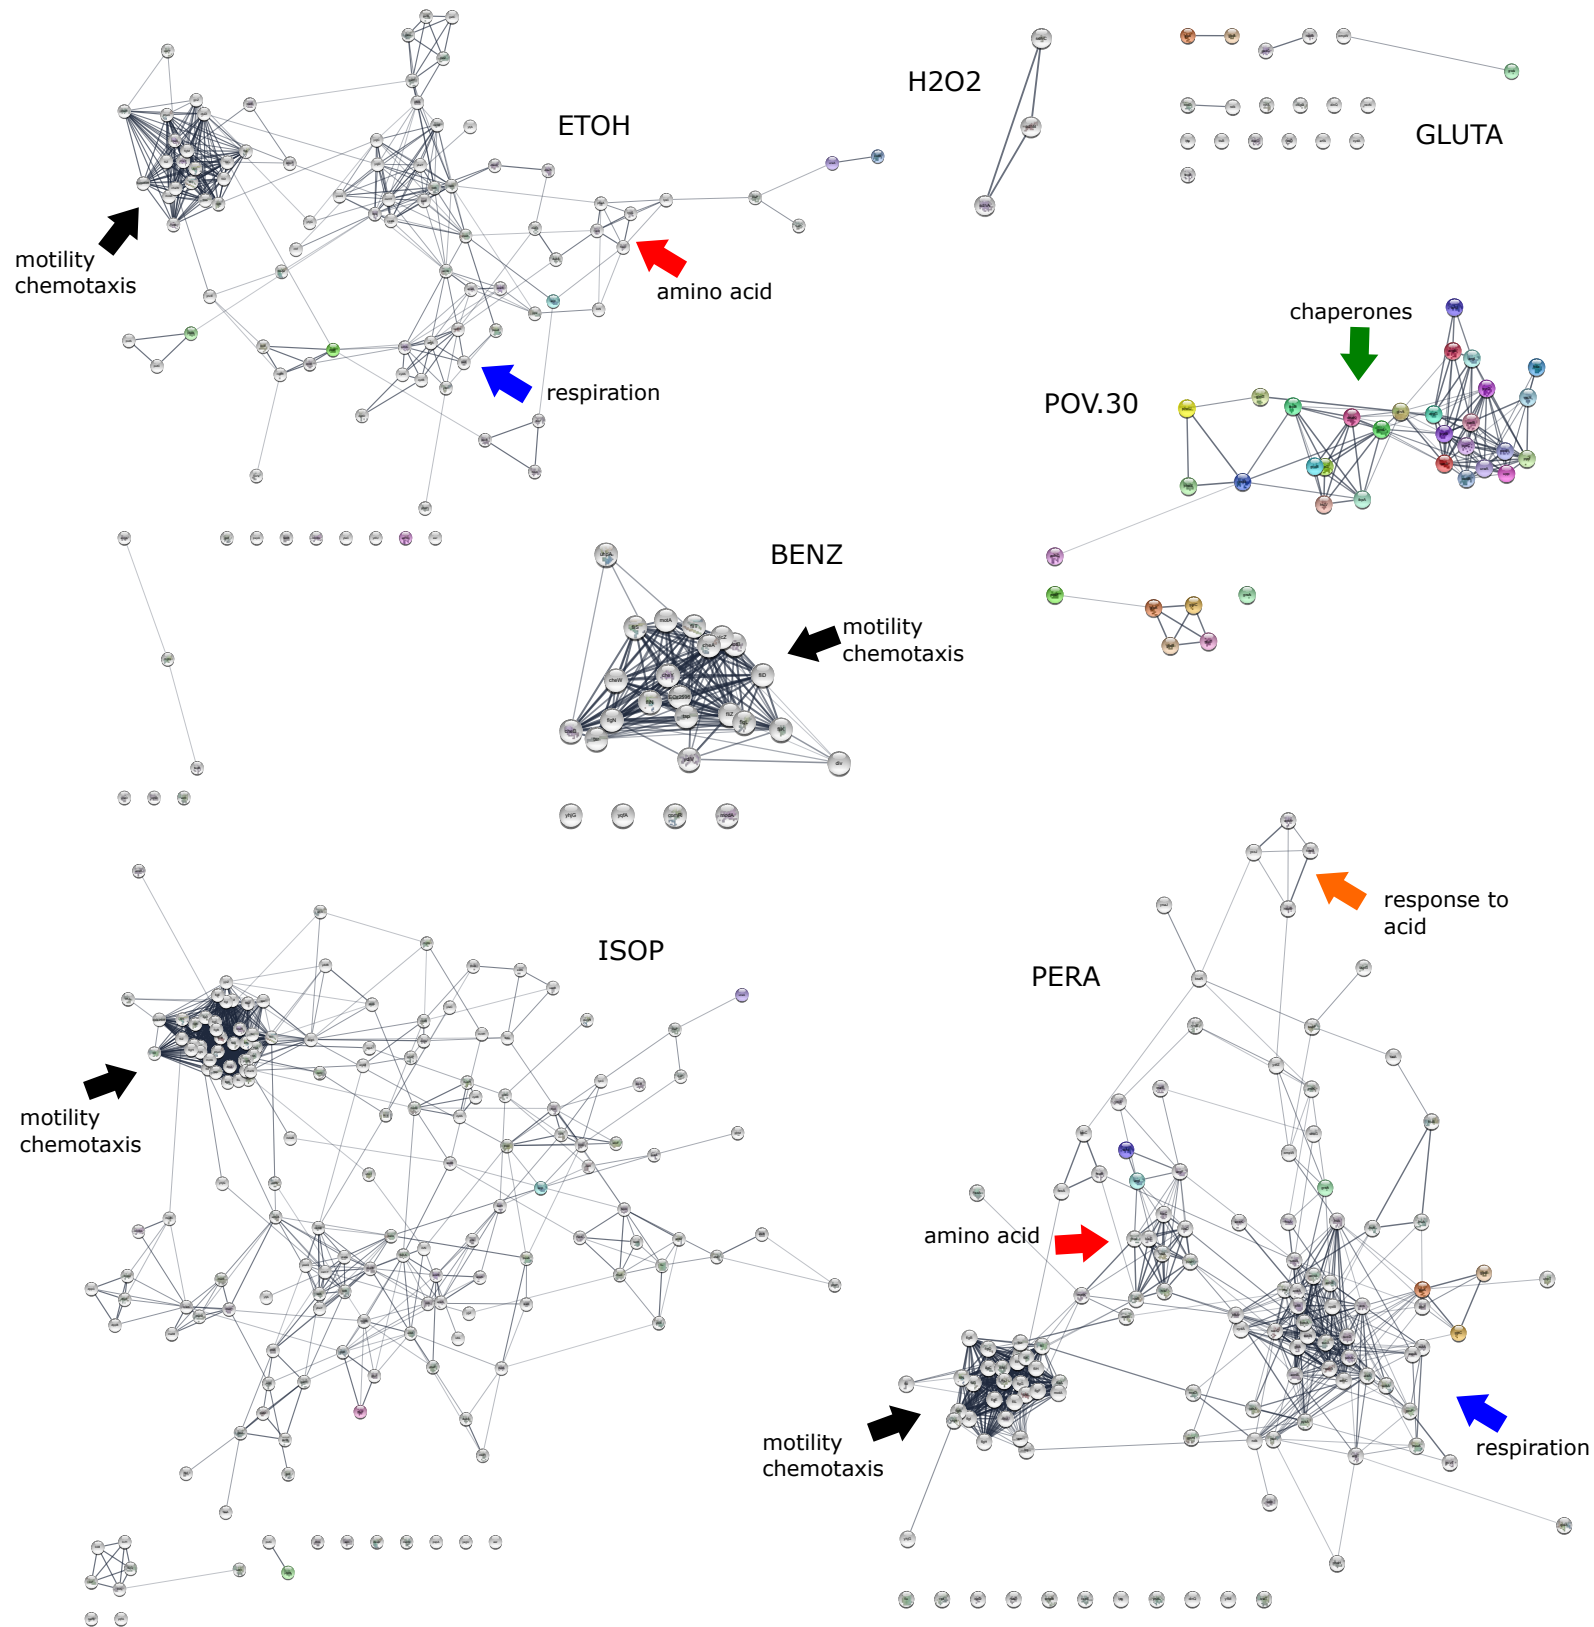

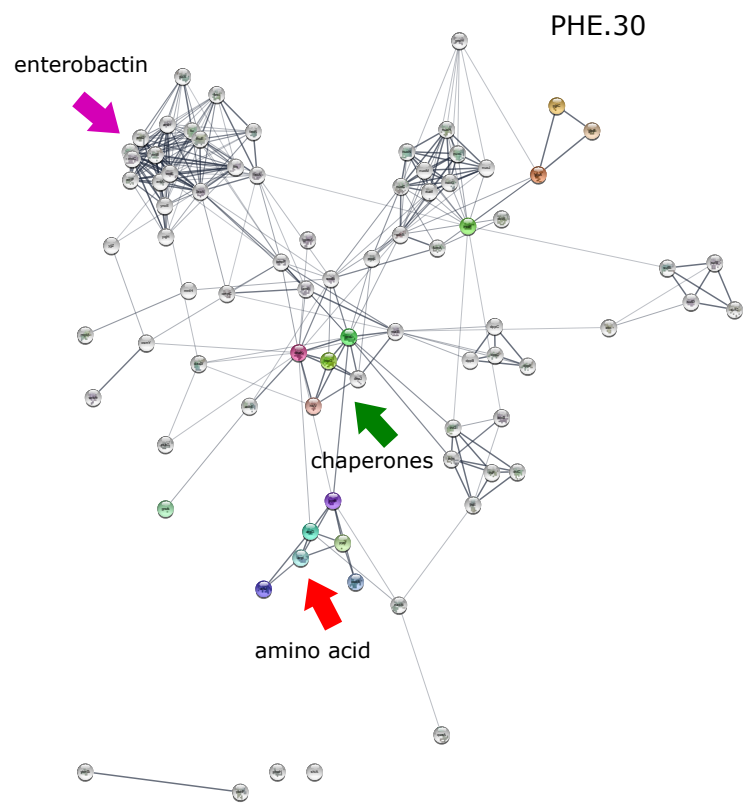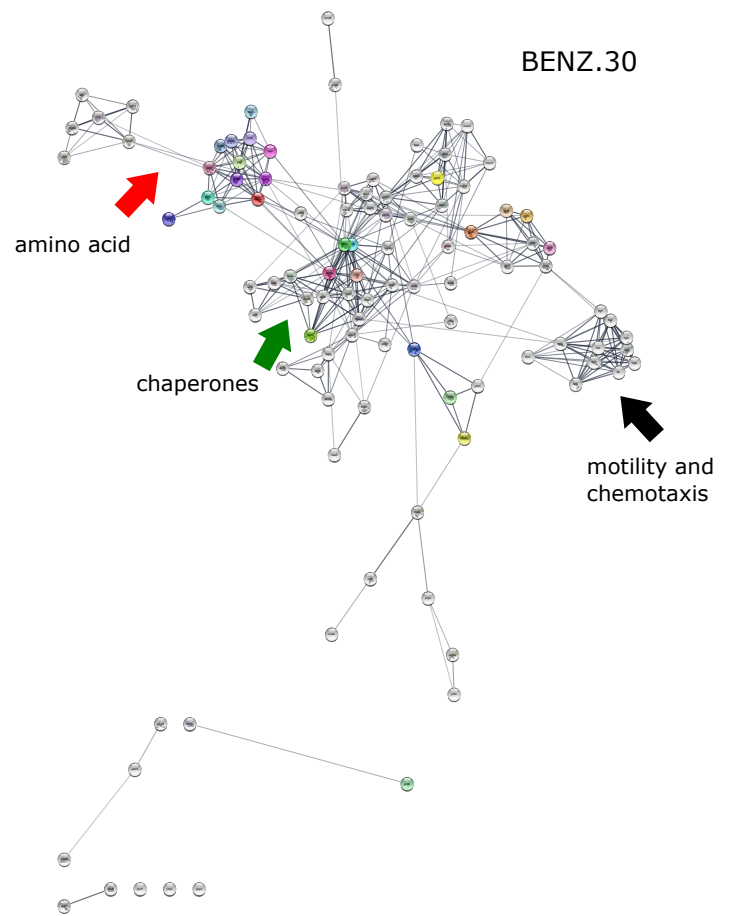

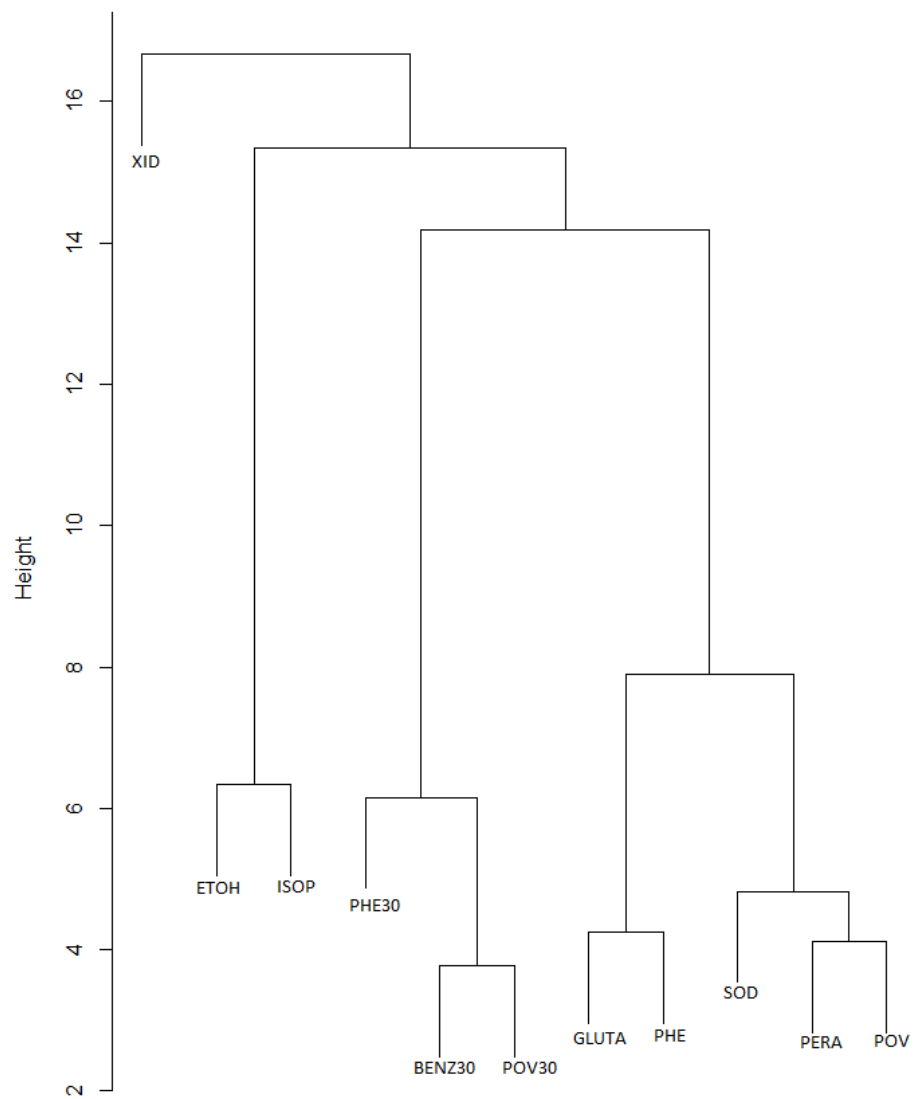

**Supplement:** Supplemental file 1

How the deposited data were processed for this re-analysis (not part of the article)

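RNA-seq libraries of E. coli MG1655 from 15 conditions with 3 replicates each were used, 45 in all. They comprised 10 long-term and 3 short-term biocide exposures and a control for each exposure time. The authors trimmed and aligned the reads and counted them per gene with FeatureCounts, and deposited these counts as whole numbers for 4452 genes. The authors also deposited a normalized signal per gene, which equals the counts times 1 factor per library, by a method that the paper's text does not name. Library totals ranged from 1491910 to 7060784 counts, with a median of 3699892. The gene counts alone were used in the tests, apart from 1 alternative on the normalized signal.

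Each condition was compared with its own control, the 12-h control for long-term and the preinoculum control for short-term exposure, and the controls were compared with each other, for 14 comparisons. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Genes with low counts were removed by edgeR's filterByExpr with its default settings, counts were scaled by TMM, and genes were tested by edgeR's quasi-likelihood F test with robust dispersion. Genes with a Benjamini-Hochberg FDR below 0.05 are called DEGs, and those with an absolute log2 FC over 1 were also counted. The SE of a log2 FC was obtained from the F statistic of 1 degree of freedom. The difference between short- and long-term log2 FC was tested in the same way over 12 libraries for BENZ, PHE and POV. The mean log2 FC of 42 motility and 11 chemotaxis genes was tested by limma's fry over 13 comparisons, with 26 tests adjusted together. Principal components were taken of log2 CPM with a prior count of 2, minus the mean of the matching control. Correlations of log2 FC between comparisons were set beside 100 draws simulated without any effect and with the same shared controls. The limits given for these draws leave out the most extreme ones. The code was tested on simulated data in which 200 genes with higher counts were changed. The quasi-likelihood test of edgeR recovered 100% of them for ETOH, 97.0% for PHE30 and 72.5% for BENZ. Spread was drawn for each gene on its own, so a library that departs in many genes at once was not simulated. These shares may therefore overstate recovery in the real data.

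The gene lists, the rule for genes named in the text and the alternatives were set before the data were examined. Named genes are those for which the paper states a direction, the 3 genes with the largest log2 FC in each direction whose exposed and control libraries do not overlap, and genes whose increase the paper does not discuss. The paper's values for the first group had been seen when the rule was written. The alternatives were DESeq2, edgeR's exact test, genes called by both of these (the rule of the paper), RLE scaling, no filter on low counts, all libraries of the same exposure in 1 fit, removal of the 22 rRNA genes, the replicate number as a block, thinning of all libraries to 1491910 counts with seed 11, limma on log2 of the authors' normalized values plus 1, and omission of each library in turn. For the gene lists, limma's camera was an alternative to fry. Other splits of 3 and 3 libraries, 10 for each comparison, and 50 regroupings for the tests of exposure time were counted.

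The growth, knockout and qPCR measurements were not used here. The GO categories of Table S1 were not used, since only part of its aggregated sheet could be read. Genes are named by symbol, of which 4238 match the reference annotation, 202 match synonyms and 12 match neither. Reads cannot be assigned between near-identical genes, among them gadA and gadB and the copies of the rRNA genes, rrfA included.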

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

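The tests of library depth for exposure time, and all tests of the increases that the paper does not discuss, were chosen after their results were seen, and the counts of other regroupings were chosen before.

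The response to the same biocide differed between short- and long-term exposure in 292 genes for BENZ, 1321 for PHE and 625 for POV, by edgeR's test of the difference itself. Of these, 213, 687 and 332 had the higher log2 FC after short-term exposure. The signs were opposite for 224, 1037 and 513 of them, and genes that were DEGs in both exposures with opposite signs numbered 2, 242 and 86. The BENZ number rested on single libraries, with 1033 without BENZ replicate 2, 186 without BENZ replicate 3, 185 or 181 without replicate 2 or 3 of the preinoculum control and 170 or 175 without BENZ30 replicate 1 or 2. The POV number was 1049 without POV replicate 2. As many genes were found in 1 of 50 regroupings for each biocide, the real one, the smallest share that 50 regroupings allow. The regroupings mix exposed and control libraries, so any response to the biocide widens the spread within their groups. This count therefore cannot decide whether the responses differ, and the edgeR test of the difference does not rest on it. A difference in library depth was tested by thinning every library to 1 total, which left 193, 1110 and 515 genes for BENZ, PHE and POV, so depth alone does not account for the numbers. Exposure time remains among the open explanations, along with the culture itself, since the short-term cells were not diluted and each exposure time has its own control.

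The gene lists differed between exposures as well. For PHE the mean log2 FC was higher after short-term exposure by 1.73 for motility (adjusted p = 0.000374 by limma's fry) and by 0.88 for chemotaxis (0.00266). For POV it was higher by 1.87 (adjusted p = 0.0260 by limma's fry) and 1.43 (0.0200), and for BENZ chemotaxis by 1.06 (0.00574). Motility for BENZ did not pass, with 0.52 (adjusted p = 0.249 by limma's fry). Its p before adjustment was 0.000267 by limma's camera, so this result depends on the test. Neither depth nor another technical cause was tested for these lists.

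Increases over the control libraries were found in genes that the paper's text does not discuss in these conditions. They were norV (3.95) and norW (3.78) for ETOH, ymfE (3.23) for ISOP, gadE (3.32) for XID, ybgE (1.17) and glnB (0.89) for BENZ, and croE (2.74), cusF (2.61) and icdC (2.59) for GLUTA, all as log2 FC. For H2O2 it was icdC (4.03), for PERA hyaB (3.59) and ydfZ (3.57), and hyaB also rose for PHE (3.23) and POV (4.23). In short-term exposures they were ydeT (3.75) and ldtC (2.41) for BENZ30, yoeG (3.32) and yoeH (2.74) for PHE30, and ibpA (3.30) and bhsA (1.66) for POV30. Between the controls, oxyS (2.79), rrfA (2.35) and cusC (2.30) were higher in the preinoculum control, and rrfA has near-identical copies. These genes were picked for exposed libraries that do not overlap the control libraries, and 18 of the 23 pairs of gene and comparison stayed DEGs with any 1 library left out, not ybgE, glnB, croE, cusF and ydfZ. The scaling does not account for them, since all 23 pairs kept more than 0.5 of their log2 FC with the authors' normalized values, on which glnB was not a DEG by limma (adjusted p = 0.0528). After thinning of all libraries to 1 total, 17 pairs kept more than 0.5 of their log2 FC, so depth does not account for these, and 15 of them were DEGs, not ybgE and glnB. For the other 6 (croE, icdC for GLUTA, ydeT, yoeG, yoeH and oxyS), counts fell below the filter after thinning. The ratio of their raw counts exceeded that of the library totals by at least 1.24 times, the lowest exact binomial limit adjusted for 4452 genes. So depth and the counting error of pooled reads do not account for these, while variation between cultures is outside this limit. A response to the exposure, or to the culture for the controls, remains a hypothesis, apart from rrfA.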

How the results depend on the processing

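All alternatives in this part were chosen before the results were seen.

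With DESeq2, the number of DEGs was 146 for BENZ and 83 for H2O2, and the test of exposure time for BENZ gave 460. With edgeR's exact test it was 82 and 87, and with genes called by both tools 78 and 64. RLE scaling gave 8 for BENZ, and chemotaxis for POV (-1.4) no longer passed. Without a filter on low counts it was 8 for BENZ, and motility for PERA (-1.26) and chemotaxis for POV (-1.39) no longer passed. With rRNA genes removed it was 7 for BENZ and 1 for H2O2, and after thinning 4 for BENZ. With all libraries in 1 fit the numbers were 410 for BENZ, 190 for GLUTA, 73 for H2O2, 1043 for POV and 870 for SOD. In that fit motility passed for BENZ (-1.26), POV (-1.88) and PHE30 (0.24) and chemotaxis for PHE30 (-0.20), while motility for ETOH (-0.74), PERA (-1.28) and SOD (-1.09) and chemotaxis for SOD (-0.52) no longer passed. With limma on the authors' normalized values the numbers were 22 for BENZ, 1145 for GLUTA, 166 for H2O2, 2374 for PERA, 630 for BENZ30, 288 for POV30 and 1306 for the controls. Motility for ETOH (-0.39), PERA (-0.89) and BENZ30 (-0.69) and chemotaxis for BENZ (-0.82), PERA (-0.37), POV (-1.44) and BENZ30 (-0.20) no longer passed there, and chemotaxis for PHE30 (-0.74) did. With camera, motility passed for BENZ (-1.29), GLUTA (-0.42), H2O2 (-0.31), POV (-1.90) and PHE30 (0.24). PC1 took 31.0% of the variance with all filtered genes and 30.9% without subtraction of the control mean, against 36.4%. The authors' normalized values keep differences in library total, so changes under that setting include a shift of all genes. The median log2 FC of all genes there lay between -0.546 for PHE30 and 0.572 for BENZ. Beyond that shift, the cause was not tested for any of these.

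The replicate numbers do not pair the samples, since in 0 of 14 comparisons were all correlations of same-numbered replicates above 0.1. With the replicate number as a block, the number of DEGs was 0 for BENZ, 62 for H2O2, 202 for GLUTA, 257 for POV and 481 for PHE30. Motility for PERA (-1.41) and chemotaxis for BENZ (-1.38), PERA (-0.93) and POV (-1.6) did not pass with the block, which takes degrees of freedom from 6 libraries.

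For the tests of exposure time, edgeR's exact test, the rule of both tools, the fit of all libraries and limma were not run.

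With each library left out in turn, the number of DEGs ranged from 0 to 640 for BENZ, 1004 to 1422 for ETOH, 94 to 678 for GLUTA, 1 to 68 for H2O2, 1208 to 1629 for ISOP, 353 to 684 for PERA and 844 to 1161 for PHE. It ranged from 76 to 1249 for POV, 1021 to 1436 for SOD, 1042 to 1452 for XID, 745 to 1036 for BENZ30, 542 to 1023 for PHE30, 343 to 619 for POV30 and 362 to 653 for the controls. The test of exposure time ranged from 170 to 1033 for BENZ, 1040 to 1328 for PHE and 458 to 1049 for POV. Motility means ranged from -1.62 to -0.84 for BENZ, -0.86 to -0.67 for ETOH, -0.51 to -0.32 for GLUTA, -0.41 to -0.20 for H2O2, -2.47 to -2.32 for ISOP, -1.64 to -0.94 for PERA and -1.72 to -1.32 for PHE. They ranged from -3.51 to -1.46 for POV, -1.19 to -1.05 for SOD, -3.55 to -2.63 for XID, -0.88 to -0.71 for BENZ30, 0.17 to 0.31 for PHE30 and -0.13 to 0.01 for POV30. Chemotaxis means ranged from -1.5 to -1.1 for BENZ, -1.30 to -1.03 for ETOH, -0.11 to -0.01 for GLUTA, -0.26 to -0.04 for H2O2, -4.90 to -4.74 for ISOP, -1.09 to -0.70 for PERA and -1.22 to -0.98 for PHE. They ranged from -2.10 to -1.06 for POV, -0.60 to -0.49 for SOD, -2.14 to -1.67 for XID, -0.34 to -0.26 for BENZ30, -0.28 to -0.15 for PHE30 and -0.03 to 0.02 for POV30.

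For the named genes, 469 pairs of gene and comparison were recomputed under the alternatives, which gave 7476 values. Of these, 6925 kept their direction and their side of the threshold, 379 kept the direction and were no longer DEGs, 172 became DEGs, and 0 reversed as DEGs. Most losses, 239, came from the 2814 values with 1 library left out, followed by 41 with all libraries in 1 fit, 34 with limma on the authors' normalized values and 34 with the block. In every alternative, 307 pairs kept their side of the threshold, 277 of them DEGs. Depth limits genes with few counts, and after thinning to the smallest library 14 of 460 values were no longer DEGs.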

Differences from the paper's values

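No test in this part was chosen after the result was seen.

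The number of DEGs differed from the paper's in all 14 comparisons. For BENZ it was 14 (the paper's 35), ETOH 1325 (the paper's 598), GLUTA 424 (the paper's 170), H2O2 2 (the paper's 14), ISOP 1510 (the paper's 672), PERA 693 (the paper's 296) and PHE 1112 (the paper's 421). For POV it was 478 (the paper's 204), SOD 1372 (the paper's 488), XID 1451 (the paper's 585), BENZ30 978 (the paper's 396), PHE30 876 (the paper's 341), POV30 576 (the paper's 205) and the controls 690 (the paper's 235). Of the alternatives set before the data were examined, some came within 1.5 times of the paper's number. These were all libraries in 1 fit for GLUTA (190), the replicate block for GLUTA (202), POV (257) and PHE30 (481), and limma on the authors' normalized values for POV30 (288). With 1 library left out they were GLUTA without replicate 1 of the 12-h control (148) or without GLUTA replicate 1 (186) or 2 (173), PERA without replicate 1 (373) or 2 (353) of the 12-h control, and POV without replicate 3 of the 12-h control (172) or without POV replicate 1 (241). All other alternatives differed, and BENZ, ETOH, H2O2, ISOP, PHE, SOD, XID, BENZ30 and the controls differed under each. The rule of the paper, genes called by both edgeR and DESeq2, came within for 0 of 14, with 1.88 to 4.57 times the paper's number and a median of 2.2.

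DEGs with an absolute log2 FC over 1 also differed in all 14 comparisons. For BENZ there were 13 (the paper's 35), ETOH 236 (the paper's 101), GLUTA 83 (the paper's 26), H2O2 2 (the paper's 6), ISOP 368 (the paper's 179), PERA 289 (the paper's 129) and PHE 323 (the paper's 113). For POV there were 227 (the paper's 134), SOD 356 (the paper's 98), XID 438 (the paper's 201), BENZ30 214 (the paper's 106), PHE30 223 (the paper's 91), POV30 91 (the paper's 35) and the controls 118 (the paper's 39). Within 1.5 times were GLUTA without replicate 2 of the 12-h control (36), H2O2 without H2O2 replicate 1 (4), and POV with the replicate block (162), after thinning (186), without replicate 3 of the 12-h control (127) or without POV replicate 1 (157) or 3 (99). The other alternatives set before the data were examined differed.

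With DESeq2 alone, 11 of 14 numbers were within 1.5 times of the paper's. The others were BENZ with 146 (the paper's 57), H2O2 with 83 (the paper's 25) and POV with 605 (the paper's 397). The paper's numbers for edgeR alone were set beside each edgeR setting. With edgeR's exact test, 13 of 14 differed, and H2O2 (87) did not. For BENZ it gave 82 (the paper's 39), ETOH 1370 (the paper's 780), GLUTA 505 (the paper's 280), ISOP 1577 (the paper's 823), PERA 819 (the paper's 384), PHE 1086 (the paper's 545) and POV 630 (the paper's 242). For SOD it gave 1438 (the paper's 610), XID 1451 (the paper's 681), BENZ30 968 (the paper's 530), PHE30 927 (the paper's 484), POV30 564 (the paper's 301) and the controls 714 (the paper's 391). The quasi-likelihood numbers given first came within 1.5 times of these for 0 of 14. All libraries in 1 fit did for ETOH (904), GLUTA (190), H2O2 (73), ISOP (1177) and SOD (870), thinning for ETOH (1064), GLUTA (334), PERA (561), POV (358) and the controls (521), and the replicate block for GLUTA (202), H2O2 (62), POV (257), PHE30 (481) and POV30 (413). RLE scaling (414), no filter (398) and removal of rRNA genes (410) did for GLUTA alone. Without replicate 1 of the 12-h control it was ETOH (1129), PERA (373) and the controls (452), without replicate 2 PERA (353) and the controls (478), and without replicate 3 POV (172). Without replicate 1 of the preinoculum control it was PHE30 (627) and the controls (555), and without replicate 3 BENZ30 (781), PHE30 (565), POV30 (397) and the controls (362). With an exposed library left out it was ETOH without replicate 1 (1004), 2 (1071) or 3 (1148), H2O2 without replicate 3 (68), ISOP without replicate 2 (1208), PERA without replicate 1 (533) and POV without replicate 1 (241). Among short-term exposures it was BENZ30 without replicate 1 (765) or 2 (745), PHE30 without replicate 1 (609) or 3 (542) and POV30 without replicate 1 (343), 2 (435) or 3 (355). For BENZ, PHE and XID all edgeR settings differed, and for DESeq2 no other settings were run.

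Of the H2O2 DEGs, 0% (0 of 2) also differed between the controls, where the paper's value is 43%, and the rule of both tools gave 56.2% (36 of 64), within 1.5 times. All 44 log2 FC values that the paper's tables state were within error of those obtained here.

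Of 444 statements of a direction for a gene and condition, 396 held as stated, and 418 held with genes called by both tools. The paper does not count clpB as raised in long-term exposure, and it was a DEG for PHE (0.63 (SE 0.0946, adjusted p = 0.000420) by the same edgeR test) in every setting, and for POV (0.63 (SE 0.136, adjusted p = 0.0272)) unless replicate 1, 2 or 3 of the 12-h control or POV replicate 1 or 3 was left out. The paper's discussion counts the response to misfolded proteins as an early one alone, and after ISOP 7 of 8 chaperone genes were upregulated DEGs (mean 0.80) with each library left out in turn, as were clpB, dnaJ, dnaK and groL after SOD (mean 0.18) and groL and groS after ETOH (mean 0.23). The paper does not count acid resistance genes as raised in short-term exposure, for which 11 of 15 values held. The exceptions were hdeA (0.73 (SE 0.109, adjusted p = 0.000406)), hdeB (0.85 (SE 0.119, adjusted p = 0.000217)) and gadB (0.83 (SE 0.188, adjusted p = 0.00749)) in POV30 and asr (1.77 (SE 0.223, adjusted p = 2.63e-05)) in BENZ30 by the same edgeR test, and gadB alone lost its call, after thinning.

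For genes that the paper calls changed, the direction was the same in all cases that follow and edgeR's quasi-likelihood test did not pass. Lower expression is stated for cheY (-1.36 (SE 0.399, adjusted p = 0.0852)), cheZ (-1.21 (SE 0.388, adjusted p = 0.106)), motB (-1.65 (SE 0.542, adjusted p = 0.122)), sdhB (-1.92 (SE 0.673, adjusted p = 0.146)) and sdhC (-1.98 (SE 0.696, adjusted p = 0.147)) after POV by the same edgeR test. DESeq2, edgeR's exact test, both together, all libraries in 1 fit and the omission of POV replicate 2 called these 5. The same settings and limma on the authors' normalized values called puuA for POV (-2.64 (SE 0.692, adjusted p = 0.0732) by the same edgeR test). For motA after POV (-1.36 (SE 0.595, adjusted p = 0.216) by the same edgeR test), DESeq2, all libraries in 1 fit and omission of POV replicate 2 called it, and for sdhA after POV (-1.67 (SE 0.698, adjusted p = 0.203)) the exact test and the last 2 of these. After BENZ, motB (-1.64 (SE 0.257, adjusted p = 0.0705)) and crfC (-1.90 (SE 0.262, adjusted p = 0.0562) by the same edgeR test) were called with DESeq2, the exact test, both together, all libraries in 1 fit or omission of BENZ replicate 2, and motA (-1.23 (SE 0.341, adjusted p = 0.224)) with DESeq2 or that omission. After H2O2, sdhB (-1.26 (SE 0.273, adjusted p = 0.163) by the same edgeR test) was called with DESeq2, the exact test, both together, the replicate block (-1.33) or omission of H2O2 replicate 3. The exact test, the replicate block (-1.45) and that omission called sdhC (-1.35 (SE 0.401, adjusted p = 0.246) by the same edgeR test), and the exact test and that omission called sdhA (-1.21 (SE 0.374, adjusted p = 0.258)).

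Higher expression is stated for mntH after H2O2 (0.74 (SE 0.125, adjusted p = 0.0814) by the same edgeR test), called with DESeq2, the exact test, both together, the replicate block (0.74), limma on the authors' normalized values or omission of H2O2 replicate 3. For GLUTA, cydA (1.01 (SE 0.324, adjusted p = 0.120)), cydB (0.83 (SE 0.317, adjusted p = 0.175)), glpA (1.23 (SE 0.498, adjusted p = 0.207)) and glpB (1.31 (SE 0.561, adjusted p = 0.225) by the same edgeR test) were called with the exact test, limma or omission of replicate 3 of the 12-h control, and glpC (1.06 (SE 0.602, adjusted p = 0.339)) with the last 2. DESeq2, the exact test, both together, all libraries in 1 fit and limma called feoA (1.15 (SE 0.368, adjusted p = 0.116)), feoB (1.21 (SE 0.375, adjusted p = 0.119)) and cueO (1.99 (SE 0.463, adjusted p = 0.0682) by the same edgeR test) for GLUTA. So did the omission of GLUTA replicate 3 for feoA, of replicate 3 of the 12-h control for feoB and of GLUTA replicate 1 for cueO. DESeq2, thinning, limma and omission of replicate 3 of the 12-h control called feoC (0.65 (SE 0.254, adjusted p = 0.155) by the same edgeR test). For glpC after PHE (2.34 (SE 0.628, adjusted p = 0.0613)), POV (2.68 (SE 0.639, adjusted p = 0.0575)) and SOD (2.25 (SE 0.616, adjusted p = 0.0560)), uspG after PHE (0.72 (SE 0.254, adjusted p = 0.0804)) and feoB after ETOH (1.12 (SE 0.321, adjusted p = 0.0526) by the same edgeR test), the call was made with DESeq2, the exact test, both together, all libraries in 1 fit, limma or omission of replicate 3 of the 12-h control. Thinning also called glpC after PHE and SOD and feoB after ETOH. For POV, ompW (2.85 (SE 0.765, adjusted p = 0.0777) by the same edgeR test) was called with DESeq2, the exact test, both together, all libraries in 1 fit or limma. After POV, deoC (0.63 (SE 0.177, adjusted p = 0.0610)) was called with the exact test, all libraries in 1 fit, limma or omission of POV replicate 2, and deoA (0.57 (SE 0.205, adjusted p = 0.120) by the same edgeR test) with the last 3. For SOD, deoA (0.08 (SE 0.0996, adjusted p = 0.541) by the same edgeR test) was called in 0 settings. For PERA, znuA (5.24 (SE 1.61, adjusted p = 0.109) by the same edgeR test) was called with DESeq2, the exact test, both together, limma or omission of PERA replicate 1. In BENZ30, znuB (1.19 (SE 0.554, adjusted p = 0.216)) was called with the exact test, limma or omission of replicate 3 of the preinoculum control, znuC (1.08 (SE 0.584, adjusted p = 0.276) by the same edgeR test) with the first 2, ykgO (2.22 (SE 1.17, adjusted p = 0.265)) with the last 2 and mepM (1.42 (SE 0.932, adjusted p = 0.363)) with limma. After ISOP, lower expression of a few enterobactin genes is stated, and entA (-0.73 (SE 0.239, adjusted p = 0.0638)), entB (-0.73 (SE 0.283, adjusted p = 0.112)), entC (-0.62 (SE 0.246, adjusted p = 0.113)), entE (-0.68 (SE 0.278, adjusted p = 0.126)) and entF (-0.91 (SE 0.290, adjusted p = 0.0692) by the same edgeR test) did not pass. DESeq2, the exact test, both together and omission of ISOP replicate 1 or 3 called all 5, and the replicate block all but entB (-0.77, -0.77, -0.66, -0.73 and -0.96 in this order).

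The paper ranks hdeA first among upregulated genes after POV, and here it had a log2 FC of 3.98 and ranked 8, after yjiY (5.97), gadB (4.36), hyaB (4.23) and others. The paper places ETOH above SOD in the number of DEGs, and here SOD had 1372 and ETOH 1325. ETOH came first with all libraries in 1 fit (904 and 870), after thinning (1064 and 1031) and with limma on the authors' normalized values (1449 and 1406), and both had 1182 without replicate 2 of the 12-h control. Without SOD replicate 1, 2 or 3, SOD had 1112, 1111 and 1021. The paper reports more genes whose average log2 FC lies beyond 3, and here 10 lay above 3 and 1 below -3, or 12 and 1 with genes called by both tools, while 49 and 65 passed in at least 1 comparison. The paper limits raised efflux to benzalkonium chloride, chlorhexidine and chlorophene, and mdtK was also an upregulated DEG for ISOP (0.55), SOD (0.51), POV (0.51), GLUTA (0.47) and ETOH (0.34).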

Other observations

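The tests of the zinc-related genes, of POV30 against the controls and of icdC were chosen after their results were seen, and the other splits of libraries and the tests of depth and spread of the DEG numbers were chosen before.

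The number of DEGs per comparison was as large in 1 of 10 splits of the 6 libraries, the real one, in each of the 14 comparisons, the smallest share that 10 splits allow, so this count alone cannot exclude chance. The adjusted p values of single genes from the edgeR test do not rest on it. Depth does not account for the different numbers of DEGs, since those before and after thinning to 1 total correlated with Spearman's rho = 0.996 over 14 comparisons. The spread between replicates may contribute, with rho = -0.663 between the number of DEGs and the coefficient of variation, but the median absolute log2 FC also went with the number (0.811), and the 2 cannot be told apart. Different strengths of the biocide responses remain open and untested.

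For the gene lists, 10 splits alone cannot exclude chance in any exposure. The real split had the most extreme mean, 1 of 10, in most exposures. The others were chemotaxis for GLUTA with 4 of 10 (mean -0.07), motility and chemotaxis for H2O2 with 2 of 10 (-0.31) and 4 of 10 (-0.15), and motility and chemotaxis for POV30 with 5 of 10 (-0.06) and 10 of 10 (0.00).

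The 8 zinc-related genes differed between libraries of the same condition. For BENZ, zinT stood at 12.8, 11264 and 28.3 CPM in the 3 replicates, and at 19.1, 21.7 and 16.5 CPM in the 12-h control. Within conditions, zinT had the largest SD of log2 values of 4194 genes (3.50), before ykgM (3.18), ykgO (3.03) and znuA (2.46). Depth does not account for this, since the SD within conditions of their mean was 2.09 before and 2.11 after thinning. A batch that follows the replicate number is unlikely, as that number took 9.77% of the variance within conditions (p = 0.242 by permutation). The biocide may be the cause in part, since 43.3% of the variance over the 33 long-term libraries lay between conditions (p = 0.152 by permutation), against 61.8% for the median gene, and this cannot be told apart from chance. A mislabelled sample does not account for the pattern in GLUTA, PERA, PHE, XID and the preinoculum control, where 0 of 15 libraries lay nearer to another condition without these genes. For H2O2, 2 of 3 libraries did, but icdC stood at 15.7 CPM or more in all 3 and at 6.5 CPM or less in the 42 libraries of other conditions, so a mislabelled sample of another condition does not account for them. For BENZ and POV, 4 of 6 libraries lay nearer to another condition, and a mislabelled sample cannot be told apart from a variable response there. Zinc in the medium was not measured, and its variation between cultures remains untested.

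POV30 and the comparison of controls shared 251 DEGs, 242 of them with opposite sign. Both use the preinoculum control, so chance values of its libraries could produce this. The log2 FC values correlated with r = -0.642, beyond the limits of -0.549 to -0.453 in draws simulated without any effect (mean -0.505). The real comparisons also hold effects, which the draws lack. With POV30 set against the 12-h control, 25 of these genes were called. The median absolute log2 FC was 0.175 there, against 0.588 with the preinoculum control, so most of them lay near the 12-h control in POV30. Chance values of the preinoculum control and a real shift in POV30 would both give this, and they cannot be told apart.

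The pseudogene icdC had 65 to 77 counts after H2O2 and 22 to 29 after GLUTA, against 1 to 5 in the 12-h control, and at most 2.94 CPM in other conditions. Reads shared with icd do not account for this, since icd had a log2 FC of -0.0687 after H2O2. Excision of the e14 prophage, which lies between icd and icdC, in part of the cells is a possible explanation. The median log2 FC of the tested e14 genes was 0.343 after H2O2, with 0 of 11 called, and 1.26 after GLUTA, with 7 of 14 called. It was higher than for H2O2 after SOD (0.509) and ISOP (0.407, with 4 called) and close to it after POV (0.340) and XID (0.326), where icdC stood at 2.94 CPM or less. Excision cannot be told apart from a response of the genes themselves.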
